# The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1

**DOI:** 10.1371/journal.pbio.3003490

**Published:** 2025-11-24

**Authors:** Fengyi Mao, Sai Wu, Derek B. Allison, Daheng He, Yifan Kong, Chaohao Li, Zhiguo Li, Yanquan Zhang, Xinyi Wang, Qiongsi Zhang, Chi Wang, Xiaoqi Liu

## Abstract

Polo-like kinase 1 (PLK1), a critical cell cycle regulator, is associated with cancer progression and negatively correlates with patient survival in cutaneous melanoma based on clinical database analysis. In a melanoma mouse model induced by *BRaf*^*CA*^ mutation and *Pten*-deficiency, we observed that PLK1 overexpression mediated metabolic reprogramming to markedly accelerate tumor growth, promote metastasis, and shortened mice survival. Mechanistically, PLK1 stabilizes BTB domain and CNC homolog 1 (BACH1), which serves as a crucial transcription factor for genes involved in cancer metabolism and metastasis. Moreover, the PLK1/BACH1 axis confers resistance to Vemurafenib, a BRAF^V600E^ inhibitor, in melanoma. In light of this finding, we attempted an innovative pharmacological combination targeting both BRAF^V600E^ and PLK1, identifying a synergistic efficiency to this approach to suppress tumor growth. Overall, we have discovered a novel function of PLK1 that is independent of the cell cycle, which could pave new ways for melanoma therapies.

## Abstract 2

The cell cycle regulator PLK1 is associated with cancer progression and correlates with patient survival in cutaneous melanoma, although the mechanisms remain unclear. This study uses a mouse model of melanoma to show that PLK1 stabilizes BACH1, which transcriptionally regulates genes involved in cancer metabolism and metastasis, independently of the cell cycle.

## Introduction

In the United States, cutaneous melanoma is one of the most common and fatal types of skin cancer among Whites. It is estimated that there will be 104,960 new cases and 8,430 deaths in 2025 [1]. Malignant melanoma develops from melanocytes that have accumulated sustained genetic mutations and alterations [2]. Whole genome analyses have revealed that melanoma typically carries a high load of gene mutations (>10 mutations per megabase), with a signature that is typical of ultraviolet-induced mutations [3]. More specifically, over 50% of patients with advanced melanoma harbor activating mutations in the BRAF oncogene [3,4]. The V600E point mutation is the most observed BRAF alteration among patients and leads to a significant increase in kinase activity, resulting in constitutive activation of the mitogen-activated protein kinase (MAPK) signaling pathway [5]. Vemurafenib (PLX-4032) was approved by the FDA in 2011 for the treatment of metastatic malignant melanoma by specifically targeting the BRAF^V600E^ mutation [6,7]. However, the overall duration of response to Vemurafenib is relatively limited, lasting only about 6 months [6,7]. This highlights the urgent need for novel therapies in the treatment of melanoma.

Although an activating mutation in the BRAF protein is often present, the malignant transformation from benign nevus to deadly melanoma requires dysregulation in other classic molecular pathways, such as the RB1/CDKN2A cell cycle pathway, the MDM2/TP53 apoptosis pathway, and the PI3K-AKT cell survival pathway [4]. Interestingly, PTEN deletions and mutations were found to be more frequent when accompanied by BRAF mutations, suggesting cooperation between BRAF and PTEN in tumorigenesis [4]. Furthermore, this correlation was also observed with the progression of melanoma metastasis [4,8]. Metastatic melanoma has a poor 5-year overall survival rate, making it highly lethal [2]. Metabolic adaptation is a prerequisite for the successful metastasis of cancer cells to lymph nodes and other distant organs [9]. Several recent publications have shown that invasive melanoma cells preferentially rely on glycolysis for energy supply. In addition, the high frequency of metastasis in melanoma has been linked to lower intracellular levels of reactive oxygen species (ROS), increased capacity to counteract oxidative stress, and suppression of mitochondrial energetic metabolism [10–12].

Polo-like kinase 1 (PLK1) is a well-known regulator of the cell cycle and participates in multiple mitotic processes, thus gaining considerable interest as a novel target in cancer treatment [13]. Numerous publications reveal PLK1’s role in promoting cancer development, progression, and resistance to chemotherapy agents, such as doxorubicin, gemcitabine, and taxol, in multiple types of cancers [14]. Importantly, PLK1 is known to activate the PI3K/PTEN and the CRAF/MEK signaling pathways, which subsequently lead to aerobic glycolysis and epithelial-mesenchymal transition (EMT) [15,16]. As a result, numerous studies have demonstrated the potential of PLK1 as a potent target for cancer treatment, and clinical trials are currently underway to validate the efficacy and safety profiles of PLK1 inhibitors [14]. Volasertib (BI6727) is among the most promising inhibitors, being a highly potent ATP-competitive inhibitor of PLK1 [17]. Studies have validated its efficacy in impeding cell proliferation, inducing cell cycle arrest, and promoting cell death [18,19]. Additionally, it has been reported that PLK1 inhibitor could synergize with MEK inhibitor in NRAS mutant melanoma [20]. Despite the aforementioned progress, whether PLK1 drives melanoma progression requires further investigation in vitro and in vivo. Herein, we investigated the role of PLK1 in melanoma progression using the genetically engineered mouse (GEM) model *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Tyr::CreER*^*T2*^ [21,22]. In this study, we found that PLK1 regulates melanoma’s metabolic reprogramming, metastasis, and drug resistance by stabilizing BTB domain and CNC homolog 1 (BACH1). Notably, our results demonstrate that combining Volasertib, a highly potent ATP-competitive inhibitor of PLK1, with the current standard of care drug, Vemurafenib, robustly enhances its efficacy. This finding highlights PLK1 as an effective alternative to overcome drug resistance and treat melanoma patients. Overall, the present study highlights the critical role of PLK1 in melanoma progression and demonstrates the potential of PLK1 inhibitors, such as Volasertib, as a promising treatment option for patients with melanoma.

## Results

### PLK1 overexpression promotes melanoma development and progression

To investigate the role of PLK1 in melanoma, we first examined its clinical relevance using The Cancer Genome Atlas (TCGA) database. We found that compared to normal skin, the expression of *PLK1* was significantly increased in both non-sun-exposed and sun-exposed melanoma (Fig 1A). Besides, a robust elevation of *PLK1* expression was observed in primary melanoma tissues, in comparison to the benign melanocytic nevus (Fig 1B). Notably, patients with high *PLK1* mRNA levels exhibited a significant reduction in disease-free and overall survival when compared to those with low *PLK1* expression (Fig 1C). Since BRAF is the most abundant driver mutation in melanoma [3], we also analyzed the *PLK1* expression in patients with melanoma harboring BRAF mutations. Consistent with previous studies [23], our results demonstrated that higher PLK1 expression was associated with worse survival outcomes in these patients (Fig 1C). *PLK1* expression level did not differ significantly between patients harboring wild-type or mutant BRAF, and patients with high *PLK1* expression showed a markedly increased overall *PLK1* level (S1A and S1B Fig). Taken together, our findings pointed out that PLK1 may contribute to melanoma progression and be correlated with poorer patient survival.

**Fig 1:**
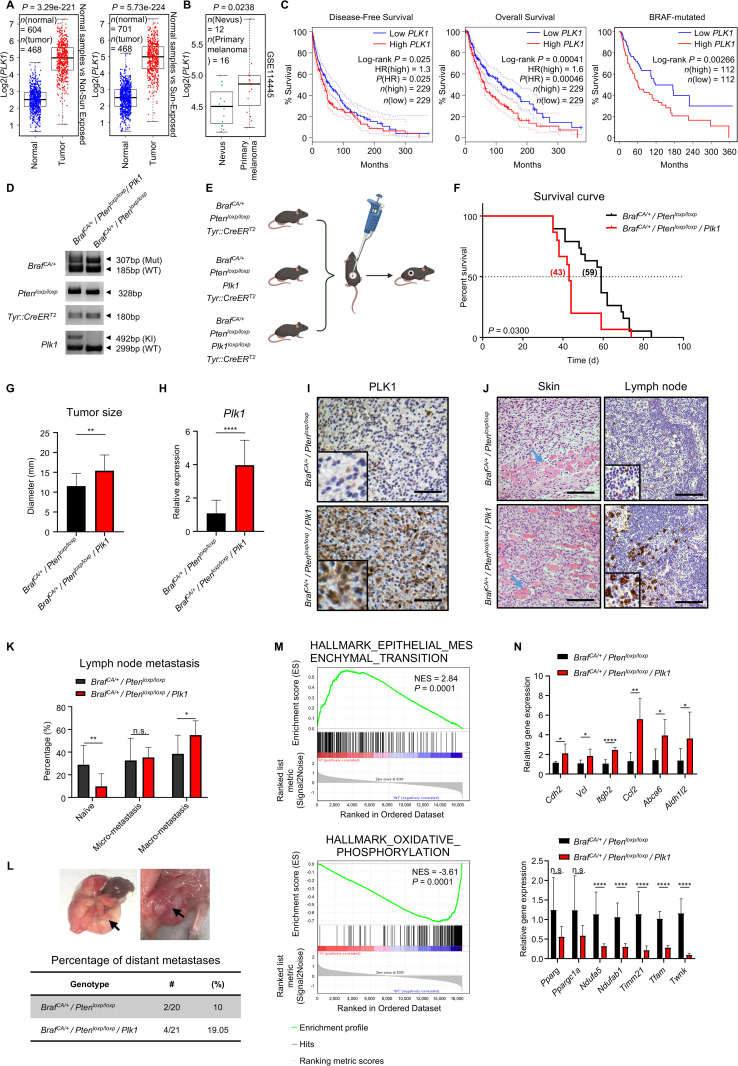
Polo-like kinase 1 (PLK1) is involved in melanoma progression. **(A)** *PLK1* expression in melanoma tumors compared to the normal tissues from The Cancer Genome Atlas database. Left, non-sun-exposed melanoma. Right, sun-exposed melanoma. *P* value by unpaired Student *t* test. **(B)** *PLK1* expression in primary melanoma tumors vs. nevus in dataset GSE114445. *P* value by unpaired Student *t* test. **(C)** Expression of *PLK1* negatively correlates to human melanoma patient survival. Left, disease-free survival. Middle, overall survival. Right, patients harboring BRAF mutations. The number (*n*) of patients in each group is indicated in the graph respectively. The patients were dichotomized into low and high groups based on the median expression level of *PLK1*. Log-rank (Mantel–Cox) test. HR, hazard rate ratio. **(D)** A representative image of indicated mouse genotypes confirmed by PCR analysis. **(E)** Schematic showing the localized induction of melanoma in the *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ mouse model. 4-OHT, 4-Hydroxytamoxifen. The figure was generated with BioRender.com. **(F)** Survival curve of *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1* mice vs. *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ mice. *n* = 15 and 19, respectively. The mice were euthanized when the average diameter of tumors reached 15 mm. Log-rank (Mantel–Cox) test. **(G)** Tumor diameter after 40 d of localized induction. Mean ± SD. * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* tes*t*. *n* = 20 and 13, respectively. (**H**) mRNA level of *Plk1* in melanoma tumors of the indicated genotypes. Mean ± SD. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001 by unpaired Student *t* test. *n* = 5 biological replicates. **(I)** Representative IHC staining for PLK1 in the locally induced melanoma tumors. Scale bar, 150 μm. **(J)** H&E staining of tissues collected from mice with indicated genotypes. Left, melanoma tissues. The blue arrow points to the muscle layer. Right, tumor-draining lymph nodes. Black dots are metastasized melanoma cells expressing melanin. Scale bar, 150 μm. **(K)** Quantification of metastasis to lymph nodes in *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ and *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1* mice. The mice were euthanized when the average diameter of tumors reached 15 mm. Mean ± SD. * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. *n* = 13 and 12, respectively, for *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ and *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^*/ Plk1* mice. **(L)** Representative images and quan*t*ification of distant metastasis found in indicated mice. **(M)** GSEA correlation of EPITHELIAL_MESENCHYMAL_TRANSITION (Top) and OXIDATIVE_PHOSPHORYLATION (Bottom) with alternatively expressed genes in tumors of *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1* vs. *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^. Normalized enrichment scores and nominal *P* values are shown. **(N)** The mRNA expression level of indicated genes in the mouse melanoma tumors. Mean ± SD. *n* = 5 biological replicates. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001 by unpaired Student *t* test. The data underlying the graphs shown in the figure can be found in S1 Data.

The conditional expression of BRAF^V600E^ mutation, along with *Pten* silencing in melanocytes, could robustly elicit melanoma progression with high penetrance, short latency, and apparent metastasis in mice, which makes it a valuable model system to study melanoma development [21,22]. To investigate the role of PLK1, we utilized the *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Tyr::CreER*^*T2*^ GEM model in vivo and incorporated either *Plk1* [24] or *Plk1*^*loxp/loxp*^ transgenes [25], to modulate the expression level of *Plk1*. Upon successful validation of the mice genotypes (Fig 1D), 4-Hydroxy-Tamoxifen (4-OHT) was then applied to the skin to introduce the expression of the transgenes, resulting in the formation of localized melanoma tumors (Fig 1E). To investigate the impact of *Plk1* on mouse melanoma development, we monitored the tumor growth for both long-term overall survival and at fixed time points. Consistent with our observations in human patients, *Plk1* overexpression significantly shortened survival, reducing the median survival from 59 d to 43 d compared to *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ mice (Fig 1F). Conversely, *Plk1* depletion markedly delayed tumor formation and progression. Although *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1*^*loxp/loxp*^ mice eventually developed melanoma, their median survival was prolonged to 106.5 d with a much slower proliferative rate (S1C Fig). However, Plk1 protein was still detectable in tumors derived from *Plk1*-depleted mice (S1C Fig), suggesting the incomplete *Plk1* depletion due to leaky Cre recombinase activity may have contributed to sustained tumor growth. Intriguingly, depletion of one-allele *Plk1* showed no impact on overall survival (S1C Fig). Consistently, the average diameter of the induced tumors was much vaster upon *Plk1* overexpression post 40 days of induction (Fig 1G). Hereafter, we validated *Plk1* overexpression in mouse tumors at mRNA and protein levels (Figs 1H, 1I, and S1I). The *Plk1* mRNA expression level was markedly increased, approximately 4-fold, in *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1* mice. This increase was comparable to the observed elevation of *PLK1* in the melanoma patients with low and high PLK1 expression (S1B Fig). Of note, ample evidence indicates that elevated *Plk1* expression promotes metastasis in mouse melanoma, characterized by the migration of numerous cells through muscular tissue and the increased presence of pigmented metastatic sites in the draining lymph nodes (Figs 1J and S1D). In addition, the frequency of lymph nodes carrying macro-metastasis increased in *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1* mice compared to *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ mice (Figs 1K and S1E), while the incidence of distant metastasis was raised but did not reach statistical significance (Fig 1L).

To further explore the underlying role of *Plk1* in melanoma development, we performed RNA sequencing (RNA-seq) on mouse melanoma tumors. 

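RNA was sequenced from 6 tumors of Braf CA/+ / Pten loxp/loxp mice (control tumors) and 5 tumors of Braf CA/+ / Pten loxp/loxp / Plk1 mice (Plk1 tumors), each from a different mouse. Plk1, a serine/threonine kinase of mitosis (ENSMUSG00000030867, chromosome 7 of mm10, 122159439 to 122169873), was at 41.6 ± 12.5 CPM, counts normalized to library size (SD, n = 6) in control tumors and at 103 ± 55.1 CPM (SD, n = 5) in Plk1 tumors. Every Plk1 tumor lay above every control tumor (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 tumors against 5 allow). The control tumors ranged from 26.8 to 57.1 CPM. In the Plk1 tumors the level was 199 CPM in KI_0001, 80.4 in KI_0006, 84.7 in KI_4975, 90.1 in KI_4976 and 60.1 in KI_4980. The log2 fold change of Plk1 was 1.31 (standard error 0.32, adjusted p = 0.236 from edgeR's quasi-likelihood test, adjusted p = 0.0193 from DESeq2). The tumors' names carry numbers of 2 series, 00xx and 49xx, called tag series here, whose meaning the labels do not give. The series 00xx holds only WT_0002, WT_0007, KI_0001 and KI_0006, so each difference within it rests on few tumors. Within the series 00xx the difference in Plk1 was 1.76, and within the series 49xx 0.90.
The tumors held very different amounts of skin and muscle RNA. Krt14, a keratin of basal keratinocytes, ranged from 3.81 to 12159 CPM over the 11 tumors, and Acta1, the actin of skeletal muscle, from 0.455 to 20558 CPM. Mlana, a melanocyte gene, ranged from 0.429 to 239 CPM. Across the 1000 most variable genes the first principal component held 70.3% of the variance and did not separate the groups (exact permutation test, two-sided, p = 0.515). Pearson's r between tumors was 0.651 to 0.973 within groups and 0.715 to 0.949 between them. The median log2 fold change was -1.68 over 23 skeletal muscle markers (adjusted p = 0.012 from limma's camera, adjusted p = 0.63 with an estimated correlation). With single tumors left out it was -2.88 (without KI_0001) to -1.16 (without WT_0002), and 5 of 11 fits lost the call. The mean centred log2 CPM of these markers per tumor hardly differed between the groups, by -0.20 (exact permutation test, two-sided, p = 0.950). That difference was -2.14 in the series 00xx and 0.59 in the series 49xx. The mean of the control tumors was held down by WT_4949 (-3.81) and WT_4958 (-7.15). The other control tumors lay at 2.46 to 3.79, above every Plk1 tumor (-2.95 to 2.26). The median was 0.38 over 22 keratinocyte and hair follicle markers (adjusted p = 0.0279 from camera, adjusted p = 0.642 with an estimated correlation). This call was lost in 5 of 11 such fits, with a median of 0.89 without WT_4958 and of -0.17 without KI_4980. No marker of either list passed an unadjusted p under 0.05.
The authors' file holds read counts for 54532 genes, 1 column per tumor, not normalized. The columns sum to 17014948 to 20901190 counts in control tumors (median 19300447) and 17161763 to 22265632 in Plk1 tumors (median 20337586). After a filter on low counts, 16819 genes were tested with edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, edgeR called 0 genes higher and 0 lower in Plk1 tumors, with 980 higher and 1381 lower at an unadjusted p under 0.05. Without KI_4975, 638 were higher, and without KI_4976, 871 were lower. DESeq2, the test the paper names, called 131 higher and 174 lower at an adjusted p under 0.05, of which 83 higher and 41 lower changed at least 2-fold. Gene lists were compared with all other genes by camera at a preset correlation of 0.01 between genes.

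**Figure D1:**
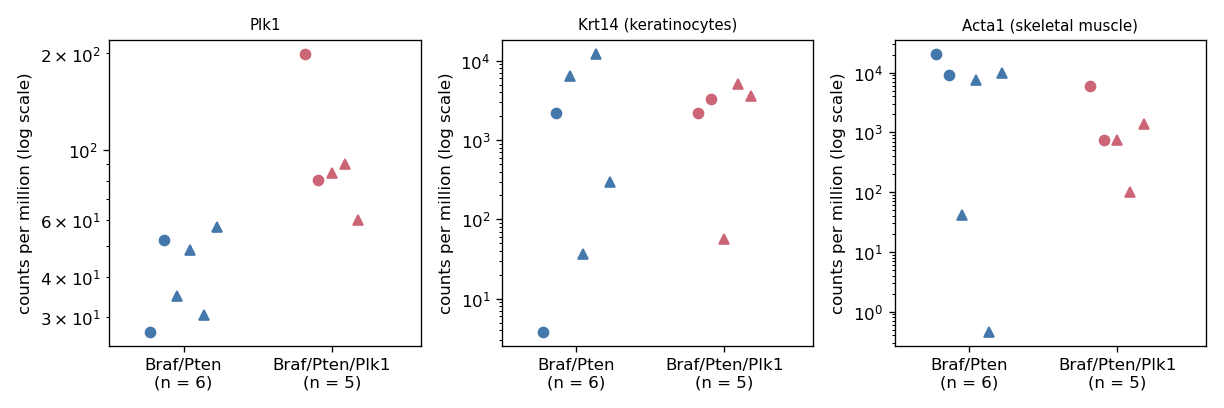
CPM (log axis) of Plk1, Krt14 and Acta1 in each tumor, with 6 control tumors in blue and 5 Plk1 tumors in red. Circles are tumors of the tag series 00xx, triangles those of the series 49xx. Plk1 lies between 26.8 and 57.1 CPM in control tumors and between 60.1 and 199 CPM in Plk1 tumors, while Krt14 and Acta1 spread over several orders of magnitude within each group.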

We then queried the RNA-seq results for “Hallmark” gene signatures from MSigDB [26] to identify the major pathways affected by high expression of *Plk1*. 

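Most genes of epithelial-mesenchymal transition had a higher estimate in Plk1 tumors. Of 144 such genes listed before the data were examined, 125 had a log2 fold change above 0, with a median of 0.56. Serpine1, an inhibitor of plasminogen activators, went from 16.1 ± 7.80 CPM (SD, n = 6) to 62.1 ± 24.2 CPM (SD, n = 5), with control tumor WT_4958 apart from the others at 3.12 CPM. Its log2 fold change was 1.95 (standard error 0.45, adjusted p = 0.236 from edgeR, adjusted p = 0.00995 from DESeq2). Timp3, an inhibitor of metalloproteinases, had a log2 fold change of 1.85 and Tnfrsf11b, a decoy receptor of RANKL, one of 1.35 (both chosen after their values were seen). By edgeR 0 of the 144 genes passed an adjusted p under 0.05, and 0 when adjusted over the list alone. At an unadjusted p under 0.05, 23 were higher and 3 lower, and DESeq2 called 4 higher. The list as a whole was higher (adjusted p = 9.74e-12 from camera, adjusted p = 0.258 with an estimated correlation). The mean score of the list differed between the groups by 0.09 in the tag series 00xx and by 1.09 in the series 49xx. An exact permutation test of this score gave p = 0.0346, or 0.0915 when adjusted over 37 lists. Fibroblast markers, 11 of which are in the transition list, moved the same way, with a median of 0.63 over 20 markers (adjusted p = 0.00103 from camera, adjusted p = 0.46 with an estimated correlation) and score differences of -0.25 and 1.46 in the respective tag series. Without KI_4975 the median of these markers was 0.27.
The KRAS_SIGNALING_UP list of S1 Data names 198 genes, of which 176 were tested. Its median log2 fold change was 0.35, with 135 genes above 0 and 41 below. The list was higher in Plk1 tumors (adjusted p = 1.31e-08 from camera, adjusted p = 0.0657 with an estimated correlation). Macrophage and monocyte markers, 0 of which are in the list, had higher estimates too, with a median of 1.01 over 19 markers, all above 0 (adjusted p = 4.75e-08 from limma's camera, adjusted p = 0.319 with an estimated correlation). The median was 0.60 without KI_4975, and the score difference was 0.01 in the series 00xx and 1.74 in the series 49xx. Dendritic cell markers were higher as well, with a median of 0.79 (adjusted p = 9.41e-08, adjusted p = 0.0838 with an estimated correlation), as were T and NK cell markers, with one of 0.68 (adjusted p = 0.000142, adjusted p = 0.37 with an estimated correlation). Ikzf1, a transcription factor of lymphoid cells and a member of this list, was at 5.25 ± 0.813 CPM (SD, n = 6) in control tumors and at 11.6 ± 1.30 CPM (SD, n = 5) in Plk1 tumors, a log2 fold change of 1.14 (standard error 0.20, adjusted p = 3.36e-06 from DESeq2). Another member, Itgb2, the beta chain of leukocyte integrins, had a log2 fold change of 1.15 (standard error 0.31, adjusted p = 0.0432 from DESeq2). No gene of the list passed edgeR's adjusted p over all genes, and 2 were higher when adjusted over the list alone. At an unadjusted p under 0.05, 33 were higher and 4 lower, and DESeq2 called 6 higher. The score of every Plk1 tumor lay above that of every control tumor (exact permutation test, p = 0.00433, adjusted p = 0.0267 over 37 lists). The difference was 0.39 in the series 00xx and 0.65 in the series 49xx. The normalized enrichment score from the ranking by signal-to-noise was 2.61.

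**Figure D2:**
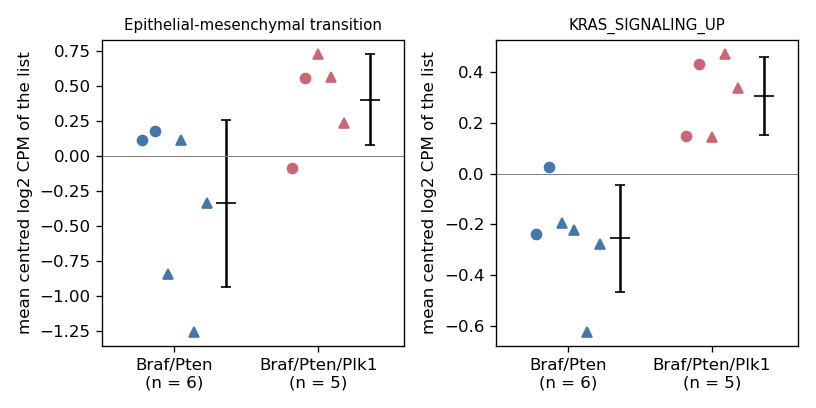
Mean centred log2 CPM of the epithelial-mesenchymal transition list and of KRAS_SIGNALING_UP in each of 6 control tumors (blue) and 5 Plk1 tumors (red), with group means and SD in black. Circles and triangles are the tag series 00xx and 49xx. The transition scores of the groups overlap, and the KRAS_SIGNALING_UP scores do not.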

Based on the gene set enrichment analysis (GSEA), we identified that the EPITHELIAL_MESENCHYMAL_TRANSITION and KRAS_SIGNALING_UP pathways were highly enriched in the *Plk1* overexpressed tumors (Figs 1M, S1F, and S1G). These findings were consistent with the increased metastasis we observed in the mice. 

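Nuclear genes for the subunits of the respiratory chain and ATP synthase were lower in Plk1 tumors. All 78 listed subunits had a log2 fold change below 0, with a median of -0.73 and a range of -1.61 to -0.18. Atp5h, a subunit of ATP synthase (chosen after its values were seen), was at 320 ± 36.0 CPM (SD, n = 6) in control tumors and at 187 ± 31.5 CPM (SD, n = 5) in Plk1 tumors, a log2 fold change of -0.77 (standard error 0.15, adjusted p = 0.236 from edgeR, adjusted p = 0.00262 from DESeq2). Over all genes edgeR called 0 of the 78 at an adjusted p under 0.05. When adjusted over the list alone, 64 fell and 0 rose, 65 were lower at an unadjusted p under 0.05, and DESeq2 called 19 lower. The list was lower than other genes (adjusted p = 4.09e-40 from camera, adjusted p = 0.132 with an estimated correlation). Its mean score was 0.31 ± 0.37 (SD, n = 6) in control tumors and -0.37 ± 0.23 (SD, n = 5) in Plk1 tumors (exact permutation test, two-sided, p = 0.0108, adjusted p = 0.04 over 37 lists). The difference was -0.83 in the tag series 00xx and -0.63 in the series 49xx. The skeletal muscle markers had a lower median as well, -1.68 (-1.16 without WT_0002). Their mean score differed between the groups by -0.20 (exact permutation test, two-sided, p = 0.950), with -2.14 in the series 00xx and 0.59 in the series 49xx. This small difference rests on low scores in WT_4949 (-3.81) and WT_4958 (-7.15). Control tumors WT_0002, WT_0007, WT_4957 and WT_4971 scored 2.46 to 3.79, above every Plk1 tumor (-2.95 to 2.26). They also had the highest subunit scores (0.33 to 0.68), so the small mean difference does not exclude a part of muscle in the fall. The 13 protein genes of the mitochondrial genome had a median of -0.44 (adjusted p = 0.0279 from camera, adjusted p = 0.617 with an estimated correlation), with score differences of 0.35 in the series 00xx and -1.01 in the series 49xx. Their median was -1.10 without KI_0001 and -0.16 without WT_4958, and 5 of 11 fits with single tumors left out lost the call.
Shorter genes tended to be lower. Across the 16819 genes Spearman's correlation of log2 fold change with gene length was 0.220, with a median of -0.32 for genes up to 500 bases and of 0.17 for those over 8000. Random lists matched to the subunits on length and expression had medians of -0.35 to -0.14, and with the length trend removed the median of the subunits was -0.56.
Of 48 genes of REACTIVE_OXYGEN_SPECIES in S1 Data, 47 were tested, and 32 had a log2 fold change below 0 and 15 above. The median was -0.13 (adjusted p = 0.042 from camera, adjusted p = 0.399 with an estimated correlation), and the normalized enrichment score was -1.52. With single tumors left out the first call was kept only without WT_4949 or KI_0001 (-0.23 without KI_0001), and that of the enrichment score was lost in 7 of 11 fits. By edgeR 0 genes of the list passed an adjusted p under 0.05, over all genes or over the list alone, with 8 lower and 3 higher at an unadjusted p under 0.05. DESeq2 called 1 gene higher, Ipcef1, and 0 lower. The mean scores of the groups differed by -0.06 in either tag series (exact permutation test over all tumors, p = 0.448). Ndufs2, Ndufb4 and Ndufa6, which the list shares with the respiratory chain subunits, had log2 fold changes of -0.72, -0.86 and -0.64 (chosen after their values were seen). Sod2, the mitochondrial superoxide dismutase, had a log2 fold change of -0.42 (standard error 0.19, adjusted p = 0.351 from edgeR), Gpx4, a peroxidase of lipid peroxides, one of -0.63 (standard error 0.26, adjusted p = 0.323), and Cat, catalase, one of 0.00 (standard error 0.24, -0.21 without KI_0001 and 0.15 without WT_4958). A further list of 27 antioxidant defense genes, 19 of which are in REACTIVE_OXYGEN_SPECIES, had a median of -0.13 (adjusted p = 0.143 from limma's camera), or of -0.20 without KI_4980 and -0.063 without WT_4949. Nox1 had 0 to 21 counts per tumor and was not tested, and 10 other NADPH oxidase subunits had a median of 0.48 (adjusted p = 0.012 from camera, adjusted p = 0.258 with an estimated correlation). Without KI_4975 the median of these subunits was 0.31.

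**Figure D3:**
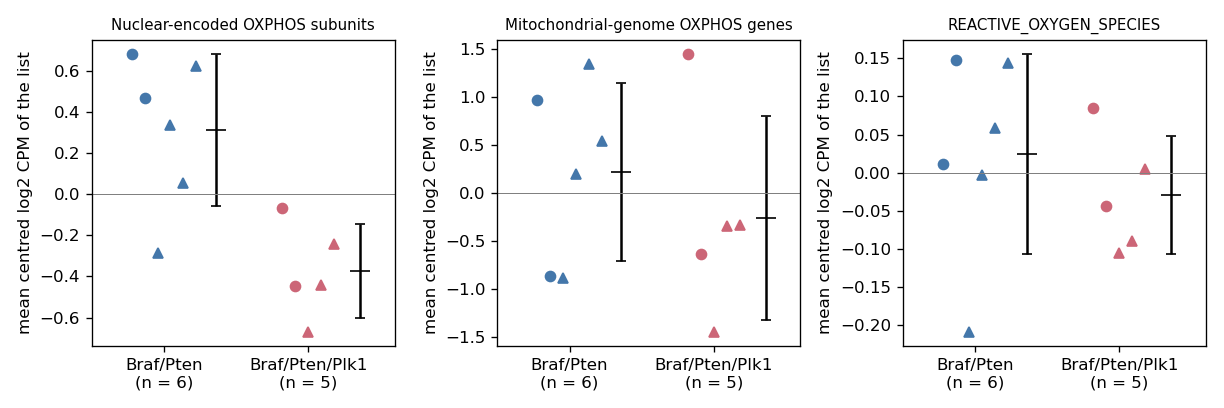
Mean centred log2 CPM of the nuclear-encoded subunits, of the protein genes of the mitochondrial genome and of REACTIVE_OXYGEN_SPECIES in each of 6 control tumors (blue) and 5 Plk1 tumors (red), with group means and SD in black. Circles and triangles are the tag series 00xx and 49xx. The nuclear-encoded subunits average 0.31 in control tumors and -0.37 in Plk1 tumors, and the other lists overlap widely.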

Interestingly, OXIDATIVE_PHOSPHORYLATION and OXYGEN_SPECIES_PATHWAY were dramatically repressed among all the cancer hallmark signatures. Similarly, the KEGG pathway enrichment analysis also indicated that oxidative phosphorylation (OXPHOS) was the most altered pathway upon *Plk1* overexpression (S1H Fig). 

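Among 37 gene lists tested for over-representation among the 305 genes that DESeq2 called, the nuclear-encoded subunits ranked 1 by p, with 19 of 78 members called, all lower (Fisher's exact test, odds ratio 18.5, adjusted p = 4.39e-15). Mitochondrial ribosomal proteins ranked 2, with 11 of 74 called (Fisher's exact test, odds ratio 9.77, adjusted p = 1.63e-06). Fisher's test takes genes as independent, and with an estimated correlation between genes neither list passed camera (adjusted p = 0.132 and 0.0991). By odds ratio mitochondrial protein import, at 11.0, stood above the ribosomal proteins. The 17 oxidative phosphorylation genes that the paper's KEGG table lists were chosen on these samples and are not independent evidence. They had log2 fold changes from -1.36 to -0.64, and DESeq2 called all 17 lower. Atp5k, a small subunit of ATP synthase, had the lowest, -1.36 (standard error 0.33).
Other genes of mitochondrial protein supply were also lower. All 74 mitochondrial ribosomal proteins had a log2 fold change below 0, with a median of -0.48 (adjusted p = 1.36e-25 from camera, adjusted p = 0.0991 with an estimated correlation), and 41 fell when adjusted over the list alone. The medians were -0.31 for 24 genes of mitochondrial protein import (adjusted p = 1.59e-07, adjusted p = 0.113 with an estimated correlation) and -0.29 for 21 genes of mitochondrial DNA maintenance and biogenesis (adjusted p = 4.64e-05, adjusted p = 0.113 with an estimated correlation). The 21 genes of the tricarboxylic acid cycle had a median of -0.52 (adjusted p = 2.04e-07, adjusted p = 0.335 with an estimated correlation), or of -0.33 without WT_0002. The 82 cytosolic ribosomal proteins had one of -0.49 (adjusted p = 2.19e-17, adjusted p = 0.291 with an estimated correlation). Adjusted over the list alone, 7 import genes, 5 maintenance genes, 0 genes of the cycle and 0 cytosolic ribosomal proteins fell. Shorter genes tended to be lower, and with the length trend removed the medians were -0.36 for mitochondrial and -0.31 for cytosolic ribosomal proteins. From the enrichment of KEGG pathways, the paper proposes that oxidative phosphorylation was altered more than any other pathway.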

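In the RNA-seq counts, 6 genes of cell adhesion, chemotaxis, transport and folate metabolism had higher estimates in Plk1 tumors. Vcl, which links actin to cell adhesions, went from 13.8 ± 9.13 CPM (SD, n = 6) to 48.5 ± 11.8 CPM (SD, n = 5), a log2 fold change of 1.82 (standard error 0.43, adjusted p = 0.0141 from DESeq2). Its difference was 0.55 in the tag series 00xx and 2.81 in the series 49xx, and Plk1 tumor KI_0001 stood apart at 28.6 CPM. Aldh1l2, a mitochondrial enzyme of folate metabolism, had a log2 fold change of 2.20 (standard error 0.42, adjusted p = 0.00104 from DESeq2). Ccl2, a monocyte chemokine, had one of 1.11 (standard error 0.25, adjusted p = 0.00704 from DESeq2) and Abca6, an ABC transporter, one of 2.13 (standard error 0.65, adjusted p = 0.0426 from DESeq2). Cdh2, which encodes N-cadherin, had a log2 fold change of 1.08 (standard error 0.47) and passed neither test (adjusted p = 0.338 from edgeR, adjusted p = 0.237 from DESeq2), with differences of 0.20 and 1.82 in the respective series. Of 7 genes of mitochondria and their regulation, Ndufa5, Ndufab1 and Twnk were lower by DESeq2. Ndufab1, a subunit of complex I, fell from 107 ± 23.3 CPM (SD, n = 6) to 58.3 ± 7.52 CPM (SD, n = 5), with log2 fold changes of -0.88 for this gene, -1.15 for Ndufa5 and -0.84 for Twnk, the mitochondrial DNA helicase. Tfam, a factor of mitochondrial DNA transcription, had one of -0.27 (standard error 0.11, adjusted p = 0.254 from DESeq2) and Timm21, of the inner membrane translocase, one of -0.21 (standard error 0.19, adjusted p = 0.713 from DESeq2), or of -0.11 without WT_0002. The difference in Timm21 was -0.50 in the series 00xx and -0.0057 in the series 49xx. Pparg and Ppargc1a, regulators of lipid metabolism and mitochondrial biogenesis, had log2 fold changes of -0.48 and -0.62 and did not pass (adjusted p = 0.776 and 0.673 from DESeq2). Without control tumor WT_4958 the value of Pparg was 0.46, and without WT_0002 that of Ppargc1a was 0.01. By edgeR 0 of these 13 genes passed an adjusted p under 0.05, with 6 higher and 4 lower at an unadjusted p under 0.05, and DESeq2 called 5 higher and 3 lower. The paper describes these genes as top-regulated on these samples, so their direction here is not independent evidence.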

To validate the results of RNA-seq, the mRNA level of the top-regulated genes was assessed by quantitative real-time PCR (qRT-PCR) (Fig 1N). In agreement, the metastatic-related *Cdh2* and *Vcl* were significantly upregulated, while the expression of mitochondrial-related genes was deeply repressed in the tumors of *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1*. Immunoblot analysis showed varied expression of Vimentin among different tumors, while the key metastatic marker N-Cadherin were upregulated with overexpressed *Plk1* (S1I Fig). Besides, reduced expression of mitochondrial-related proteins had been observed, consistent with mRNA levels. Additionally, the antioxidant proteins, SOD2, Catalases, and NADPH Oxidase NOX1 exhibited a decreased trend in the *Plk1* overexpressed tumors, indicating the tumors may maintain a lower ROS status. Overall, these findings suggested that high expression of *Plk1* contributes to the melanoma growth, metabolic adaptation, and metabolism.

### PLK1 overexpression contributes to melanoma metastasis

To validate the function of PLK1 and understand its underlying mechanisms, we isolated and established 3 pairs of mouse melanoma stable cell lines from our GEM tumors. These cell lines were named mMC (for mouse melanoma cells) and mMPI (for mouse melanoma with Plk1 knock-in), respectively, derived from *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ to *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1* (Fig 2A). mMPI cells exhibited a marked increase in PLK1 expression compared to mMC cells, along with discernible differences in cell morphology and size (S2A and S2B Fig). mMPI cells showed an upregulation in migrative and invasive abilities, as well as the capacity to form colonies with low cell density, in comparison to mMC cells (Figs 2B and S2C). Similarly, the increased metastatic ability could be observed in the human melanoma cell line A375 and SK-MEL-28 with overexpressed PLK1 (Fig 2C and 2D). In addition, tumorspheres derived from mMPI cells grown in 3D Matrigel exhibited a significantly larger invasive area and more frequent stellate shape, indicating a faster growth rate and increased invasive capability compared to mMC cells [27] (Figs 2E and S2D). Meanwhile, the silencing of PLK1 in mouse melanoma cells attenuated the expression of the metastatic marker N-Cadherin (S2E Fig). To further validate the in vivo behavior of the PLK1-overexpressing cells, one of the representative mMC and mMPI cells was subjected to the mouse experiments. Consistent with our in vitro findings, increased PLK1 expression could enhance metastatic capability of mouse and human melanoma cells in vivo, leading to increased metastatic loci in lung tissues after intravenous inoculation (Figs 2F, S2F, and S2G).

**Fig 2:**
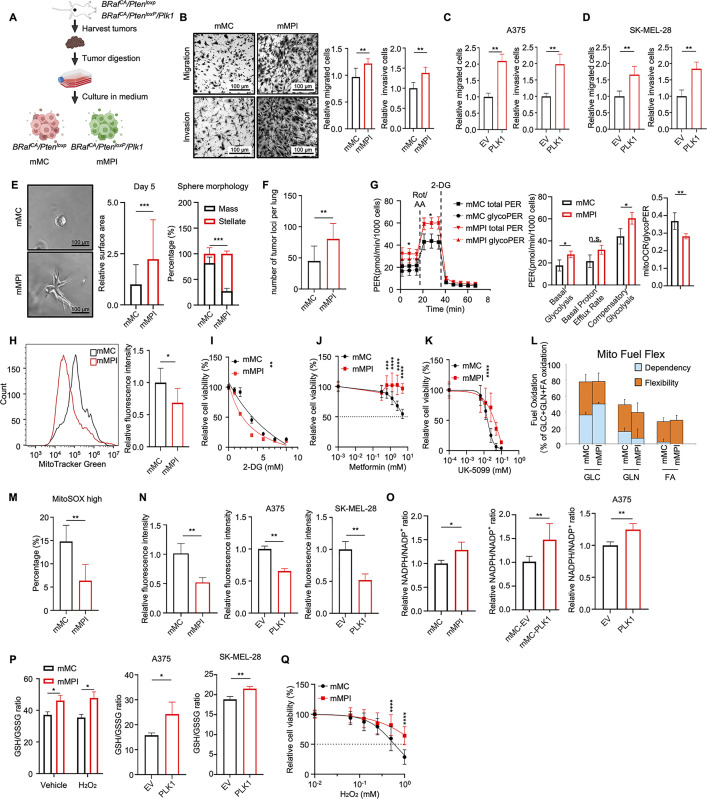
Overexpressed Polo-like kinase 1 (PLK1) promotes metastasis and metabolic reprogramming in melanoma. **(A)** Schematic showing the generation of stable mouse melanoma cells from *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ to *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1* mice, as mouse melanoma cells (mMC) and mouse melanoma with Plk1 knock-in (mMPI), respectively. The figure was generated with BioRender.com. **(B)** Transwell assay of mMC and mMPI cells. Left, representative images of migration assay (top) and invasion assay (bottom). Scale bar, 100 μm. *n* = 3 biological replicates. Right, quantification of transwell assay. Mean ± SD. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. **(C and D)** Quantification of A375 (C) and SK-MEL-28 (D) transwell assay. Left, migration assay. Right, invasion assay. Mean ± SD. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. **(E)** Sphere formation assay of mMC and mMPI cells in the 3D matrix for 5 days. Left, representative images of tumorsphere. Middle, relative surface area of tumorsphere. Right, quantification of sphere morphology. Scale bar, 100 μm. *n* = 3 biological replicates. Mean ± SD. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. **(F)** Quantification of lung metastatic loci in syngeneic mice 3 weeks after intravenous injection of mMC and mMPI cells (5 × 10^5^ cells per mouse). *n* = 6 mice per group. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. **(G)** Total PER and GlycoPER were measured in mMPI and mMC cells by glycolytic rate assay (GRA). Left, the curve of GRA. Middle, measurement of basal glycolysis, PER, and compensatory glycolysis. Right, the ratio of mitoOCR to glycoPER. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. Rot/AA, rotenone/antimycin A. 2-DG, 2-Deoxy-D-glucose. **(H)** Left, histogram showing the shift of MitoTracker Green signal in mMPI cells compared to mMC cells. Right, quantification of rela*t*ive MitoTracker intensity in mMC and mMPI cells. n.s., *P* > 0.05; * *P* < 0.05 by unpaired Student *t* test. *n* = 3 biological replicates. **(I–K)** Relative cell viability of mMC and mMPI cells under the different concentrations of 2-DG (I), Metformin (J), and UK-5099 (K). Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test or nonlinear regression. *n* = 3 biological replicates. **(L)** Mito Fuel Flex was measured by Seahorse assay. **(M)** Mitochondria-derived ROS was measured with MitoSOX by flow cytometry in mMC and mMPI cells. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. *n* = 3 biological replicates. **(N)** Cellular general ROS level was measured in mouse melanoma cells (Left), A375 (Middle), and SK-MEL-28 (Right) cells by CellRox. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* tes*t*. *n* = 3 biological replicates. **(O)** Measurement of cellular NADPH/NADP^+^ ratio. Right, mMC vs. mMPI cells. Middle, mMC-EV vs. mMC-PLK1 cells. Left, A375 EV vs. A375 PLK1. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. *n* = 3 biological replicates. **(P)** Ratio of GSH/GSSG was measured. Left, mMC and mMPI cells upon the treatmen*t* of vehicle or 100 µM H_2_O_2_ for 24 h. Middle, A375 EV vs. A375 PLK1. Right, SK-MEL-28 EV vs. SK-MEL-28 PLK1. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05 by unpaired Student *t* test. *n* = 3 biological replicates. **(Q)** Relative cell viability of mMC and mMPI cells under the treatment of H_2_O_2_ after 72 h. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. The data underlying the graphs shown in the figure can be found in S1 Data.

### PLK1 triggers metabolic reprogramming in melanoma cells

Since melanoma metastasis is tightly correlated with metabolic adaptation [11,12], we evaluated the metabolic status in mMC and mMPI cells. According to the seahorse analysis, mMPI cells exhibited increasingly higher basal and compensatory glycolysis compared to mMC cells (Fig 2G). Intriguingly, even though there was no difference in basal mitochondrial respiration rate between mMC and mMPI cells, the mitoOCR/glycoPER ratio was reduced in mMPI cells, indicating that mMPI cells were more dependent on glycolysis for the energy supply (Figs 2G, S2H). In parallel, we observed the increased glycolytic capacity and reduced ATP production from respiration when overexpressed PLK1 in human melanoma cell A375 and its derived Vemurafenib-resistant A375R cells (S2I and S2J Fig). Since the RNA-seq results indicated the repression of OXPHOS in PLK1 overexpressed tumors, we measured the mitochondria mass and observed a significant decrease in mitochondrial mass in mMPI cells, revealing the suppression of mitochondrial biogenesis and OXPHOS in cells with high levels of PLK1 (Fig 2H). To further assess the metabolic profile of mMPI cells, we investigated their response to glycolysis inhibitor, 2-DG. Our findings indicated that mMPI cells exhibit a higher dependency on glucose and increased sensitivity to glycolytic inhibition (Fig 2I). In agreement, mMPI cells were significantly more resistant to metformin and UK-5099, inhibitors of OXPHOS, when compared to mMC cells (Fig 2J and 2K). Additionally, the Mito Fuel Flex assay supported that mMPI cells were more dependent on the glucose as the energy supply compared to the mMC cells (Fig 2L).

A recent publication has demonstrated the suppressive role of oxidative stress in the development of distant metastasis in melanoma [11]. Since OXPHOS is a major source of cellular ROS [28], we aimed to evaluate if higher PLK1 expression could impact the cellular ROS level. As expected, the frequency of cells with high mitochondria-derived ROS was about three times greater in mMC cells compared to mMPI cells, which implies high PLK1 expression suppress oxidative stress (Figs 2M, S2K). Besides, both mouse and human melanoma cells exhibited a similar pattern of decreased cellular general oxidative stress with overexpressed PLK1 (Fig 2N). NADPH and glutathione, two well-known antioxidant molecules, play a critical role in modulating redox homeostasis and promoting cell survival [29]. Our results showed that melanoma cells with higher PLK1 expression contributed to increased ratio of NADPH/NADP^+^ and GSH/GSSG in mouse and human melanoma cells, suggesting the induction of antioxidant ability (Fig 2O and 2P). Furthermore, mMPI cells exhibited greater detoxification ability towards extracellular ROS and increased tolerance to ROS inducers PMA and Etoxomir, with limited alteration in their intracellular ROS levels compared to mMC cells (Figs 2Q and S2L–S2P). In summary, our findings demonstrate that high PLK1 expression promotes metabolic reprogramming, reduces intracellular ROS levels, and enhances the antioxidant ability of melanoma cells.

### PLK1 contributes to Vemurafenib resistance in melanoma

Due to the clinical significance of Vemurafenib, sensitivity to Vemurafenib treatment was evaluated in mMC and mMPI cells. As indicated in Fig 3A, PLK1 overexpression contributed to drug resistance in mouse melanoma cells. Besides, the spheroid invasion assay confirmed the enhanced invasive ability and blunted drug efficiency in the mMPI cells (Figs 3B and S3A). In contrast to mMC cells, treatment of Vemurafenib even stimulated the invasion of tumor spheroids of mMPI cells in the 3D environment. The PLK1 protein level was also upregulated in the human Vemurafenib-resistant A375R cells, compared to its parental sensitive A375 cells, accompanied by increased expression of metastatic marker N-Cadherin (Fig 3C). Once PLK1 was overexpressed, human melanoma cells exhibited an attenuated response to Vemurafenib treatment (Figs 3D, 3E, and S3B), along with the increased expression of metastatic markers N-Cadherin and Vimentin (Fig 3F and 3G). In line with our previous finding, PLK1 overexpression impacts the metabolic status of melanoma, leading to the suppression of mitochondrial biogenesis and OXPHOS in cells (Figs 3H, 3I, S3C, and S3D). Previous studies have reported the contribution of ROS in the Vemurafenib-induced cell death [30]. In the presence of anti-ROS agent N-Acetyl Cysteine, the drug response was attenuated in mouse melanoma cells, which indicates that lower intracellular ROS level could contribute to the drug resistance (S3E Fig). Notably, cells with high levels of PLK1 exhibited much lower levels of intracellular ROS under the treatment of Vemurafenib, which may contribute, at least in part, to reduced drug response as discussed (Figs 3J, S3F, and S3G). Furthermore, overexpressing PLK1 in mMC cells contributed to the Warburg effect and induced the metabolic switch, with an increase in glycolysis but a suppression in OXPHOS (Figs 3K, 3L, S3H, and S3I). Remarkably, both mitoOCR/glycoPER ratio and mitochondria-involved ATP production reduced after overexpressing PLK1 in mMC cells (Fig 3M and 3N), revealing that PLK1 prompted the reliance on glycolysis. Under the stress of Vemurafenib, glycolysis and respiration were both significantly suppressed in mMC cells. In contrast, this effect was comparatively less pronounced in the PLK1 overexpressed cells. Additionally, the glycolytic inhibitor 2-DG sensitized mMPI cells to vemurafenib (S3J Fig), suggesting that enhanced glycolysis may partially contribute to PLK1-induced treatment resistance. On the contrary, the knockdown of *PLK1* by shRNA sensitized the cells to treatments and improved the efficacy of Vemurafenib in both sensitive parental cell A375 and resistant daughter A375R cells (S3K–S3M Fig). To further confirm PLK1’s role in vivo, we compared tumor proliferation and sensitivity to Vemurafenib treatment in a subcutaneous allograft (Figs 3O–3Q and S3N). In contrast to mMC cells, PLK1 overexpressed mMPI cells showed promoted tumor growth, significantly shortened doubling time, and limited response to Vemurafenib. Notably, mMPI-derived tumors also exhibited an elevated expression of metastatic markers N-Cadherin and Vinculin, as well as an upregulation of glycolytic protein GAPDH (Fig 3Q). Furthermore, in comparison to mMC-EV, mMC-PLK1 cells gained the metastatic potential to form more tumor burden in the lung tissues (Fig 3R). Compared to the mMC-EV cells, overexpressing PLK1 also led to the reduced efficacy of Vemurafenib. To conclude, these data indicate that PLK1 boosts the metastatic potential and diminishes the effectiveness of treatment in both human and mouse melanomas.

**Fig 3:**
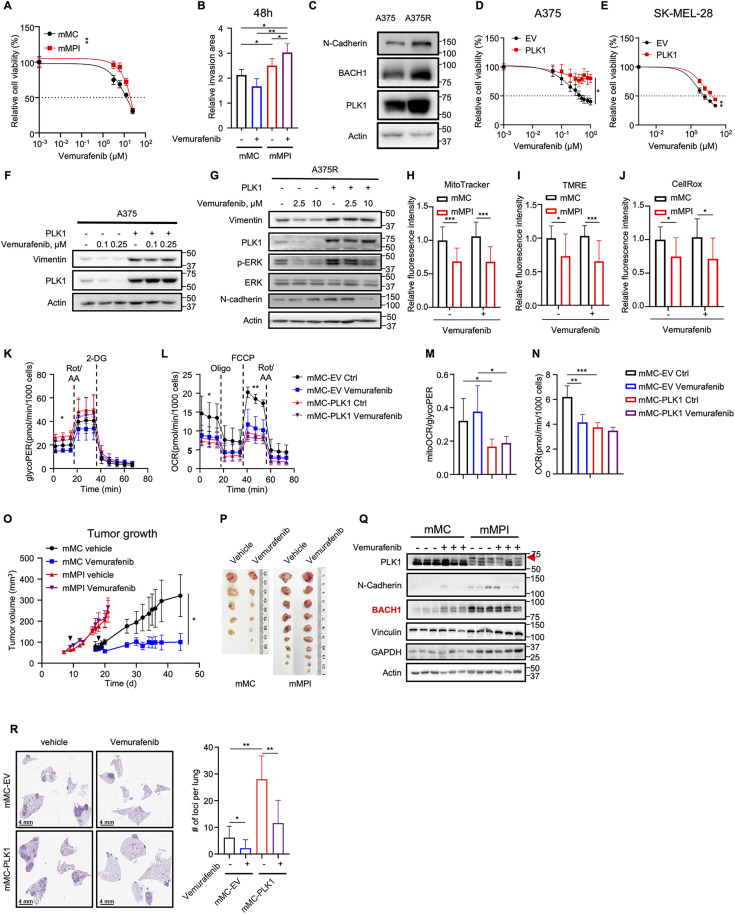
Polo-like kinase 1 (PLK1) induces Vemurafenib resistance in melanoma. **(A)** Relative cell viability under the treatment of Vemurafenib in mouse melanoma cells (mMC) and mouse melanoma with Plk1 knock-in (mMPI) cells. *n* = 3 biological replicates. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. **(B)** Quantification of spheroid invasion assay in mMC and mMPI cells under either vehicle or Vemurafenib treatment. *n* = 5 biological replicates. Mean ± SD. * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. **(C)** Immunoblot of PLK1 expression in human melanoma cell lines A375 and A375R. **(D and E)** Relative cell viability of human melanoma cells A375 (D) and SK-MEL-28 (E) under the treatment of different concentrations of Vemurafenib. *n* = 3 biological replicates. Mean ± SD. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0. 001 by nonlinear regression. **(F and G)** Immunoblots of A375 (F) and A375R (G) cells under the treatment of Vemurafenib. **(H–J)** Mitochondria mass (H), mitochondria membrane potential (I), and cellular general ROS (J) were measured using MitoTracker Green, TMRE, and CellRox by flow cytometry in mMC and mMPI cells, respectively, upon the treatment of either vehicle or Vemurafenib. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. **(K)** Measurement of glycoPER in mMC-EV and mMC-PLK1 cells under the treatment of either vehicle or Vemurafenib by GRA. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05 by unpaired Student *t* test. *n* = 3 biological replicates. **(L)** Measurement of OCR in mMC-EV and mMC-PLK1 cells by Mito Stress test. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. *n* = 3 biological replica*t*es. Oligo, oligomycin. FCCP, carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone. **(M)** The ratio of mitoOCR/glycoPER was measured in the GRA in **(K)**. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05 by unpaired Student *t* test. *n* = 3 biological replicates. **(N)** ATP production was measured in the Mito Stress test in (L). Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. **(O)** Tumor growth curve of subcutaneous implantation of mMC and mMPI cells to B6 mice (1 × 10^5^ cells per mouse), with the treatment of either vehicle or Vemurafenib (50 mg/kg body weight, oral gavage, once daily), respectively. *n* = 5, 7, 9, and 10, respectively. Mean ± SD. * *P* < 0.05 by unpaired Student *t* test. **(P)** Representative image of the freshly removed tumors at the end of the study. **(Q)** Immunoblot to analyze the indicated protein expression in the subcutaneous tumors of (O). Black arrow, PLK1 band. **(R)** Lung metastasis in syngeneic mice 3 weeks after intravenous injection (1 × 10^5^ cells per mouse). *n* = 7, 11, 8, and 12, respectively. Left, representative images of metastatic loci in the lung tissues. Right, quantification of tumor burden in lung tissues. Mean ± SD. * *P* < 0.05 by unpaired Student *t* test. Scale bar, 4 mm. The data underlying the graphs shown in the figure can be found in S1 Data.

### Knockdown of BACH1 eliminates the PLK1-induced phenotypes in melanoma

To identify the key molecule associated with PLK1 in melanoma, we initially examined transcription factors that are closely linked to OXPHOS. Interestingly, our search led us to BACH1, which not only regulates the electron transport chain (ETC) but also directly upregulates the transcription of genes involved in glycolysis and metastasis [31,32]. BACH1 is a member of the CNC-bZip family and can compete with NRF2 for binding to antioxidant response elements in response to changes in redox status [33,34]. Recent research has revealed that BACH1 plays a crucial role in shaping the metabolic and metastatic potential of cancer cells during cancer progression, irrespective of its antagonism with NRF2 [35]. Next, we analyzed the top-regulated genes from the RNA-seq results using Gene Cards and found that the promoter or enhancer regions of most of these genes had a binding element for BACH1 (S1 Table) [36,37], suggesting BACH1 as a potential mediator of the phenomenon that we observed. 

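The list of top-regulated genes in S1 Table holds 21 genes, 16 higher and 5 lower in Plk1 tumors, of which 18 are marked there as carrying a BACH1 element. They were chosen by the paper on these samples, so their direction here is not independent evidence. All 21 had the same sign in the edgeR fit and an unadjusted p under 0.05, the largest being 0.00309, and none passed edgeR's adjusted p of 0.05 (adjusted p = 0.236 for each). DESeq2 called all 21 at an adjusted p under 0.01 and at least 2-fold. Nalcn, a sodium leak channel, was at 0.494 ± 0.384 CPM (SD, n = 6) in control tumors and at 3.32 ± 2.29 CPM (SD, n = 5) in Plk1 tumors, a log2 fold change of 2.72 (standard error 0.68). Loxl4, a lysyl oxidase of the extracellular matrix, had a log2 fold change of 1.91 (standard error 0.43), Sema3d, a secreted guidance factor, one of 1.68 (standard error 0.32), and Itgbl1 one of 1.65 (standard error 0.27). Tnfsf18 and Slamf7, surface proteins of immune cells, had log2 fold changes of 2.19 and 1.83. Of the lower genes, Scx, a transcription factor of tendon cells, had a log2 fold change of -1.82 (standard error 0.42), Stmn1, a regulator of microtubules, one of -1.30 (standard error 0.24), and Pet100, an assembly factor of cytochrome oxidase, one of -1.18 (standard error 0.25).
Bach1 itself (ENSMUSG00000025612, chromosome 16 of mm10, 87698945 to 87733346) was at 57.6 ± 18.1 CPM (SD, n = 6) in control tumors and at 83.3 ± 10.4 CPM (SD, n = 5) in Plk1 tumors. Its log2 fold change was 0.53 (standard error 0.21, adjusted p = 0.309 from edgeR, adjusted p = 0.276 from DESeq2). Of 25 reported BACH1 or NRF2 target genes listed before the data were examined, 11 had a log2 fold change above 0 and 14 below, with a median of -0.02 (adjusted p = 0.781 from limma's camera), or of 0.058 without WT_0002 and -0.069 without KI_4980. By edgeR 0 of them passed an adjusted p under 0.05, 1 rose when adjusted over the list alone, and 5 were higher and 2 lower at an unadjusted p under 0.05. DESeq2 called 1 higher, Hmox1, the heme oxygenase that BACH1 represses, with a log2 fold change of 0.71. The list also holds Gapdh and Cdh2, which the paper reports as raised through BACH1, from the mRNA of melanoma cell lines. The values here are of whole tumors. Opposite changes can cancel in it, so its median does not decide an effect of BACH1. Gapdh had a log2 fold change of -0.97 (standard error 0.42, adjusted p = 0.336 from edgeR) and Cdh2 one of 1.08 (standard error 0.47, adjusted p = 0.338 from edgeR). The value of Gapdh was -0.58 without WT_0002 and -1.13 without WT_4958 (exact permutation test over all tumors, p = 0.106). Its difference was -1.62 in the tag series 00xx and -0.42 in the series 49xx.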

We subsequently examined the protein expression of BACH1 in both mouse melanoma cells and tumors. Consistent with the results from GEM and subcutaneous tumors (Figs 3Q and S1I), we observed a significant increase in BACH1 expression in mMPI cells, both in adherent 2D monolayer and 3D tumorspheres (Fig 4A and 4B). Notably, unlike mMC cells, BACH1 predominantly accumulated in the nucleus of mMPI cells rather than in the cytosol, indicating a potential enhanced transcriptional activity of BACH1 in these cells (Fig 4C).

**Fig 4:**
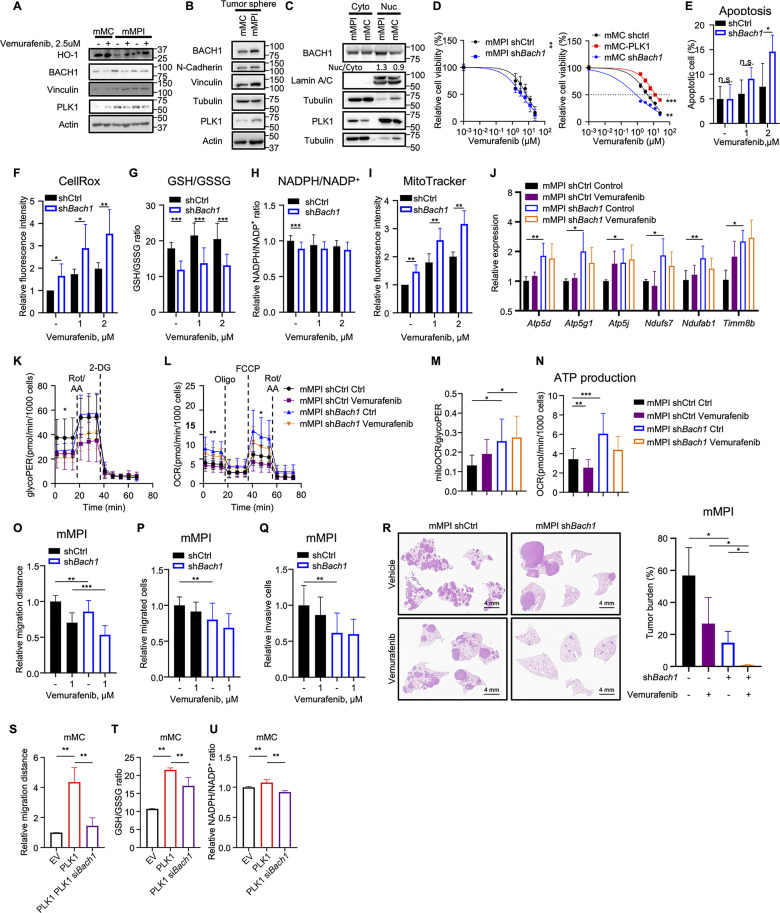
Knockdown of BTB domain and CNC homolog 1 (BACH1) impedes Polo-like kinase 1 (PLK1)-induced phenotype in melanoma. **(A and B)** Immunoblots for the expression of BACH1 in 2D-monolayer (A) and 3D-tumorsphere (B) of mouse melanoma cells (mMC) and mouse melanoma with Plk1 knock-in (mMPI) cells. **(C)** Immunoblots of BACH1 protein in nucleus and cytosol of mMC and mMPI cells. **(D)** Relative cell viability of mMPI (Left) and mMC (Right) under the treatment of Vemurafenib after BACH1 knockdown. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by nonlinear regression. *n* = 3 biological replicates. **(E)** Percentage of apoptotic cells in mMPI shCtrl and mMPI sh*Bach1* cells after Vemurafenib treatment. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05 by unpaired Student *t* test. *n* = 3 biological replicates. **(F)** Cellular general ROS was assessed using the CellRox probe by flow cytometry in mMPI shCtrl and mMPI sh*Bach1* cells. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. *n* = 3 biological replicates. **(G and H)** GSH/GSSG (G) and NADPH/NADP^+^ (H) ratios were analyzed in mMPI shCtrl and mMPI sh*Bach1* cells. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. **(I)** The mitochondrial mass of mMPI shCtrl and mMPI sh*Bach1* cells was analyzed by MitoTracker Green. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. (**J**) qRT-PCR analysis was performed to detect the mRNA level of BACH1 downstream targets in mMPI shCtrl and mMPI sh*Bach1* cells. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. *n* = 3 biological replicates. **(K)** GlycoPER was measured by GRA in mMPI shCtrl and mMPI sh*Bach1* cells. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05 by unpaired Student *t* test. *n* = 3 biological replicates. **(L)** Measurement of OCR by Mito Stress test in mMPI shCtrl and mMPI sh*Bach1* cells. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. *n* = 3 biological replicates. (**M**) mitoOCR/glycoPER was calculated by GRA in (K). Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05 by unpaired Student *t* test. *n* = 3 biological replicates. **(N)** ATP production was calculated by the Mito Stress test in (L). Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. **(O–Q)** The metastatic potential of mMPI shCtrl and mMPI sh*Bach1* cells were analyzed by wound healing assay (O), transwell migration assay (P), and transwell invasion assay (Q). Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. (**R**) mMPI shCtrl and mMPI sh*Bach1* cells were intravenously injected into the syngeneic mice (1 × 10^5^ cells per mouse). After 1 week, the mice were treated with either vehicle or Vemurafenib by oral gavage (50 mg/kg body weight, once daily), respectively. The mice were sacrificed for tissue collection af*t*er 4 weeks. *n* = 5, 5, 10, and 11, respectively. Left, representative images of metastatic loci in the lung tissues. Right, quantification of tumor burden in lung tissues. Mean ± SD. * *P* < 0.05 by unpaired Student *t* test. Scale bar, 4 mm. **(S)** Wound healing assay was performed in mMC-PLK1 cells after silencing *Bach1*. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. **(T and U)** GSH/GSSG (T) and NADPH/NADP^+^ (U) were analyzed after knockdown BACH1 in PLK1-overexpressed mMC cells. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. The data underlying the graphs shown in the figure can be found in S1 Data.

To further dissect the role of BACH1 in PLK1-associated phenotypes, we established stable cell lines with BACH1 knockdown by shRNA. The efficacy of shRNA was validated by qRT-PCR toward *Bach1* and its classic downstream target *Hmox1*, which suggested the successful repression of BACH1 in mMPI cells (S4A and S4B Fig). Additionally, immunoblot analysis revealed a decreased BACH1 protein level, with no obvious impact on PLK1 expression (S4C Fig). Reducing BACH1 expression in both mMPI and mMC cells resulted in increased sensitivity to Vemurafenib, leading to decreased cell viability and enhanced apoptosis (Fig 4D and 4E). Moreover, when BACH1 was abolished, there was a significant increase in cellular ROS levels observed in both human and mouse melanoma cells, coupled with a reduction in antioxidant molecules NADPH and GSH (Figs 4F–4H and S4D–S4F). Furthermore, mMPI cells expressing sh*Bach1* showed an increase in mitochondria mass and ETC-related genes, concomitant with a decrease in glycolysis and an increased dependency on OXPHOS (Figs 4I–4N and S4G). Upon Vemurafenib treatment, BACH1-depleted mMPI cells showed increased cellular ROS levels, reduced antioxidants, elevated mitochondria mass, and enhanced OXPHOS, which triggered excessive oxidative stress accompanied by enhanced proliferative suppression and massive cell apoptosis. Moreover, the reduction of *Cdh2* expression in mMPI cells was attributed to BACH1 knockdown (S4H Fig), indicating the inhibition of metastasis and invasion with lower BACH1. This finding was further corroborated by wound healing and transwell assays on the mouse and human melanoma cells in vitro (Figs 4O–4Q and S4I–S4N). Subsequently, the metastatic potential was assessed by metastatic loci formed in lung tissues by mMPI shCtrl and mMPI sh*Bach1* cells following the tail vein injection in syngeneic mice (Fig 4R). Consistently, the reduced expression of BACH1 eliminated the cells’ metastatic ability and enhanced the efficacy of Vemurafenib in vivo. Furthermore, BACH1 was silenced by siRNA to identify if the PLK1-induced phenotype could be rescued in the mMC-PLK1 cells. As expected, the knockdown of BACH1 in mMC-PLK1 cells reduced the metastatic potential and antioxidant ability (Figs 4S–4U and S4O). Taken together, our results demonstrate that PLK1 promotes melanoma development and progression through BACH1, while the depletion of BACH1 could abolish the PLK1-induced phenotypes in melanoma.

### PLK1 contributes to the stabilization of BACH1

To investigate the regulatory role of PLK1 on BACH1 in melanoma, we assessed the protein stability of BACH1 and found its protein level significantly reduced in melanoma cells under the PLK1 inhibition (S5A Fig). To eliminate the potential effect of the cell cycle when PLK1 is most abundant, we arrested cells at the G2/M phase using nocodazole (NOC) and investigated the expression of BACH1 in the presence or absence of PLK1. Compared to the NOC-only group, Volasertib, a PLK1 inhibitor, could lead to a decreased BACH1 protein level (Figs 5A, 5B, and S5B). To further assess the impact of PLK1 on BACH1, CHX (Cycloheximide) chase assay was performed to check the stability of BACH1 protein. In mouse and human melanoma cells with PLK1 overexpression, BACH1 demonstrated a significantly more stable phenotype and an extended half-life (Figs 5C, 5D, S5C, and S5D). However, treatment with the PLK1 inhibitor Volasertib accelerated BACH1 degradation, rendering it unstable even in the context of high PLK1 expression. Similarly, upon Hemin treatment, an inducer of BACH1 degradation [21], PLK1 overexpression led to more stabilized BACH1 in the melanoma cells (Figs 5E and S5E). Volasertib has been reported to exhibit bromodomain activity, which may interfere with the BRD4 activity as a global protein transcriptional regulator [38]. To rule out this potential off-target effect, BACH1 protein stability was further assessed using an [^35^S]-methionine pulse chase assay. Compared to the untreated control group, treatment with another PLK1 inhibitor, GSK461364, which lacks bromodomain cross-reactivity [38], could still accelerate BACH1 degradation, resulting in a shorter protein half-life. In contrast, the BRD4 degrader BETd-260 had minimal effect on BACH1 protein levels, as shown in Fig 5F.

**Fig 5:**
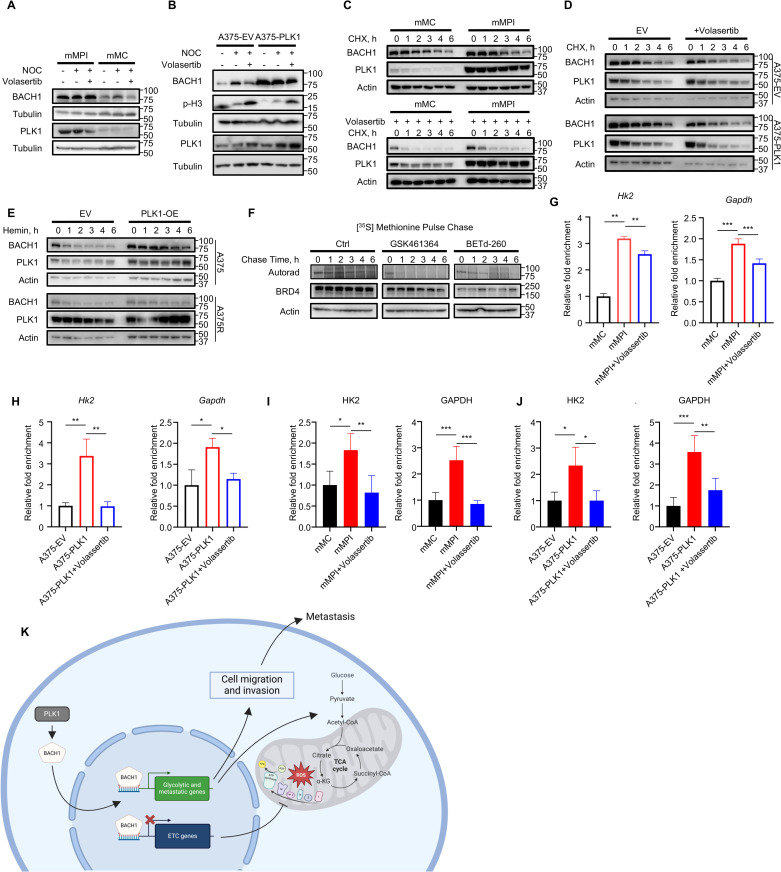
BTB domain and CNC homolog 1 (BACH1) is stabilized by Polo-like kinase 1 (PLK1). **(A and B)** BACH1 protein level was detected in mouse (A) and human (B) melanoma cells under the treatment of either DMSO, Nocodazole (NOC), or NOC plus Volasertib. **(C and D)** Immunoblots of BACH1 protein level in the mouse (C) and human (D) melanoma cells under the treatment of Cycloheximide (CHX) at indicated time points with or without Volasertib. **(E)** Human melanoma cells were treated with Hemin and collected at the indicated time points, followed by the immunoblots to determine the BACH1 protein. **(F)** [^35^S]-methionine pulse chase assay was performed in the A375R cells. (**G and H**) mRNA expression level of GAPDH and HK2 was analyzed by qRT-PCR in mouse (G) and human (H) melanoma cells. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. *n* = 3 biological replicates. **(I and J)** Chromatin-immunoprecipitation (ChIP) was performed to detect the chromatin occupancy of BACH1 in mouse (I) and human (J) melanoma cells. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. *n* = 3 biological replicates. **(K)** A working model to illustrate how PLK1 promotes melanoma progression through BACH1. PLK1 could prevent BACH1 from proteasome degradation, resulting in hyper-activation of BACH1. Consequently, the downstream targets of BACH1 were regulated accordingly, thus promoting metabolic reprogramming and metastasis in melanoma. This figure was created with BioRender.com. The data underlying the graphs shown in the figure can be found in S1 Data.

Since BACH1 is a transcription factor to regulates multiple gene expression, we investigated whether reduced BACH1 protein level could influence its transcriptional activity. We first examined the mRNA levels of BACH1 downstream targets GAPDH and HK2 (Fig 5G and 5H). With overexpressed PLK1, the expression of these targets was significantly boosted in melanoma cells, the effect of which was abolished by the addition of PLK1 inhibitor. In addition, the chromatin occupancy of BACH1 at the promoter regions of GAPDH and HK2 was further assessed by ChIP assay (Fig 5I and 5J). Aligned with the nuclear accumulation of BACH1 observed in Fig 4C, high-level expression of PLK1 enhanced the transcriptional activity of BACH1 in the promoter region, and its effect could be reversed by PLK1 inhibition. Combined with these observations, we conclude that PLK1 promotes the metabolic switch, metastasis, and Vemurafenib resistance in melanoma through regulation of BACH1, as illustrated in Fig 5K.

### Inhibition of PLK1 significantly improves the efficacy of Vemurafenib in melanoma

According to our prior observations that the PLK1/BACH1 axis contributes to the Vemurafenib resistance in melanoma, we investigated whether the PLK1 inhibitor Volasertib, in combination with Vemurafenib, could achieve improved therapeutic efficacy in melanoma. Compared to the treatment with Vemurafenib alone, combination with Volasertib dramatically suppressed the MAPK signaling pathway with a reduction of p-ERK signal but also induced massive cell apoptosis in human melanoma cells (Fig 6A–6E). Besides, Volasertib and Vemurafenib co-treatment significantly rendered colony formation ability and cell proliferation rate in A375 and A375R cells, in comparison to the monotherapies (S6A–S6D Fig). We next calculated the synergy between Volasertib and Vemurafenib by the combination index (CI) using the Chou–Talalay method [39], which was 0.667 and 0.75, respectively, in A375 and A375R cells (S2 and S3 Tables), demonstrating the strong synergetic effect between these two drugs. In parallel, the synergy between Vemurafenib and Volasertib was abolished in the A375R cells with BACH1 knockout via CRISPR (S6E Fig and S4 Table). With minimal expression of BACH1, the combination treatment exhibited an additive effect, yielding a CI score of 0.977, which highlights the critical role of BACH1 in mediating this synergy. To investigate if the co-treatment could affect the cell metastasis, the metastatic ability was evaluated by in vitro wound healing assay and transwell migration assays (Figs 6F–6I, S6F, and S6G). While Vemurafenib alone barely impacted cell migration, the combination with Volasertib enhanced the effectiveness of Vemurafenib and further diminished the metastatic potential of melanoma cells in vitro.

**Fig 6:**
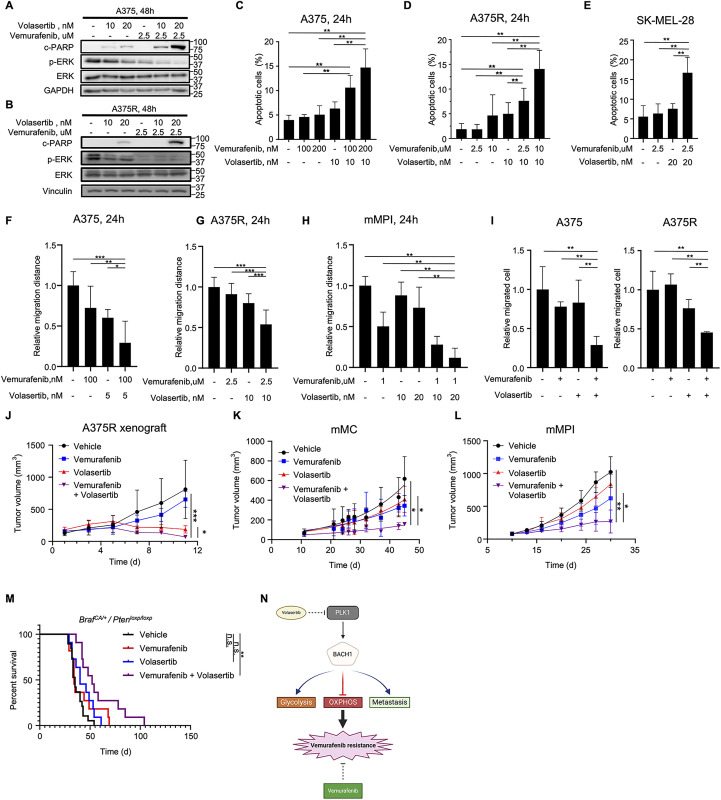
Inhibition of Polo-like kinase 1 (PLK1) synergizes with Vemurafenib in the treatment of melanoma. **(A and B)** Immunoblots of cleaved-PARP (c-PARP) and p-ERK detected in A375 (A) and A375R (B) cells after 48 h treatment of either DMSO, Vemurafenib, Volasertib, or a combination of Vemurafenib and Volasertib, respectively. **(C–E)** Percentages of apoptotic cells were measured by Annexin V staining after 48 h treatment of indicated drugs in human melanoma cells A375 (C), A375R (D), and SK-MEL-28 (E). Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by unpaired Student *t* test. *n* = 3 biological replicates. **(F–H)** Metastatic ability was assessed by wound healing assay in A375 (F), A375R (G), and mMPI (H) cells, upon the 24 h treatment of indicated drugs. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 biological replicates. **(I)** Transwell migration assay of A375 and A375R cells under drug treatmen*t*. **(J)** Growth curves of A375R-derived tumors. A375R cells (2 × 10^6^) were subcutaneously inoculated into the right flank region of female nude mice, followed by the administration with either vehicle, Vemurafenib (50 mg/kg body weight, oral gavage, once daily), Volasertib (10 mg/kg body weight, intraperitoneal injection, every 2 days), or a combination of both drugs. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 4 mice from each experimental group. **(K and L)** Growth curves of mMC (K) and mMPI (L)-derived tumors. Female B6 mice were subcutaneously inoculated with mouse melanoma cells (1 × 10^6^) and administrated with the vehicle, Vemurafenib, Volasertib, or the combination of Vemurafenib and Volasertib after 1 week. Mean ± SD. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001 by unpaired Student *t* test. *n* = 3 and 10, respectively, for each experimental group of mMC and mMPI. **(M)** Long-term survival analysis of *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ GEM mice upon the treatment of indicated drugs. *n* = 19, 11, 11, and 11, respectively, for the vehicle, Vemurafenib, Volasertib, or the dual treatment. The mice were euthanized when the tumor maximum diameter reached 14 mm. n.s., *P* > 0.05; * *P* < 0.05; ** *P* < 0.01 by Log-rank (Mantel–Cox) test. **(N)** A proposed working model to reveal the mechanism of synergy between Vemurafenib and Volasertib. The figure was generated with BioRender.com. The data underlying the graphs shown in the figure can be found in S1 Data.

To further confirm the aforementioned in vitro findings, we next validated the synergy and efficacy of Volasertib and Vemurafenib in vivo using several mouse models. In the A375R-derived xenograft experiment, due to the Vemurafenib resistance, tumors presented a very limited response toward the single treatment of Vemurafenib compared to the vehicle group (Figs 6J and S6H). Although Volasertib alone can suppress tumor proliferation, combining it with Vemurafenib further enhances its efficacy in inhibiting tumor proliferation. In addition, combination therapy deeply represses several key regulators of melanoma development compared to either the vehicle or single-treatment groups. These regulators include MAPK signaling pathway indicators p-BRAF and p-ERK, metastatic markers N-Cadherin and Vimentin, proliferative marker PCNA, and melanoma-specific transcription factor SOX10 (S6I Fig). Histological analysis demonstrated a significant decrease in cellularity and a marked increase in apoptotic bodies in the dual-treated groups (S6J Fig). Additionally, tumors from the combined treatment group also exhibited a reduction in cellular proliferation, as demonstrated by the proliferation marker Ki-67, and showed an increase in apoptosis, as demonstrated by the apoptotic marker cleaved-Caspase 3 (S6J Fig). Consistently, we observed a similar suppressive trend of tumor proliferation with a prolonged tumor doubling time upon the co-treatment of Volasertib and Vemurafenib in the mMC and mMPI-derived allograft (Figs 6K, 6L, S6K, and S6L). Notably, the long-term survival analysis revealed that the dual inhibition of PLK1 and BRAF^V600E^ successfully prolonged the survival period in *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ mice (Fig 6M). Although neither Volasertib nor Vemurafenib alone could achieve this effect, the combination of both treatments resulted in significant survival benefits, suggesting that this novel therapeutic strategy could have potential translational applications in the clinic.

## Discussion

PLK1, a serine/threonine kinase involved in cell cycle regulation, is known to participate in various cancer-associated signaling pathways [14]. Accumulating evidence has revealed that PLK1 is highly elevated in multiple cancer types and correlated with worse patient survival [23]. More specifically, previous studies have demonstrated the contribution of overexpressed PLK1 to cancer development in mouse models of lymphoma and lung cancer [24,40]. To identify the role of PLK1 in melanoma, we analyzed patient data from the TCGA database. Our analysis has uncovered that high *Plk1* is associated with a shortened survival period in patients with melanoma, suggesting a tumor-promoting role of PLK1 in melanoma progression. Next, we evaluated the role of PLK1 in the *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ mouse melanoma model and modulated the *Plk1* expression by crossing it with either *Plk1-*KI or *Plk1*^*loxp/loxp*^ mice [21,22]. In comparison to *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ mice, overexpression of *Plk1* resulted in accelerated melanoma progression with a high proliferative rate, higher frequency of metastasis, and worse survival. In contrast, the depletion of *Plk1* significantly improved overall survival. Importantly, overexpression of PLK1 promoted the Warburg effect, metastasis, and Vemurafenib resistance in human and mouse melanoma cells. Our results suggest that these PLK1-associated phenotypes were mediated through BACH1, a master transcription factor for metastasis and metabolism, which was stabilized by PLK1. Therefore, these findings support the notion of an oncogenic role of *Plk1* in the development and progression of melanoma.

Metastatic melanoma is a highly lethal cancer that is accompanied by reversible metabolic changes to adapt to the altered microenvironment and provide the necessary energy supply [2]. In recent studies, it has been shown that elevated mitochondrial activity, OXPHOS, and increased reactive oxidative stress can suppress melanoma metastasis [10–12]. Thus, antioxidants such as NADPH and GSH play a crucial role in protecting against oxidative stress and are necessary for cancer initiation and progression [11,41,42]. Vemurafenib, an FDA-approved inhibitor targeting BRAFV600E, has significantly improved the survival of patients with metastatic melanoma, but its effectiveness is limited in terms of duration [6]. Interestingly, a study suggested that reduced mitochondrial biogenesis may contribute to intrinsic resistance to MAPKi in a subgroup of melanoma cells with BRAF mutation [43]. This highlights the crucial role of mitochondria and OXPHOS in treatment resistance. In addition to its classical role in the cell cycle, multiple publications revealed the crosstalk between PLK1 and MAPK signaling, implying their potential mutual promotion of activity [16,40]. In addition, PLK1 has also been linked to metabolic regulation, suggesting that PLK1 is significantly associated with glycolysis and the pentose phosphate pathway [15,44,45]. However, the role of PLK1 in melanoma metastasis and metabolism is elusive and requires further investigation. Of note, RNA-seq results of our study have revealed that overexpression of *Plk1* promotes metastasis and metabolic reprogramming in melanoma GEM tumors. Consistent with the prior publications, *Plk1* overexpressing tumors exhibited high metastatic potential accompanied by significant suppression of OXPHOS and response to oxidative stress. Additionally, mMPI cells, derived from *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1* mice, showed a markedly increased metastatic capability and Vemurafenib resistance, compared to *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^–derived mMC cells. Similarly, higher *Plk1* expression contributed to metabolic reprogramming with elevated dependency on glycolysis rather than OXPHOS in vitro. Moreover, oxidative stress was repressed in mMPI cells compared to mMC cells, suggesting a potential mechanism for PLK1-induced drug resistance and metastasis. Although PLK1 and MAPK signaling are correlated, the link between OXPHOS and MAPK signaling is indirectly and not fully established. Our research aims to uncover a novel mechanism that elucidates how PLK1 influences metabolism based on our findings.

BACH1 is a critical transcription factor that contains a bZip domain and shares the same DNA binding domain with NRF2 in response to oxidative response [33,34]. Previously, BACH1 was known as a transcriptional repressor due to its ability to recruit the corepressors NCOR1, NCOR2, and the histone deacetylases to its DNA binding regions [46,47]. Notably, BACH1 directly binds to heme via cysteine-proline motifs in the intrinsically disordered region, leading to the nuclear export and subsequent proteasomal degradation [48]. Recent studies have demonstrated that BACH1 promotes metastasis and EMT in multiple types of cancers [31,32,49]. In addition, BACH1 participates in the regulation of metabolism via suppressing OXPHOS while stimulating glycolysis [20,21], thus leading to the Warburg effect in the cancer cells. The activity of BACH1 could potentially be regulated by posttranslational modifications, such as phosphorylation by kinases [50,51]. Mass spectrometry has identified multiple phosphorylation sites of BACH1, the majority of which still have unknown functions and require further investigation [51]. In the present study, we observed BACH1 was highly expressed in PLK1 overexpressed cells and tumor samples. Importantly, the knockdown of BACH1 abolished the phenotypes elicited by PLK1 in both human and melanoma cells, with reduced glycolysis, increased OXPHOS, inhibited metastasis, and resensitization to Vemurafenib treatment. In summary, our study has revealed that BACH1 could be regulated by PLK1, thus preventing its degradation.

Vemurafenib is a front-line drug used to treat metastatic melanoma in patients, particularly those with BRAF^V600E^ mutations, as it has demonstrated a high response rate and improved survival compared to chemotherapy [6,52]. Despite the initial benefits of Vemurafenib, the challenge of extending its duration of effectiveness and enhancing its efficacy for patients remains. Clinical trials have investigated various combination therapies to improve the effectiveness of BRAF inhibitors in the treatment of metastatic melanoma, such as the combination of MEK inhibitors and immune checkpoint blockade [52–54]. Although these combination therapies have shown promising results, resistance to treatment can still emerge after a period of time [53]. Herein, we reported a novel PLK1/BACH1 axis as a resistant mechanism in the treatment of melanoma with Vemurafenib. Based on our working model (Fig 6N), inhibition of PLK1 leads to decreased expression of BACH1, which activates OXPHOS, produces excessive oxidative stress, and inhibits metastasis, resulting in increased sensitivity to Vemurafenib. We validated the efficacy of PLK1 inhibitor Volasertib in combination with Vemurafenib both in vitro and in vivo, demonstrating strong synergy in suppressing human and mouse melanoma. Our study not only highlights PLK1 as a biomarker for poor prognosis in malignant melanoma but also establishes it as a valuable therapeutic target for enhancing the efficacy of Vemurafenib in clinical settings.

## Materials and methods

### Mouse models

*Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^*/ Tyr::CreER*^*T2*^ mice were purchased from the Jackson lab. *Plk1* mice were generated by our lab as previously described [24]. *Plk1*^*loxp/loxp*^ mice were kindly provided by Dr. Guillermo de Cárcer from Spanish National Cancer Research Centre (CNIO), Madrid, Spain [25]. Both female and male mice were used in the experiments. For the localized tumor induction, 4-OHT (Sigma, Cat No. 579002) was dissolved in 100 mM stock solution by DMSO. Upon tumor induction, the 4-OHT stock solution was further diluted by ethanol to 20 mM, and 1–2 µL of the solution was applied to the skin of the mouse back region [21,22].

### Cell culture

A375 and A375R cells were kind gifts by Dr. Nihal Ahmad from the University of Wisconsin, USA. SK-MEL-28 cell was kindly provided by Dr. John A. D’Orazio from the University of Kentucky, USA. Mouse melanoma cell lines mMC and mMPI were isolated from the GEM tumors. HEK293T and B16-F10 cells were purchased from ATCC. All the cell lines were cultured in DMEM with 10% fetal bovine serum at 37 °C in 5% CO_2_. All the cells were within 50 passages, and Mycoplasma was detected every 3 months using the MycoAlert PLUS Mycoplasma Detection Kit (Lonza, Cat No. LT07-705).

For 3D culture, DMEM/F12 medium was used and supplemented with 20 ng/mL EGF, 20 ng/mL bFGF, 10% B27, 4 µg/mL insulin, and 0.4% bovine serum albumin. For the tumorsphere assay, the 96-well plate was pretreated with Matrigel (Corning, 354230) and incubated at 37 °C for 1 h. The cells were suspended using FBS-free medium, mixed with Matrigel at 1:1 to 100 µL in total, and then seeded into the pre-coated 96-well plates. Finally, 50 µL DMEM/F12 medium was added in the top, and the cells were cultured at 37 °C in 5% CO_2_. The tumorsphere was monitored, and photos were taken on day 3 and day 5. For the spheroid invasion assay, the cells were suspended in DMEM/F12 medium and generated spheroid using the hanging drop method. After 4 days of incubation, the spheroids were transferred to the 96-well plate with 50 μL medium, with or without drugs, and then 50 μL Matrigel was added to each well. The plate was incubated for 1 h for the Matrigel to solidify, and 100 μL of the medium was added [55].

### Antibodies and reagents

Antibodies against SOX10 (sc-365692), p-ERK (sc7383), ERK (sc-514302), HO-1(sc-390991), TFAM (sc-166965), NOX1 (sc-51802), SOD2 (sc-137254), and Catalase (sc-271803) were products of Santa Cruz Biotechnology. Anti-PLK1 (05-884) and p-H3 (06-570) were obtained from Millipore Sigma. Antibodies to Tubulin (T5168), FLAG (F1804), and Vinculin (V4505) were purchased from Sigma. Anti-BACH1 (14018-1-AP) was obtained from Proteintech. Antibodies against GPX4 (ab125066) and Ki-67 (ab16667) were purchased from Abcam. Antibodies to GAPDH (2118), N-Cadherin (13116), Vimentin (5741), Actin (4970), HA (3724), BRAF (14814), p-BRAF (2696), PCNA (2586), cleaved-PARP (5625), and cleaved-Caspase 3 (9661) were purchased from Cell Signaling Technology.

Vemurafenib (HY-12057), Volasertib (HY-12137), PMA (HY-18739), Metformin (HY-B0627), Etomoxir (HY-50202), UK-5099 (HY-15475), Hemin (HY-19424), GSK461364 (HY-50877), and BETd-260 (HY-101519) were obtained from MedChem Express. Cycloheximide (S7418) and Nocodazole (S2775) were purchased from Selleckchem.

The human BACH1 cDNA clone (RG209275) was from OriGene. shRNAs targeting mouse *Bach1* (TRCN0000288208, TRCN0000295567, TRCN0000295568), Human *BACH1* (TRCN0000013593, TRCN0000013596, TRCN0000013597), and mouse *Plk1* (TRCN0000274592, TRCN0000274637) were purchased from Sigma. shRNAs targeting human *PLK1* were constructed and described previously [56]. siRNAs targeting mouse *Bach1* were also purchased from Sigma. sgRNAs targeting human *BACH1* were purchased from ABM (Cat. No. 12974111). The transfection reagent jetPRIME (101,000,046) was purchased from Polyplus.

### Cell viability assay

Cells (2 × 10^3^–1 × 10^4^ per well) were seeded into 96-well plates, cultured overnight, and then treated with the indicated drugs in a series of different concentrations. After 72 h of incubation, AquaBluer (MultiTarget, 6015) was added to the medium and incubated for 4 h. Later, the absorbance was measured at 570 nm by a plate reader. The IC_50_ values were obtained from the average viability curves generated by at least three independent measurements under each condition.

### Combination index

The CI was calculated by using the following equation: $\text{CI}\;=\;\frac{(\text{Am}textrm50}{(\text{As})\text{50}}+\frac{(\text{Bm})\text{50}}{(\text{Bs})\text{50}}$ with the Chou–Talalay method [39]. The IC_50_ of each drug was measured, respectively, as (As)_50_ and (Bs)_50_. Subsequently, the two drugs were mixed to treat the cells, to get the parameters of (Am)_50_ and (Bm)_50_ when it achieved a 50% inhibitory effect. CI > 1 indicates antagonism, CI = 1 indicates addition, and CI < 1 indicates synergy.

### Transwell migration and invasion assay

For the migration assay, cells were suspended using the serum-free medium and seeded into a transwell insert for 2 × 10^4^–4 × 10^4^ cells per well. For the invasion assay, the Matrigel (Corning, 354230) was diluted with the serum-free medium in the ratio of 1:40 to pretreat the transwell inserts for 1 h under 37 °C. After seeding cells, a medium containing 10% FBS was added to the receiver well. The cells were incubated for 24 h and then fixed with 10% formalin. The inserts were then stained with 0.5% crystal violet for 30 min and washed with PBS several times [57]. Finally, the photos of the transwell were taken using a Nikon microscope.

### Wound healing assay

Cells were seeded into 6-well plates and incubated overnight. Once the cell density achieved 100% confluence, a vertical wound was made by a 200 μL pipette tip down through the cell monolayer. The cells were washed three times with PBS and then cultured in the medium containing 1% serum or 50 ng/mL recombinant EGF (PeproTech, 315-09) with or without drugs. The pictures were taken at 12 h or 24 h with the Nikon microscope to monitor the wound closure [57].

### Colony formation assay

Cells (500–5000/well) were cultured in the medium alone or containing different drugs for 14 days, and the medium was changed every 2 days. Upon harvest, colonies were fixed in 10% formalin and stained with 0.5% crystal violet for 30 min. The colonies were washed with PBS several times, and the colony numbers were counted.

### Flow cytometry analysis

Cells were seeded, cultured overnight, and treated with either DMSO or the indicated drugs for 24 h or 48 h. For Annexin V staining, the cells were trypsinized, collected, washed with PBS, and then subjected to the procedure using the Annexin V apoptosis kit (Biolegend, 640926). For MitoSOX (ThermoFisher, M36008), MitoTracker Green FM (Cell Signaling Technology, 9074), TMRE (Cayman Chemical, 701310), CellRox (ThermoFisher, C10422), and CM-H_2_DCFDA (ThermoFisher, C400) staining, the probes were added into the medium and incubated for 15–30 min according to the manufacturer’s manual. Cells were then collected, stained with DAPI (ThermoFisher, D1306), and subjected to flow cytometry analysis.

### Immunoblotting

Cells were washed with PBS twice and lysate with RIPA buffer containing inhibitors of protease and phosphatase. After sonication and centrifugation, cell lysates were collected, and protein concentrations were measured by the Pierce BCA Protein Assay Kit (ThermoFisher, 23225). After quantification, all samples were adjusted to equal total protein amounts, mixed with SDS–PAGE loading buffer, and denatured at 95 °C for 5 min. The protein samples were loaded and run in the SDS–PAGE gel. After transferring to polyvinylidene difluoride membranes, proteins of interest were probed with corresponding primary antibodies diluted in 5% milk in a 1:1000 ratio. After overnight incubation at 4 °C, the membrane was washed 3 times for 5 min with TBST and incubated with diluted second antibodies (1:3000) at room temperature for 2 h. Before exposure, the membrane was washed 3 times for 5 min with TBST, and then the signal was detected with the Clarity Western ECL Substrate (BIO-RAD, Cat No. 1705061). The loading control was probed and detected in the same membrane as the target protein.

### [^35^S]-methionine pulse chase assay

A375R cells were pretreated with either DMSO, GSK461364, or BETd-260, then starved in methionine-free medium for 1 h, followed by pulse labeling with [^35^S]-methionine (100 μCi/mL) for an additional hour. After labeling, cells were washed and cultured in complete medium containing CHX, in the presence of either DMSO, GSK461364, or BETd-260. Cells were harvested at the indicated time points and subjected to immunoprecipitation or western blot analysis.

### RNA isolation, quantitative real-time PCR (qRT-PCR), and RNA sequencing (RNA-seq)

Total RNA was extracted from either tissues or cells by using the RNeasy mini kit (Qiagen, 74104) according to the manufacturer’s manual. For RNA-seq, the RNA was extracted from different mice tumors. *n* = 6 and 5 biological replicates, respectively, for *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ and *Braf*^*CA/+*^ */ Pten*^*loxp/loxp*^ */ Plk1* mice. The extracted RNA was then submitted to Novegene Biotechnology Company (CA, USA) for quality control assessment, library construction, Illumina sequencing, and data analysis. Readcount was obtained from Gene Expression Analysis and then used for differential expression analysis. DESeq2 R package was used to perform the Gene expression data normalization and differential expression analysis. Fold change ≥ 2 and *q*-value < 0.05 were recognized as significantly regulated genes. GSEA was then performed using GSEA software version 4.1.0 (Broad Institute) with rank-ordered gene lists. For qRT-PCR, 1 μg RNA was subjected to reverse transcription using the QuantiTect Reverse Transcription Kit (Qiagen, 205314) following the kit manual. FastStart Universal SYBR Green Master was used to measure the expression level of indicated mRNA and was normalized to *Actb*. The primers for qRT-PCR are listed in S5 Table. To analyze potentially correlated transcription factors, significantly differentially expressed genes (DEGs) were first identified from the DEG list with a fold change ≥ 2 and an adjusted *P*-value (padj) < 0.01. Mouse-specific genes were excluded, and the remaining gene list was submitted for query on the GeneCards website to retrieve information on related transcription factors.

### ChIP-qPCR

Human and mouse melanoma cells were fixed with 37% formaldehyde for 10 min and quenched with 0.125M glycine. Chromatin was isolated with the SimpleChIP Plus Enzymatic Chromatin IP Kit (Magnetic Beads) (9005, CST), and was immunoprecipitated with BCAH1 antibody (14018-1-AP, ProteinTech), or IgG (2729, CST). Samples were subjected to qPCR analysis with the specific primers listed in S6 Table.

### Hematoxylin and eosin (H&E) staining and Immunohistochemistry (IHC) staining

Tumors were fixed in 10% formalin, embedded in paraffin, and sectioned at 5 μm by the Biospecimen Procurement and Translational Pathology Shared Resource Facility (BPTP SRF) at the University of Kentucky. H&E staining was also performed by the BPTP SRF. For IHC staining, after deparaffinization and rehydration of paraffin-embedded slides, the antigens of tissues were retrieved in antigen unmasking solution (Vector Laboratories, H-3301-250). Samples were then blocked, and incubated with indicated primary antibodies in a 1:200 ratio, followed by incubation with secondary antibodies. Next, the slides were stained with VECTASTAIN Elite ABC Universal Plus kit (Vector Laboratories, PK-8200) and Harris’s hematoxylin (Vector Laboratories H-3401-500). All the pictures were taken with a Nikon microscope. The image scanning was performed by the BPTP SRF using the Aperio Digital Pathology Slide Scanners.

### Human cell xenograft and mouse cell allograft

For subcutaneous implantation, the human or mouse melanoma cells (1 × 10^5^–2 × 10^6^ cells per mouse) were mixed with Matrigel (Corning, 356232), and injected subcutaneously into the right flank of either female NSG or B6 mice, respectively. Once the tumor volume achieved 100 mm^3^, the mice were randomized to each group, followed by the treatment of either vehicle or the indicated drugs. Tumor volumes were estimated from the formula: V = L × W^2^/2 [V is the volume (mm^3^); L is the length (mm); W is the width (mm)]. For intravenous injection, the human or mouse melanoma cells (1 × 10^5^–1 × 10^6^ cells per mouse) were resuspended in PBS and intravenously injected into the tail vein of NSG or B6 mice, respectively. The mice were randomly separated and treated with the vehicle or the indicated drug after one week. The weight was monitored, and the mice were sacrificed once they met the criteria for euthanization. The experiment was approved by University of Kentucky Animal Care and Use Committee (IACUC). Approved protocol No. is 2020-3681.

### Lentiviral production

To produce lentiviruses, HEK293T cells were transfected with lentiviral backbone constructs and packaging vectors using JetPrime transfection reagent. For human lentivirus, psPAX2 and pMD2.G were used for viral packaging. For mouse lentivirus, delta8.2 and VSVG were used as the packaging vectors. psPAX2 (Addgene plasmid # 12260), pMD2.G (Addgene plasmid # 12259), and pCMV delta R8.2 were gifts from Didier Trono (Addgene plasmid # 12263). pCMV-VSV-G was a gift from Bob Weinberg (Addgene plasmid # 8454). Lentiviruses were collected 48 hours post-transfection and centrifuged. Afterward, the supernatant was collected and passed through 0.45 μm membrane filters. The lentiviruses were then added to the melanoma cells. After 48 h of infection, the cells were resuspended and cultured in the medium containing selective antibiotics.

### Seahorse analysis

Melanoma cells (5 × 10^3^−1.5 × 10^4^) were seeded in the Seahorse XF96 V3 PS Cell Culture Microplates (Agilent Technologies, 101085-004) and treated with DMSO or the indicated drug overnight. Next, the plates were submitted to the Redox Metabolism Facility at the University of Kentucky for Seahorse XF Glycolytic Rate Assay, Mito Stress Test, and Mito Fuel Flex assay, using the Seahorse XFe96 Analyzer. The cell number for each well was counted by Hoechst staining. All the seahorse data were normalized with cell numbers.

### TCGA database analysis of melanoma patients

Data analysis was performed by GEPIA [58] and the Biostatistics and Bioinformatics Shared Resource Facility at the University of Kentucky. Melanoma patient data were obtained from TCGA (https://cancergenome.nih.gov/). For normal skin samples, the data were obtained from the GTEx portal (https://gtexportal.org/home/). In the comparison of tumor versus normal samples, all gene expressions have been converted to Transcripts per Million expressions to account for variability in the library size of samples. All statistical analyses and corresponding figures were conducted in R-4.0.0. The Kaplan–Meier method and the log-rank test were used to compare survival time and tumor progression between high and low gene expression subgroups, with the median expression of PLK1 as the threshold.

### NADPH/NADP

The cells were seeded into 24-well plates and cultured overnight. Subsequently, they were treated with either DMSO or the indicated drugs for 48 h. Upon cell harvest, the Promega NADP/NADPH-Glo Assay kit (G9081) was used, and the measurement was performed following the manufacturer’s manual.

### GSH/GSSG assay

The cells were seeded in 96-well plates and cultured overnight, followed by treatment with either DMSO or the indicated drugs for 48 h. GSH/GSSG levels were measured using the Promega GSH/GSSG-Glo Assay kit (V6611) according to the manufacturer’s instructions.

### Nuclear extract assay

The melanoma cells were seeded to 100 mm dishes and cultured overnight. Once it achieved 100% confluency, the cells were collected and washed twice with cold PBS. Next, the nuclear and cytosol protein was extracted using the Nuclear Extract Kit (Active Motif, 40010). All the procedures were performed according to the manufacturer’s instructions.

### Statistical analysis

All results and graphs were statistically analyzed and generated by GraphPad Prism 8 software (GraphPad Software USA). Numerical data were analyzed using the unpaired Student *t* test. The statistical information is described in the corresponding figure legends. *P* < 0.05 indicates statistical significance. Numerical data are presented as Mean ± SD. Reproducibility was ensured by performing at least three independent experiments.

## Supporting information

S1 Fig RNA-seq results reveal PLK1’s role in melanoma development.

S2 Fig PLK1 induces melanoma development in vitro and in vivo.

S3 Fig Overexpression of PLK1 impacts the treatment response.

S4 Fig BACH1 depletion reverses PLK1-associated phenotype in melanoma.

S5 Fig BACH1 could be stabilized by PLK1.

S6 Fig PLK1 inhibitor enhances the efficacy of Vemurafenib in vitro and in vivo.

S1 Table List of transcription factors associated with the top-regulated genes.

S2 Table The IC_50_ values of Volasertib and Vemurafenib in A375 cells.

S3 Table The IC_50_ values of Volasertib and Vemurafenib in A375R cells.

S4 Table The IC_50_ values of Volasertib and Vemurafenib in A375R-sgBACH1 cells.

S5 Table Primers for qRT-PCR.

S6 Table Primers for ChIP-qRT.

S1 Raw image Raw images of Figs 1–6 and S1–S6 Figs.

S1 Data Numerical values of data in Figs 1–6 and S1–S6 Figs.

## Abbreviations

4-OHT: 4-Hydroxy-Tamoxifen
BACH1: BTB domain and CNC homolog 1
BPTP SRF: Biospecimen Procurement and Translational Pathology Shared Resource Facility
CHX: Cycloheximide
CI: combination index
DEG: differentially expressed gene
EMT: epithelial-mesenchymal transition
ETC: electron transport chain
GEM: genetically engineered mouse
GRA: Glycolytic Rate Assay
GSEA: gene set enrichment analysis
H&E: hematoxylin and eosin
IHC: Immunohistochemistry
MAPK: mitogen-activated protein kinase
mMC: mouse melanoma cells
mMPI: mouse melanoma with Plk1 knock-in
NOC: nocodazole
OXPHOS: oxidative phosphorylation
PLK1: Polo-like kinase 1
qRT-PCR: quantitative real-time PCR
RNA-seq: RNA sequencing
ROS: reactive oxygen species
TCGA: The Cancer Genome Atlas

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S1 Fig

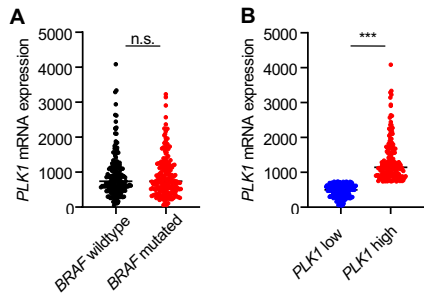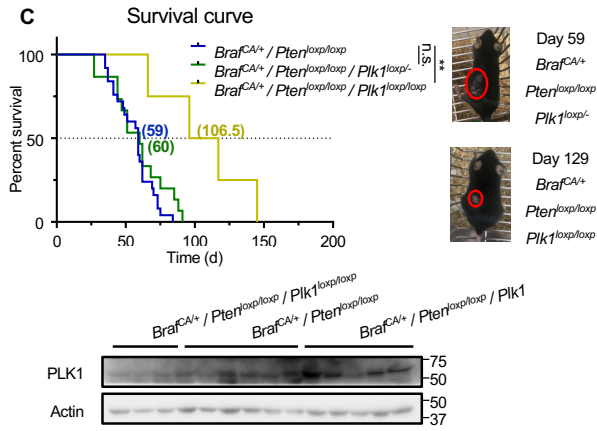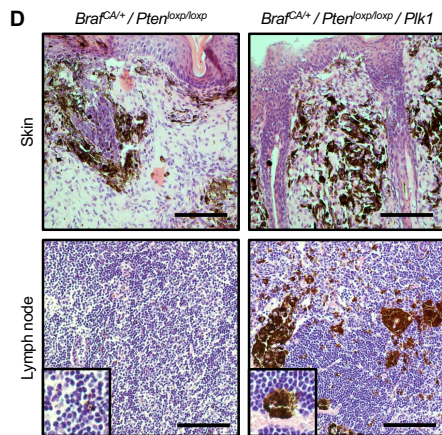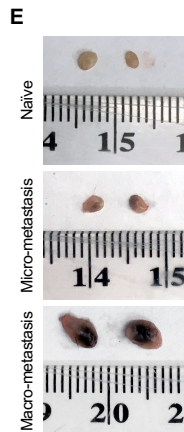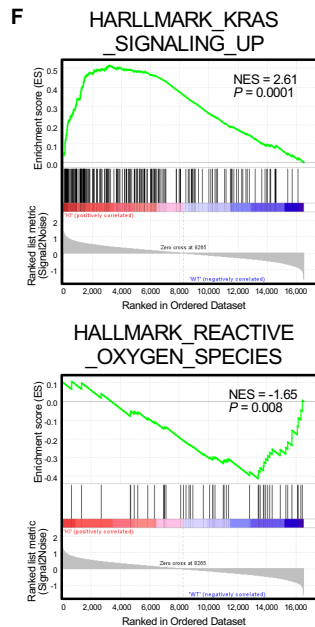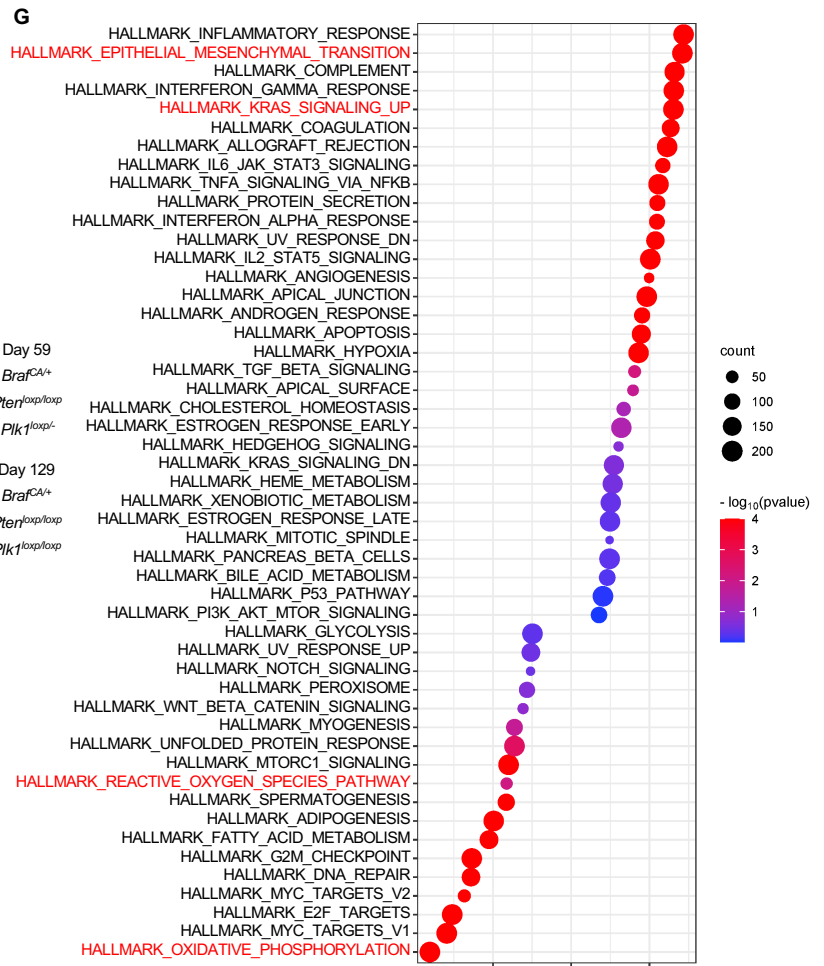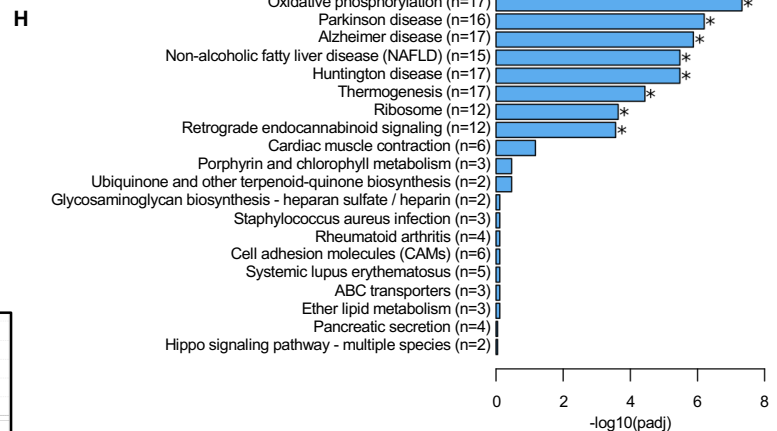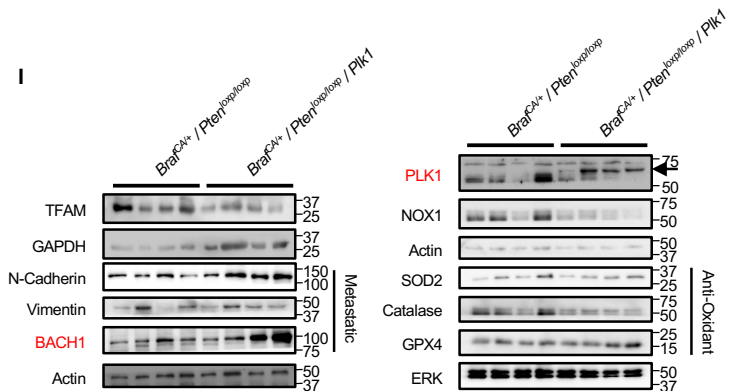

— Enrichment profile — Hits — Ranking metric scores

S1 Fig. RNA-Seq results reveal PLK1's role in melanoma development.

(A) *PLK1* mRNA level in the melanoma patients harboring either wildtype *BRAF* or mutated *BRAF*. *P* value by unpaired student's *t* test. (B) *PLK1* expression level in the melanoma patients with either low or high *PLK1* expression. *P* value by unpaired student's *t* test. (C) Survival curve of *Braf*^{CA/+} / *Pten*^{loxp/loxp} mice versus *Braf*^{CA/+} / *Pten*^{loxp/loxp} / *Plk1*^{loxp/-} mice versus *Braf*^{CA/+} / *Pten*^{loxp/loxp} / *Plk1*^{loxp/loxp} mice, *n* = 25, 15, and 4, respectively. The mice were euthanized when the average diameter of tumors reached 15 mm. n.s., *P* > 0.05; *, *P* < 0.05; **, *P* < 0.01 by Log-rank (Mantel-Cox) test. Right, representative images of tumors formed in *Braf*^{CA/+} / *Pten*^{loxp/loxp} / *Plk1*^{loxp/-} mouse and *Braf*^{CA/+} / *Pten*^{loxp/loxp} / *Plk1*^{loxp/loxp} mouse after 59d and 129d induction, respectively. Bottom, western blot showing the Plk1 expression level in melanoma tumors from indicated genotypes. (D) H&E staining of localized induced mouse tumors. Top, skin tissues. Bottom, lymph nodes. Scale bar, 150 μm. (E) Representative images of mouse lymph nodes with different extents of melanoma metastasis. (F) GSEA analysis of KRAS_SIGNALING_UP (Top) and REACTIVE_OXYGEN_SPECIES (Bottom) pathways with alternatively expressed genes in tumors of *Braf*^{CA/+} / *Pten*^{loxp/loxp} / *Plk1* versus *Braf*^{CA/+} / *Pten*^{loxp/loxp}. Normalized enrichment scores (NES) and nominal *P* values are shown. 

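Lists of inflammation were higher and lists of growth were lower in Plk1 tumors. Of 23 inflammatory cytokines and chemokines, 22 had a log2 fold change above 0, with a median of 0.83 (adjusted p = 1.59e-07 from camera, adjusted p = 0.0688 with an estimated correlation). Among them Ccl5, a chemokine of T cells, had a log2 fold change of 1.28 (chosen after its values were seen). The 32 interferon-stimulated genes had a median of 0.17 (adjusted p = 0.012, adjusted p = 0.324 with an estimated correlation), or of 0.29 without WT_0002, and the call was lost without WT_4949 or KI_4975. Markers of macrophages (median 1.01, or 0.60 without KI_4975), dendritic cells (0.79) and T and NK cells (0.68) moved the same way, and their calls too were lost with an estimated correlation (adjusted p = 0.319, 0.0838 and 0.37 with an estimated correlation). Of 70 cell proliferation genes 64 had a log2 fold change below 0, with a median of -0.42 (adjusted p = 3.62e-14, adjusted p = 0.319 with an estimated correlation). Ube2c, which hands ubiquitin to mitotic cyclins, had a log2 fold change of -0.96 (chosen after its values were seen). The 56 MYC target and ribosome biogenesis genes had a median of -0.37 (adjusted p = 9.9e-13, adjusted p = 0.256 with an estimated correlation), and 19 genes of MAP kinase pathway output one of 0.30 (adjusted p = 0.0349, adjusted p = 0.319 with an estimated correlation). The latter was 0.20 without KI_0001 and 0.46 without WT_4957, and its call was lost in 4 of 11 fits with single tumors left out. The medians of 20 hypoxia-induced genes, 0.18, and of 22 glycolysis genes, -0.07, did not pass (adjusted p = 0.16 and 0.143 from limma's camera). Single tumors moved the first from 0.053 (without WT_4971) to 0.28 (without WT_4949), with a call without KI_0001 or KI_4975, and the second from -0.20 (without WT_4958) to -0.027 (without WT_0002), with a call without KI_4980. By edgeR 0 genes of these lists passed an adjusted p under 0.05 over all genes. When adjusted over each list alone, 1 cytokine gene, 3 hypoxia-induced genes, 1 glycolysis gene and 5 dendritic cell markers rose. By the same measure 2 proliferation genes, 4 MYC target genes and 1 glycolysis gene fell. In the proliferation score the groups differed by -0.66 in the tag series 00xx and by -0.26 in the series 49xx (exact permutation test over all tumors, p = 0.0844).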

(G) Bubble plot based on the GSEA analysis of hallmark gene sets. (H) Bar chart of KEGG pathway enrichment. (I) Immunoblotting for the expression of indicated proteins in the melanoma tumors from *Braf*^{CA/+} / *Pten*^{loxp/loxp} / *Plk1* and *Braf*^{CA/+} / *Pten*^{loxp/loxp} mice. Black arrow, PLK1. The data underlying the graphs shown in the figure can be found in S1 Data.

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S2 Fig

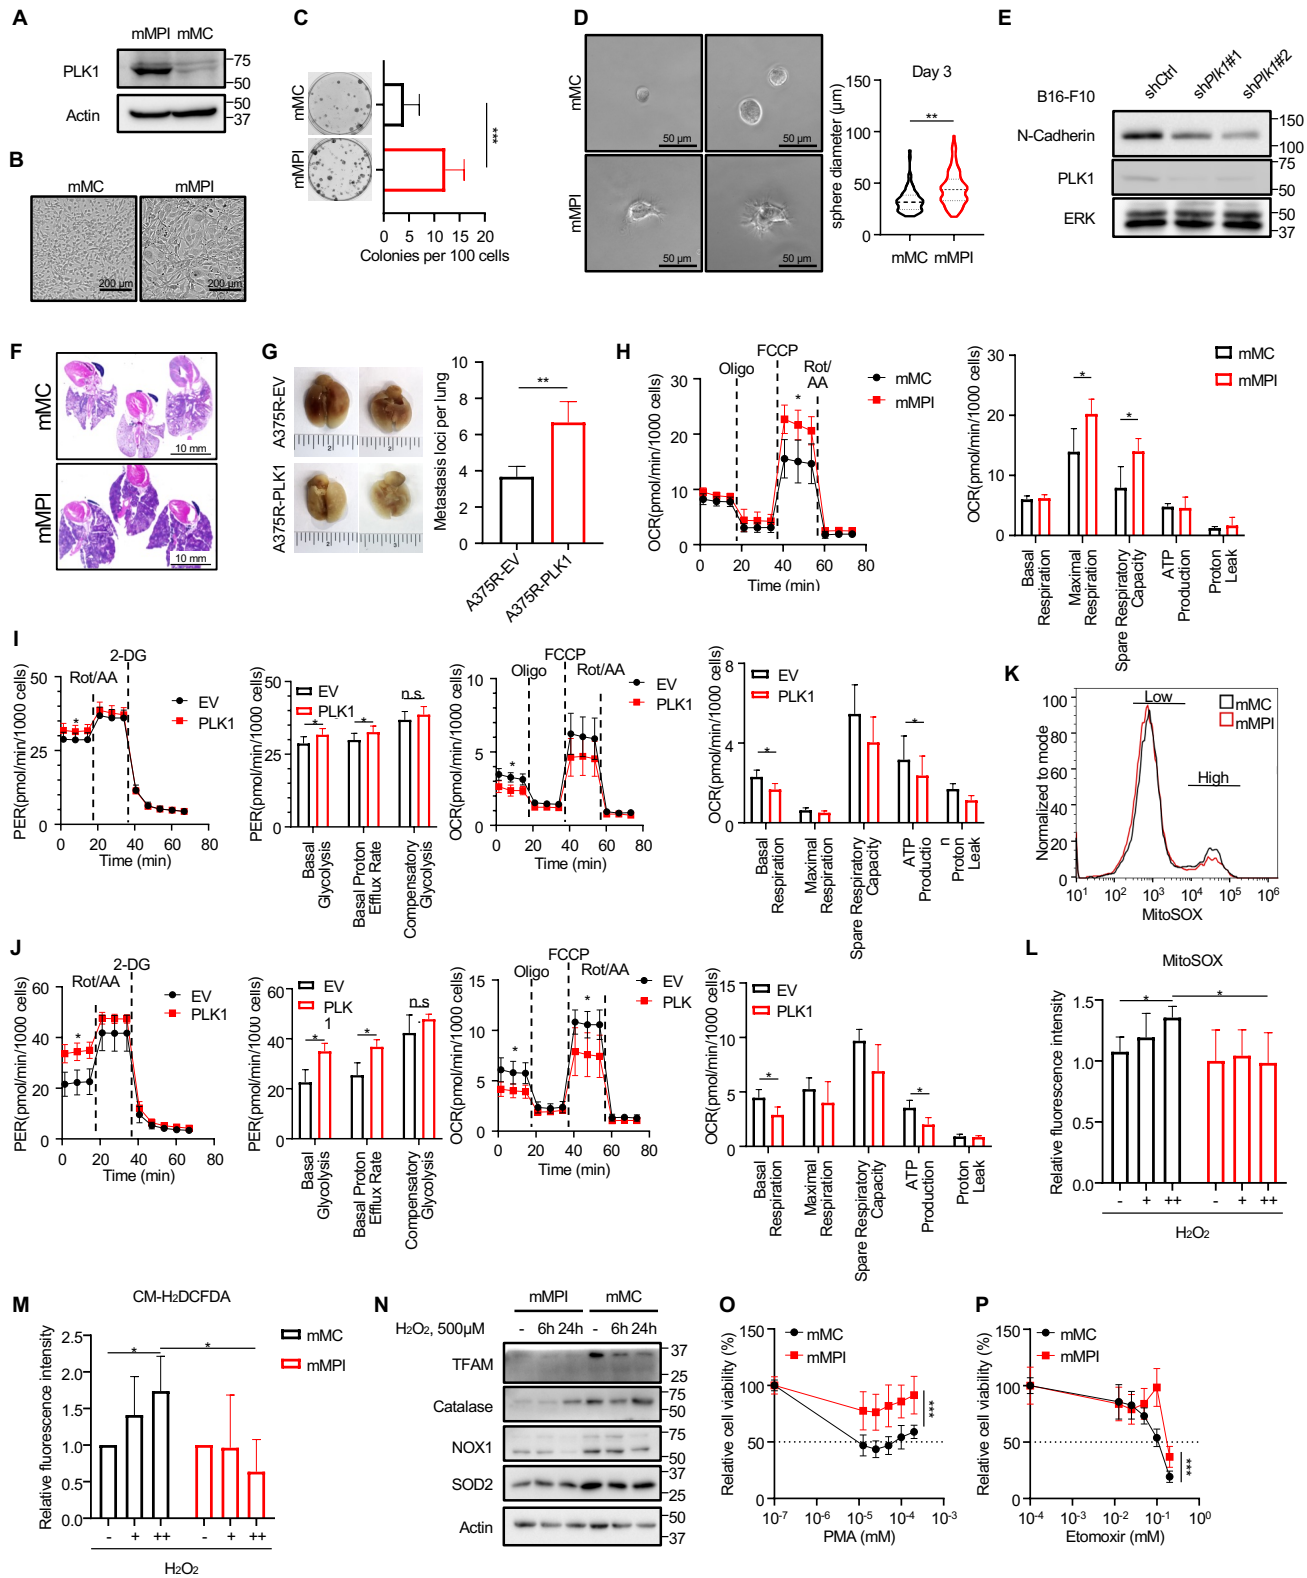

S2 Fig. PLK1 induces melanoma development in vitro and in vivo

(A) Immunoblots of PLK1 expression in mMC and mMPI cells. (B) Representative images of mMC and mMPI cells. Scale bar, 200 μ m. (C) Colony formation of mMC and mMPI cells. Left, representative images of colonies. Right, quantification of colonies formed per 100 cells. $n = 6$ biological replicates. Mean $\pm$ SD. *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t . (D) Sphere formation assay of mMC and mMPI cells in the 3D matrix for 3 days. Left, representative images of tumor sphere. Right, quantification of tumor sphere diameter. Scale bar, 50 μ m. $n = 3$ biological replicates. Mean $\pm$ SD. *, $P < 0.05$; **, $P < 0.01$ by unpaired student's t . (E) Immunoblots for expression of N-Cadherin in mouse melanoma cell line B16-F10 upon knockdown of PLK1 by shRNA. (F) H&E staining of lung metastasis in syngeneic mice 3 weeks after intravenous injection of mMC and mMPI cells (5×10^5 cells per mouse). $n = 6$ mice per group. Scale bar, 10 mm. (G) Lung metastasis in NSG mice 3 weeks after intravenous injection of either A375R-EV or A375R-PLK1 cells (5×10^5 cells per mouse). $n = 3$ mice per group. Left, representative images of lung tissues freshly removed from mice. Right, quantification of metastatic loci found in each lung. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$ by unpaired student's t test. (H) Measurement of OCR in mMC and mMPI cells by Mito Stress test. Left, OCR curve during the Mito Stress test. Right, Oxidative phosphorylation parameters measured in Mito Stress test. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$ by unpaired student's t test. $n = 3$ biological replicates. (I and J) GRA and Mito Stress were tested in A375 (I) and A375R (J) respectively. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$ by unpaired student's t test. $n = 3$ biological replicates. (K) Histogram of MitoSox staining in mMC and mMPI cells. Based on the intensity, the whole cell population could be separated into low and high groups as illustrated in the graph. (L and M) Mitochondria-derived ROS and cellular general ROS levels were detected by MitoSox (L) and CM-H₂DCFDA (M) in mMC and mMPI cells upon 24h treatment of H₂O₂. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$ by unpaired student's t . $n = 3$ biological replicates. (N) Immunoblots of mMC and mMPI cells under treatment of H₂O₂. (O and P) Relative cell viability of mMC and mMPI cells under the 72h treatment of PMA (O) and Etomoxir (P). Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t test. The data underlying the graphs shown in the figure can be found in S1 Data.

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S3 Fig

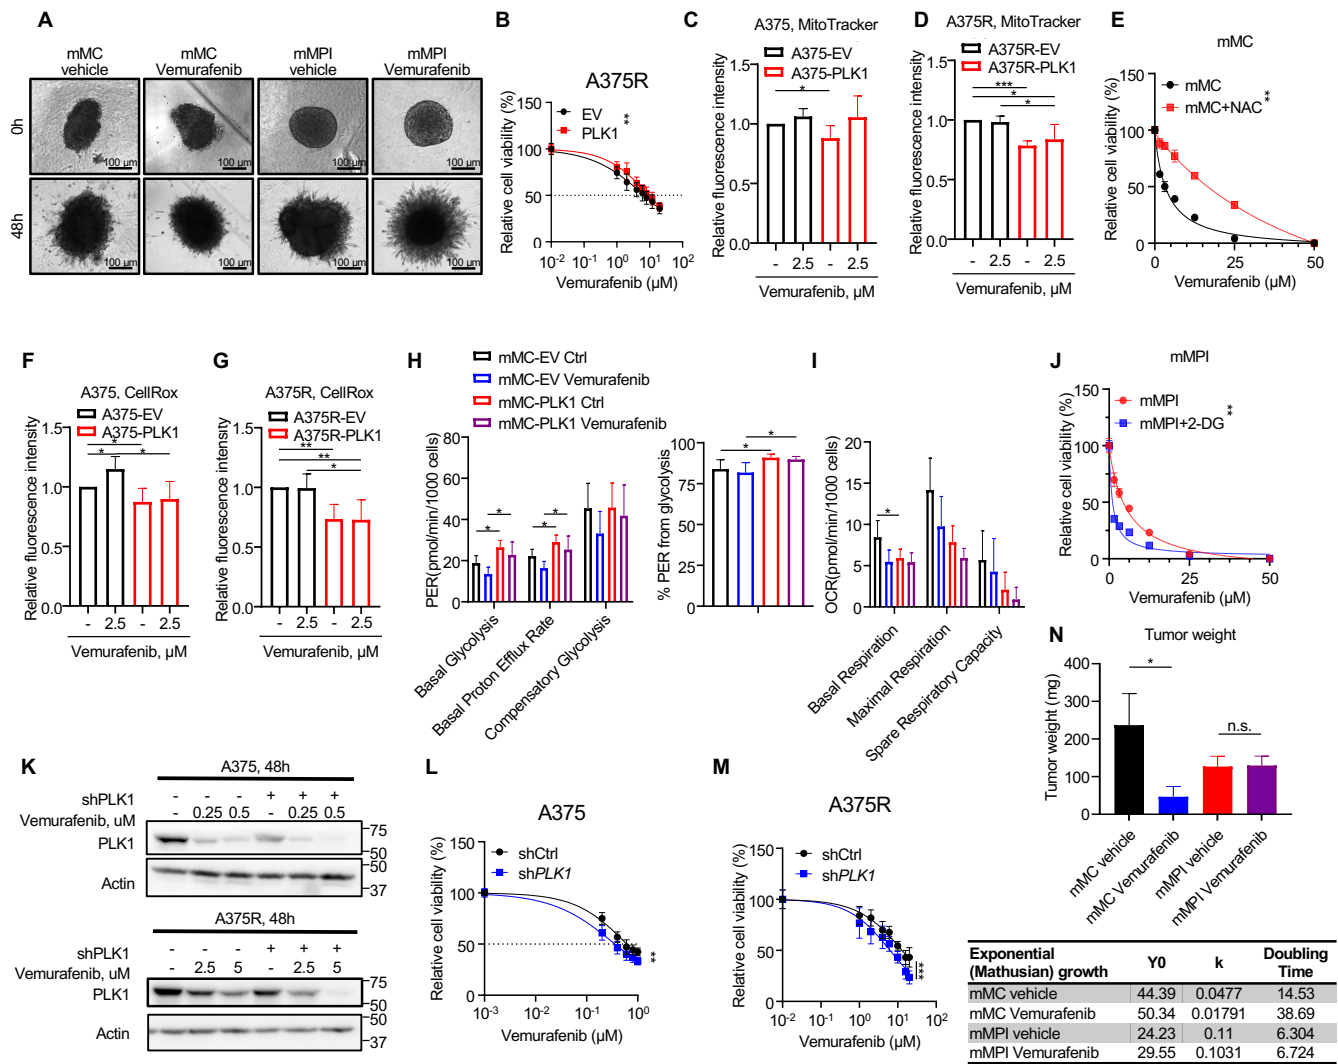

S3 Fig. Overexpression of PLK1 impacts the treatment response

(A) Representative images of spheroid invasion assay. Scale bar, 100 μ m. (B) Relative cell viability of A375R-EV and A375R-PLK1 under the treatment of Vemurafenib for 72h. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$ by non-linear regression. (C and D) Mitochondria mass was measured using MitoTracker Green by flow cytometry after 24h treatment of either vehicle or Vemurafenib. (C) A375-EV versus A375-PLK1. (D) A375R-EV versus A375R-PLK1. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t test. $n = 3$ biological replicates. (E) Relative cell viability of mMC cells under the treatment of Vemurafenib with or without NAC for 72h. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$ by non-linear regression. (F and G) Cellular general ROS level was analyzed by CellRox under the 24h treatment of vehicle or Vemurafenib. (F) A375-EV versus A375-PLK1. (G) A375R-EV versus A375R-PLK1. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$ by unpaired student's t test. $n = 3$ biological replicates. (H and I) Parameters of glycolysis (H) and mitochondria respiration (I) were measured in mMC-EV and mMC-PLK1 cells respectively. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$ by unpaired student's t test. $n = 3$ biological replicates. (J) Relative cell viability of mMPI cells under the treatment of Vemurafenib with or without 2-DG for 72h. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$ by non-linear regression. (K) Immunoblot of PLK1 protein level in the A375 (Top) and A375R (Bottom) after knockdown PLK1 by shRNA. (L and M) Cell viability of A375 (L) and A375R (M) under the treatment of Vemurafenib at different concentrations for 72h after PLK1 knockdown. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$ by unpaired student's t test. (N) Tumor weight (Top) and growth curve parameters (Bottom) of the allograft experiment indicated in Fig. 3O. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$ by unpaired student's t . The data underlying the graphs shown in the figure can be found in S1 Data.

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S4 Fig

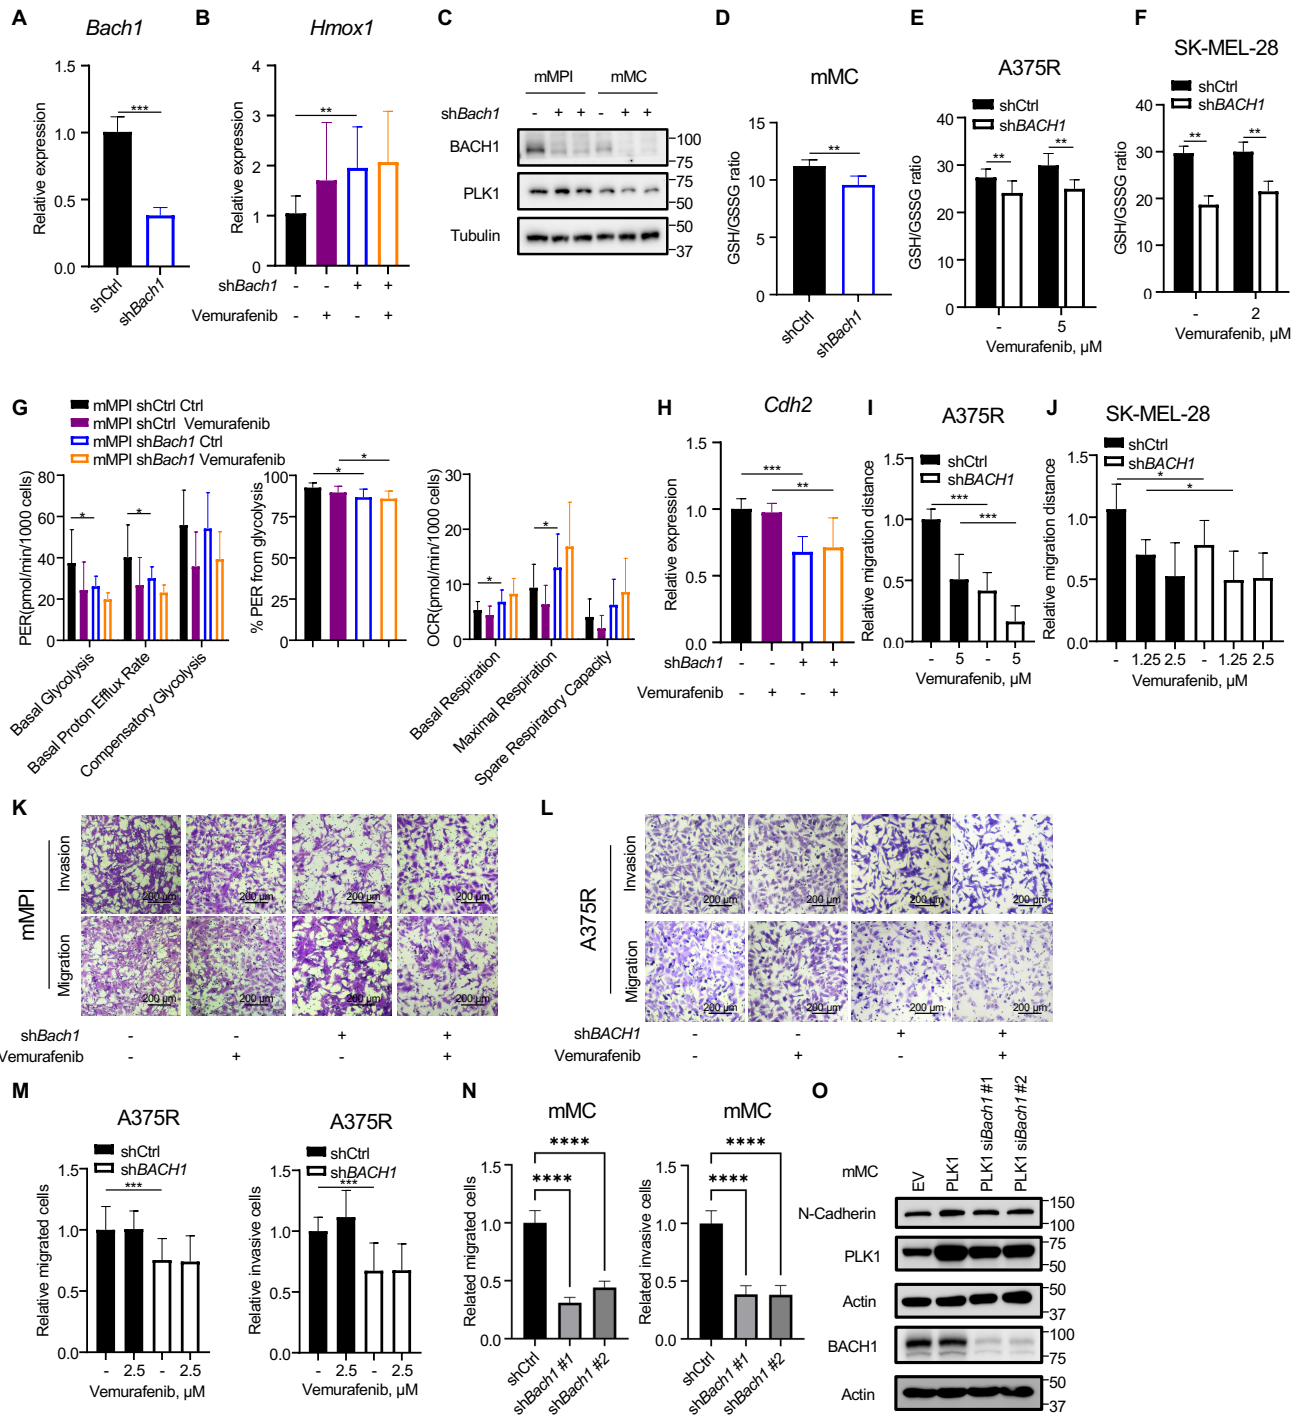

S4 Fig. BACH1 depletion reverses PLK1-associated phenotype in melanoma

(A and B) The expression of *Bach1* (A) and *Hmox1* (B) was evaluated by qRT-PCR in mMPI shCtrl and mMPI sh*Bach1* cells. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t . $n = 3$ biological replicates. (C) Immunoblot of BACH1 and PLK1 protein level in mMPI and mMC cells after knockdown by shRNA. (D) GSH/GSSG ratio was detected in mouse melanoma cells mMC shCtrl and mMC sh*Bach1* cells. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t . $n = 3$ biological replicates. (E and F) GSH/GSSG ratio was detected in human melanoma cells A375R (E) and SK-MEL-28 (F), with or without knockdown BACH1. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$ by unpaired student's t . $n = 3$ biological replicates. (G) Left and middle, glycolytic parameters measured by GRA in mMPI shCtrl and mMPI sh*Bach1* cells upon the treatment of vehicle or Vemurafenib. Right, measurement of mitochondria respiration parameters by Mito Stress test in mMPI shCtrl and mMPI sh*Bach1* cells. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$ by unpaired student's t . $n = 3$ biological replicates. (H) mRNA level of *Cdh2* was measured in mMPI cells after knockdown BACH1 by shRNA. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t . $n = 3$ biological replicates. (I and J) Wound healing assay of A375R (I) and SK-MEL-28 (J) with or without BACH1 knockdown. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t . $n = 3$ biological replicates. (K and L) Representative images of transwell migration and invasion assay in mMPI (K) and A375R (L) cells upon the indicated treatment. Scale bar, 200 μ m. (M) Quantification of transwell migration (Left) and invasion (Right) assay in A375R shCtrl and A375R sh*BACH1* cells upon the treatment of Vemurafenib. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t . $n = 3$ biological replicates. (N) Quantification of transwell migration (Left) and invasion (Right) assay in mMC shCtrl and mMC sh*BACH1* cells. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t . $n = 3$ biological replicates. (O) Immunoblots to detect protein level of BACH1 and N-Cadherin after silencing *Bach1* in mMC-PLK1 cells by siRNA. The data underlying the graphs shown in the figure can be found in S1 Data.

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S5 Fig

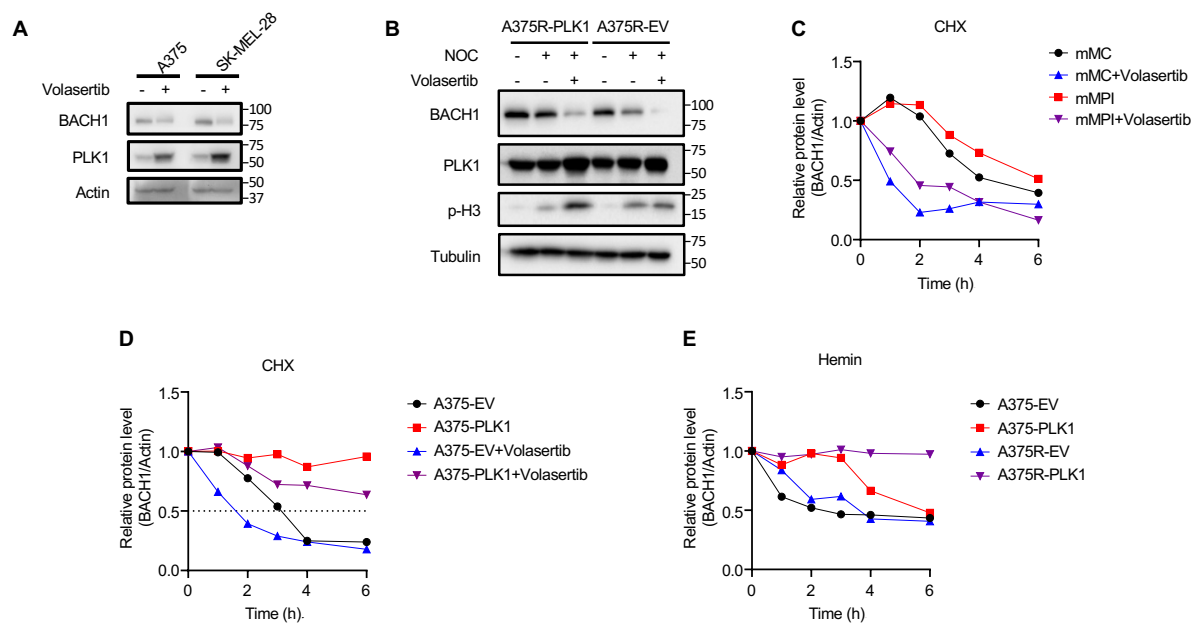

S5 Fig. BACH1 could be stabilized by PLK1

(A) Immunoblots of BACH1 protein level in human melanoma cells under the treatment of Vemurafenib. (B) Immunoblots to detect the BACH1 protein level in A375R-EV and A375R-PLK1 cells under the treatment of either DMSO, NOC, or NOC plus Volasertib. (C-E) Relative BACH1 protein level was quantified at each time point by immunoblots. (C) CHX chase in mMC and mMPI cells. (D) CHX chase in A375-EV and A375-PLK1 cells. (E) Hemin chase in A375 and A375R cells. The data underlying the graphs shown in the figure can be found in S1 Data.

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S6 Fig

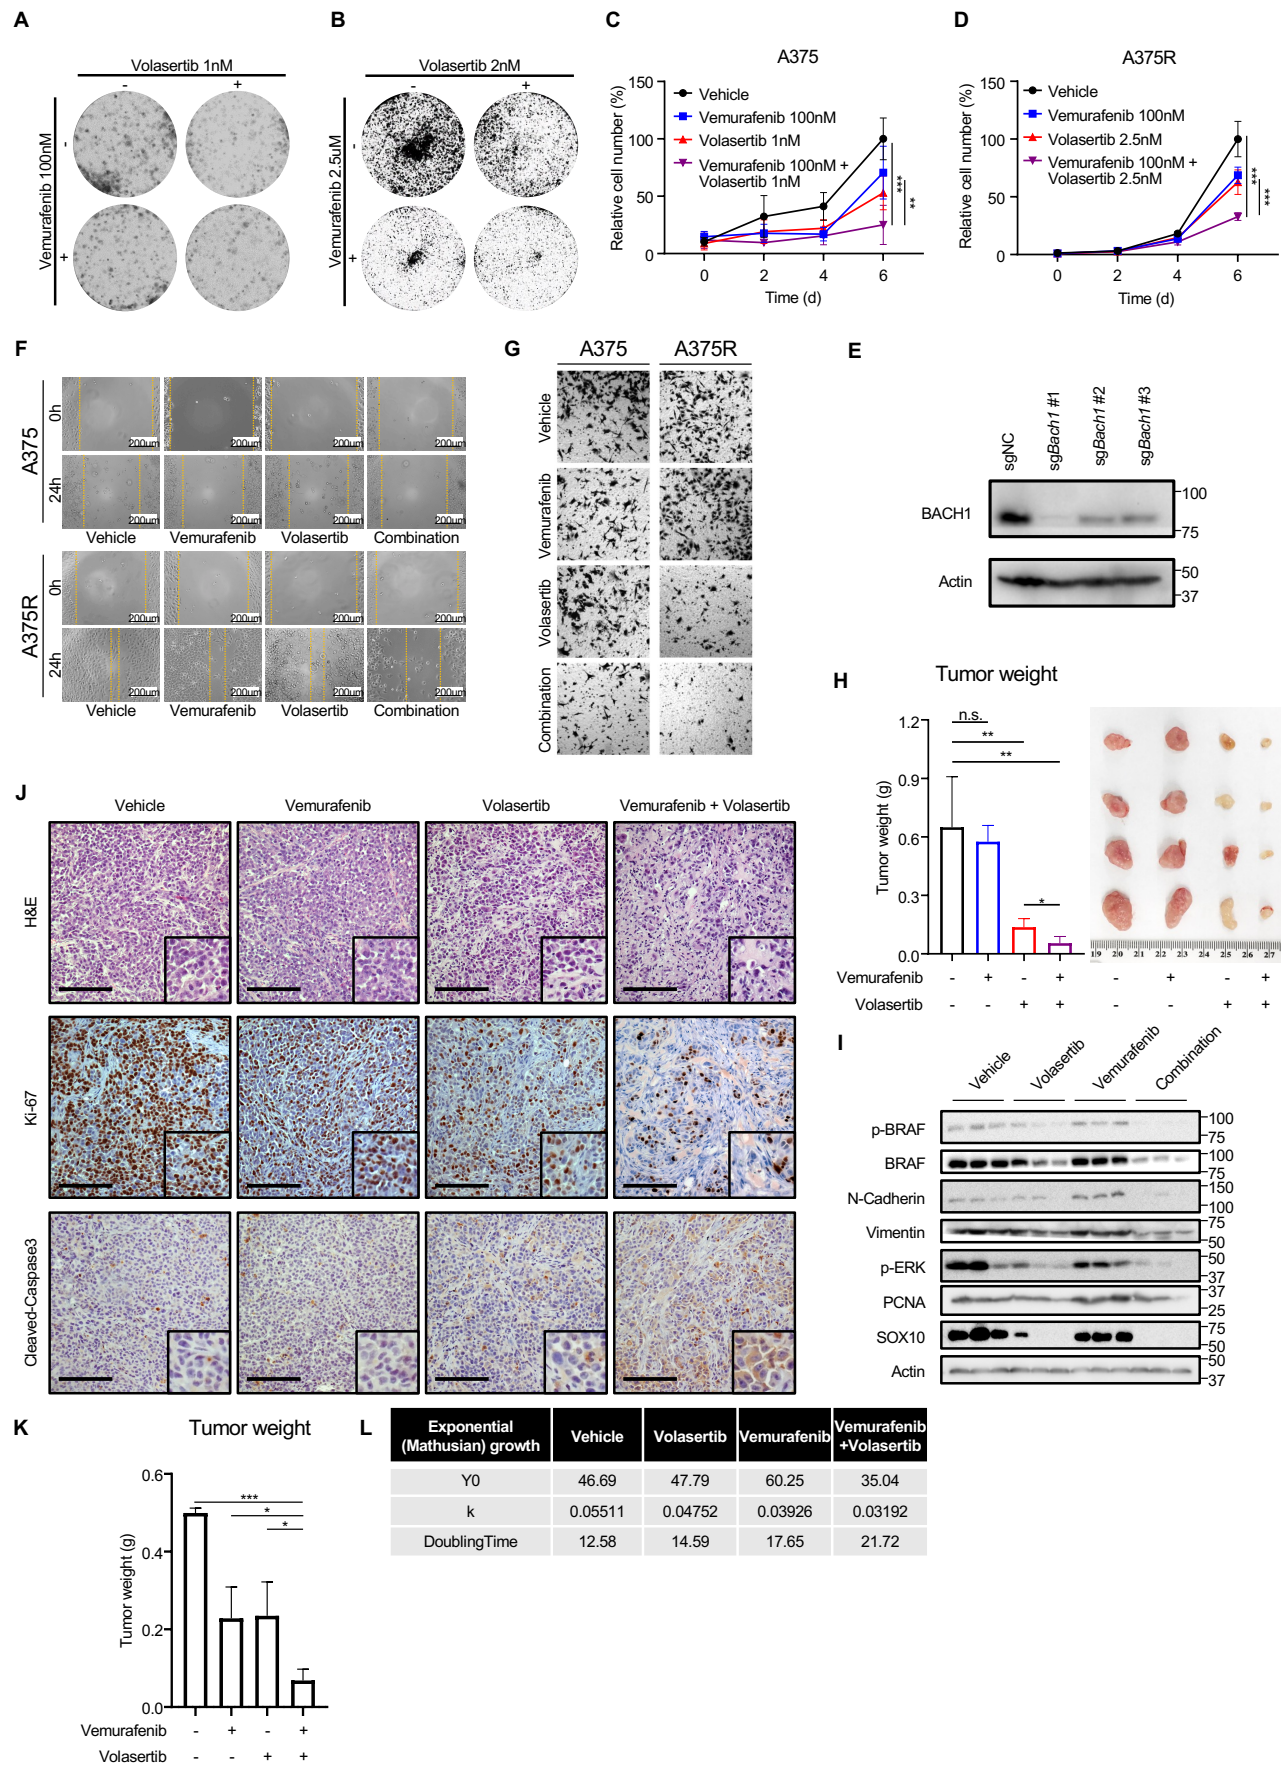

S6 Fig. PLK1 inhibitor enhances the efficacy of Vemurafenib in vitro and in vivo

(A and B) Colony formation assay of A375R (A) and A375R (B) cells under the treatment of DMSO, Volasertib, Vemurafenib, or a combination of the two drugs, respectively. (C and D) Cell proliferation assay was performed by counting cell numbers in A375 (C) and A375R (D) cells upon the indicated drug treatment. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t test. $n = 3$ biological replicates. (E) Immunoblot of BACH1 protein level in A375R BACH1-KO cells. (F and G) Representative images of wound healing assay (F) and transwell migration assay (G) performed in A375 and A375R cells under the drug treatment. Scale bar, 200 μm . (H) Tumors harvested from the A375R-derived xenograft. Left, weight measurement of tumors right after harvest. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$ by unpaired student's t test. $n = 4$ biological replicates. Right, representative images of A375R-derived tumors at the end of the study. (I) Immunoblots of A375R-derived tumors to detect the indicated protein expression under different treatment. (J) Representative images of histological staining to show the pathologic structure of A375R-derived tumors from each group. Top, H&E staining; middle, IHC staining of Ki-67; bottom, IHC staining of cleaved-Caspase 3. Scale bar, 100 μm . (K) Tumor weight of mMC-derived tumors was measured immediately after removal. Mean $\pm$ SD. n.s., $P > 0.05$; *, $P < 0.05$; **, $P < 0.01$; ***, $P < 0.001$ by unpaired student's t test. $n = 3$ biological replicates. (L) Parameters for growth curve of mMC-derived tumors under the different treatment conditions. The data underlying the graphs shown in the figure can be found in S1 Data.

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S2 Table

| Drugs | IC_50_ | CI |
| --- | --- | --- |
| Volasertib | 6nM |  |
| Vemurafenib | 100nM |  |
| Volasertib (in combination 50nM Vemurafenib) | 1nM | CI=0.667 |

S2 Table. The IC_50_ values of Volasertib and Vemurafenib in A375 cells

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S3 Table

| Drugs | IC_50_ | CI |
| --- | --- | --- |
| Volasertib | 11nM |  |
| Vemurafenib | 10uM |  |
| Volasertib (in combination 2.5uM Vemurafenib) | 5.5nM | CI=0.750 |

S3 Table. The IC_50_ values of Volasertib and Vemurafenib in A375R cells

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S4 Table

S4 Table. The IC_50_ values of Volasertib and Vemurafenib in A375R-sgBACH1 cells

| Drugs | IC_50_ | CI |
| --- | --- | --- |
| Volasertib | 11nM |  |
| Vemurafenib | 6uM |  |
| Volasertib (in combination 1.5uM Vemurafenib) | 8nM | CI=0.997 |

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S5 Table

S5 Table. Primers for qRT-PCR

| Gene | Forward | Reverse | Cat No. |
| --- | --- | --- | --- |
| *Actb* | CATTGCTGACAGGATGCAGAAGG | TGCTGGAAGGTGGACAGTGAGG | MP200232 |
| *Cdh2* | CCTCCAGAGTTTACTGCCATGAC | CCACCACTGATTCTGTATGCCG | MP201519 |
| *Vcl* | CCTATCAAGCTGTTGGCAGTAGC | TGTGGCTCCAAGCCTTCCTGAA | MP218225 |
| *Itgb2* | CTTTCCGAGAGCAACATCCAGC | GTTGCTGGAGTCGTCAGACAGT | MP206634 |
| *Ccl2* | GCTACAAGAGGATCACCAGCAG | GTCTGGACCCATTCCTTCTTGG | MP202376 |
| *Abca6* | CTGAACCTGGAAGGAGAACCAAG | TGGTGCTCACAGTCTCCTGAAC | MP201125 |
| *Aldh1l2* | GAGACTTACGCCACTGTCAACC | TCTGTCTCTGGCGTTCATCCTC | MP200512 |
| *Pparg* | GTACTGTCGGTTTCAGAAGTGCC | ATCTCCGCCAACAGCTTCTCCT | MP210761 |
| *Ndufa5* | AGAAGCCTTGCTTCAGGGTGGT | CTCTTCCACCAATGGCTCCCAT | MP208655 |
| *Ndufab1* | CATTTGTGCCGCCAGTACAGTG | GGTCCAAACTGTCTAAGCCCAG | MP208671 |
| *Timm21* | TAGTGGTGCTCTTTGGAGTCGG | TGTGTTCTGCATTTTCCTAAGGCT | MP213230 |
| *Tfam* | GAGGCAAAGGATGATTCGGCTC | CGAATCCTATCATCTTTAGCAAGC | MP221561 |
| *Twnk* | GTCTGCTGAAGGGACATCGGAA | GGCTAGTCTCACGTTGCTGATC | MP211716 |
| *Atp5d* | ACTGGAGCCTTTGGCATCTTGG | AGTCGGCATTCACAGTGACGGA | MP201037 |
| *Atp5g1* | CATCGACACAGCAGCCAAGTTC | CCAGAATGGCATAGGAGAAGAGC | MP201028 |
| *Atp5j* | TTGAAGAGGAACATTGGTGTTACAG | GCCAATATCAACAGGTCCTCCAG | MP201032 |
| *Ndufs7* | GGCTGAGTATGTGGTGACCAAG | AGCCATGTGCATCATCTCCACG | MP208680 |
| *Bach1* | CCATGACATCCGCAGAAGGAGT | GCGTTGACAGAATGTGGTCTCG | MP201472 |
| *Hmox1* | CACTCTGGAGATGACACCTGAG | GTGTTCCTCTGTCAGCATCACC | MP206003 |
| *Timm8b* | GCATCACTTCATGGAACTATGTTG | CGGTGATGGCAAGAGTAGTGTC | MP217247 |
| Human *GAPDH* | GGAGCGAGATCCCTCCAAAAT | GGCTGTTGTCATACTTCTCATGG |  |
| Human *HK2* | GAGCCACCACTCACCCTACT | CCAGGCATTCGGCAATGTG |  |
| Mouse *Gapdh* | AGGTCGGTGTGAACGGATTTG | GGGGTCGTTGATGGCAACA |  |
| Mouse *Hk2* | ATGATCGCCTGCTTATTCACG | CGCCTAGAAATCTCCAGAAGGG |  |

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490
**Supplement:** S6 Table

| Gene | Forward | Reverse |
| --- | --- | --- |
| Human *GAPDH* | CTGCCCTCCTACCAGAAGAA | GGATATTGAGGGCAGGGTGA |
| Human *HK2* | AGAGGCCCGTTTTTCCAGTC | CTGAGATGGGACGTGTGGTC |
| Mouse *Gapdh* | CTCAACTTTTCCGCAGCCTT | GGGAGAACAGGGGAAATGGA |
| Mouse *Hk2* | TGAGTTACCTGTGTGCGGAT | AAGGCTCTGCTCCACTTTCT |

S6 Table. Primers for ChIP-qRT

# Supplementary material for: The cell cycle regulator PLK1 promotes murine melanoma progression by regulating the transcription factor BACH1
**Source:** PLoS Biol. 2025 Nov 24;23(11):e3003490. doi: 10.1371/journal.pbio.3003490

Figure 1D

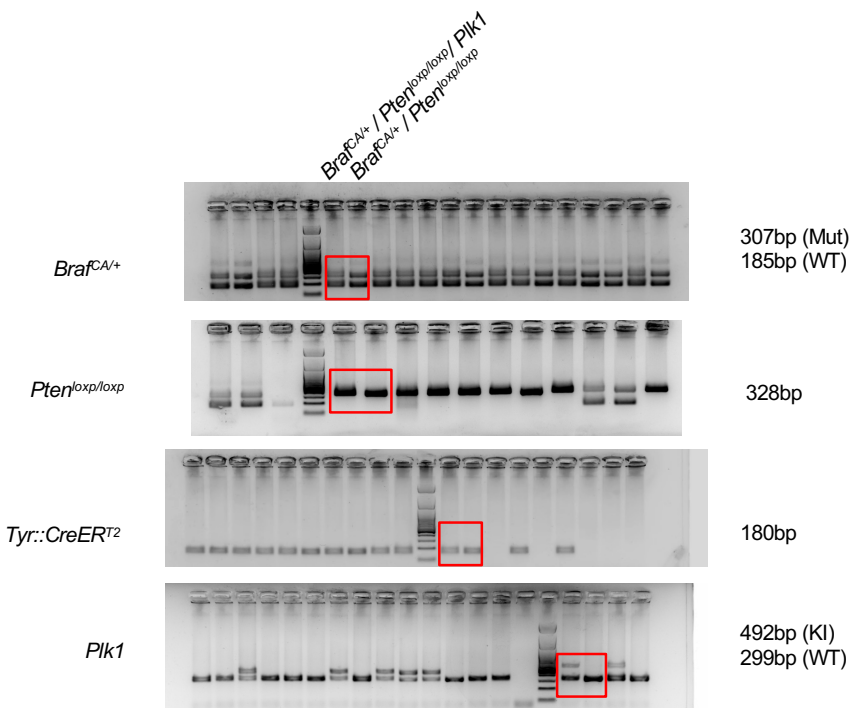

Fig 3C

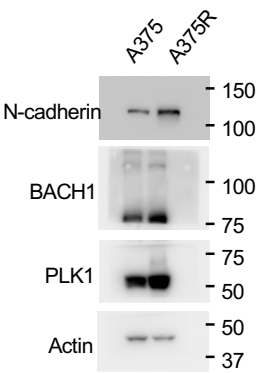

Fig 3F

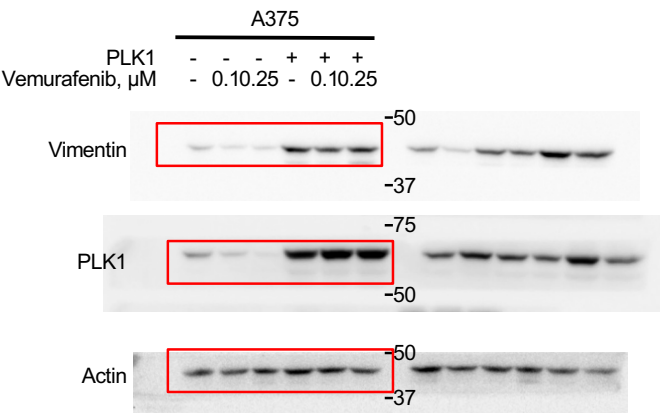

Fig 3G

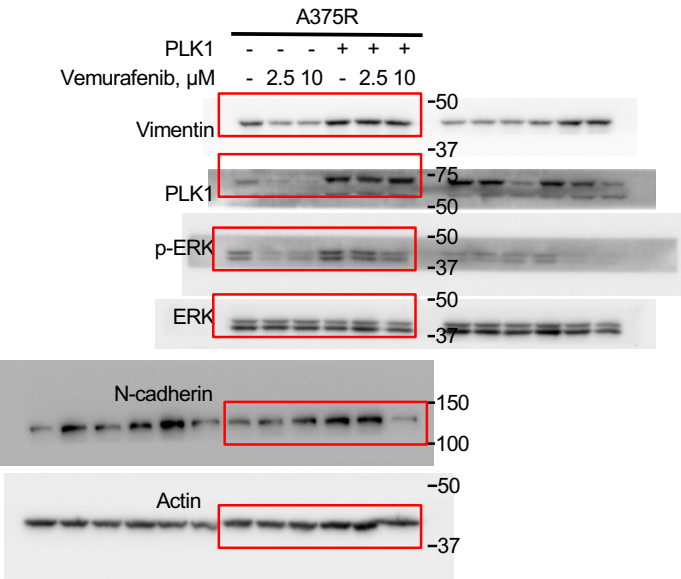

Fig 3Q

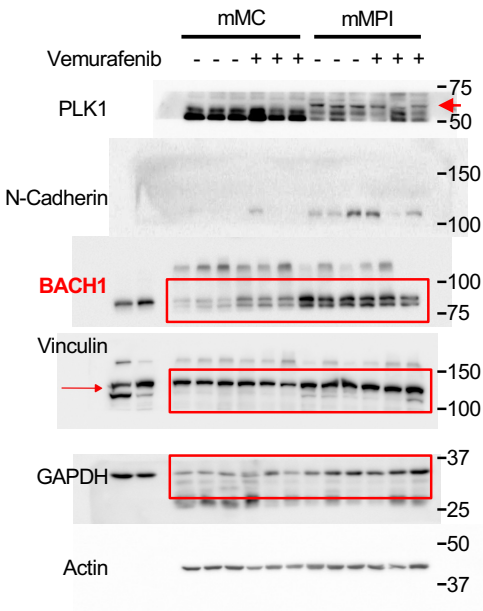

Fig 4A

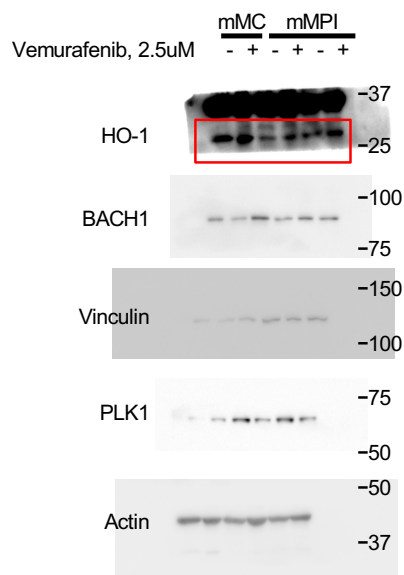

Fig 4B

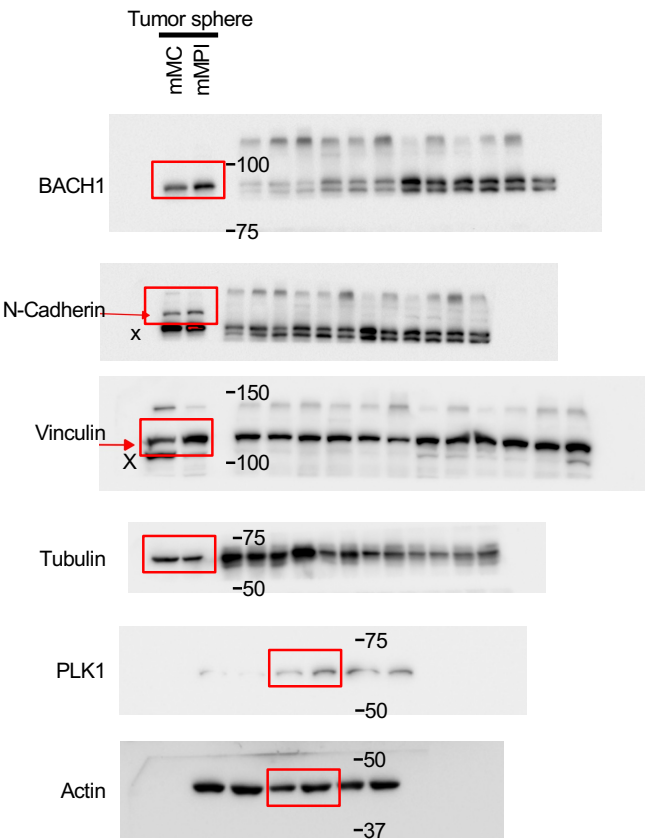

Fig 4C

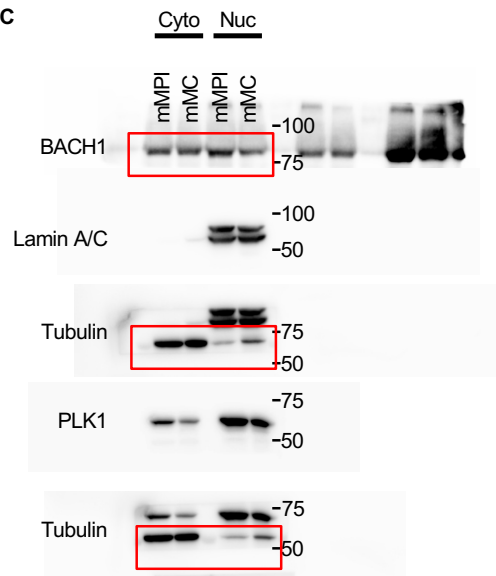

Fig 5A

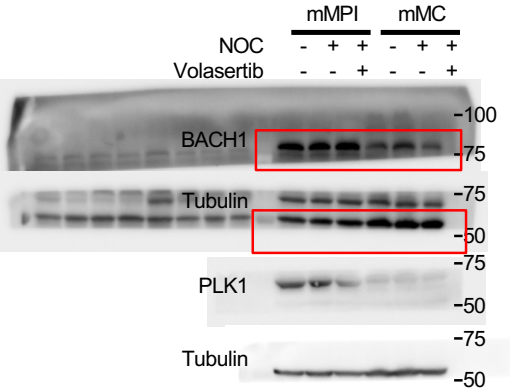

Fig 5B

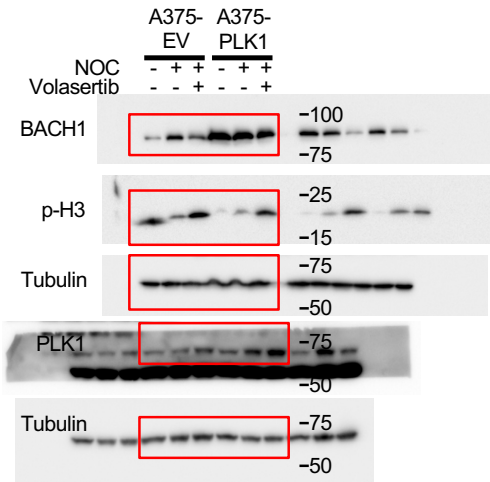

Fig 5C

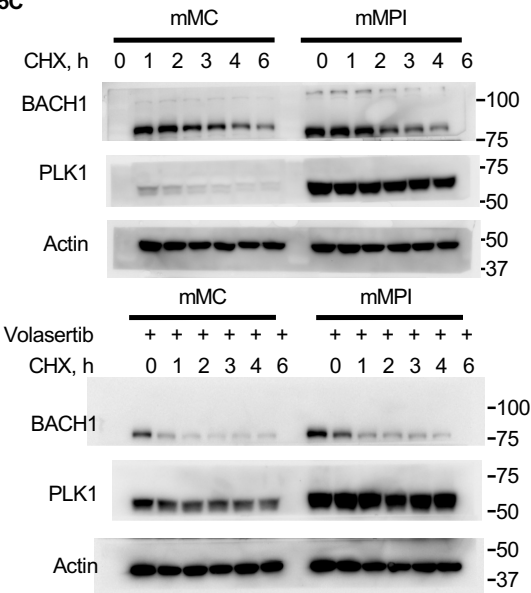

Fig 5D

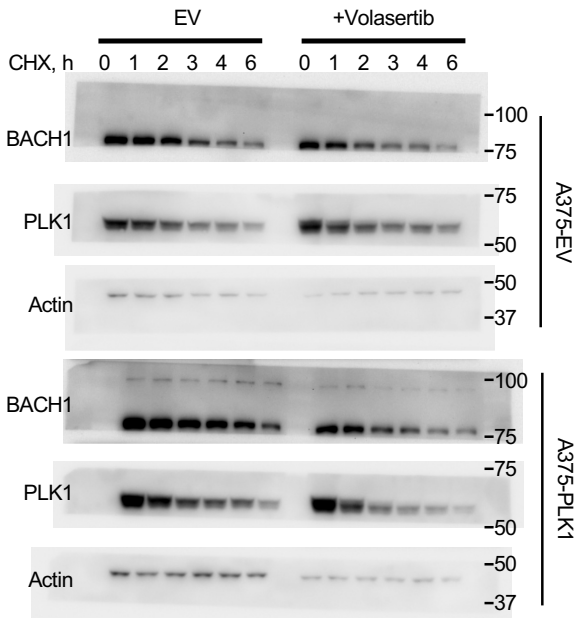

Fig 5E

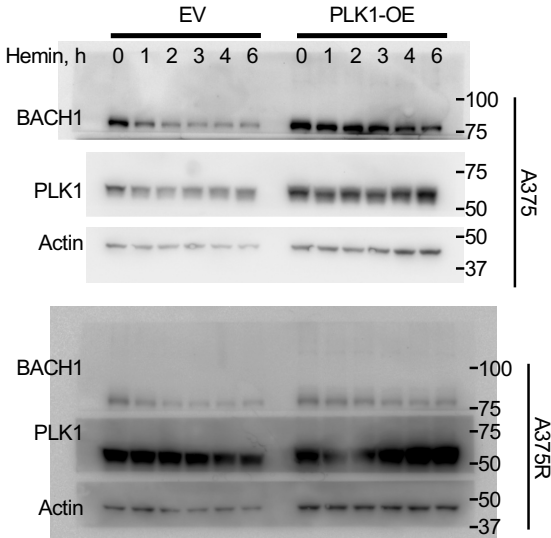

Fig 5F

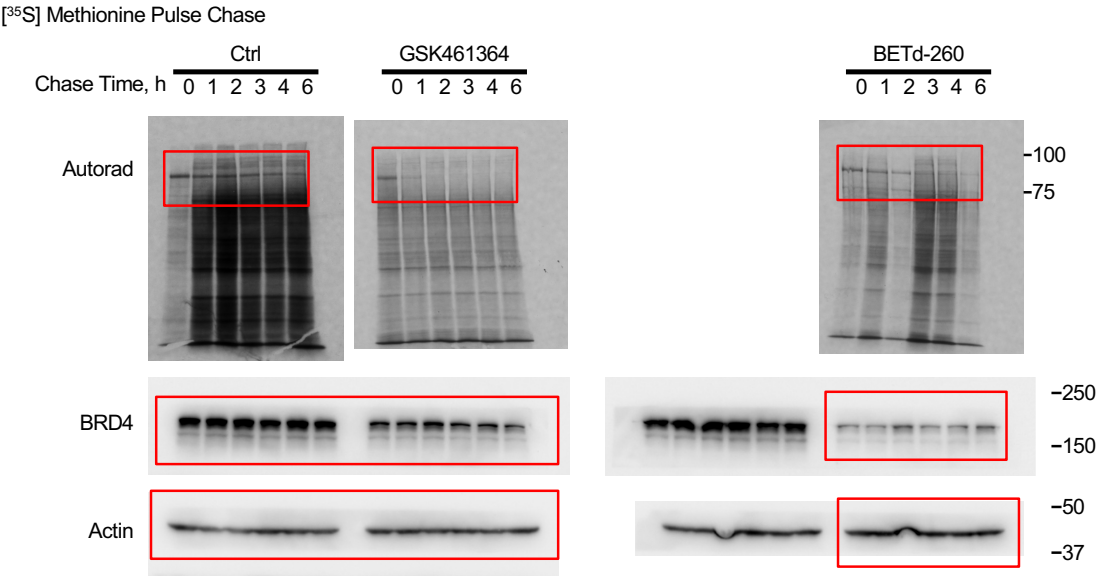

Fig 6A

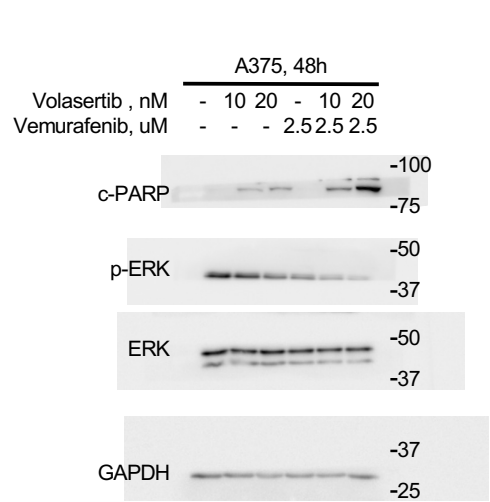

Fig 6B

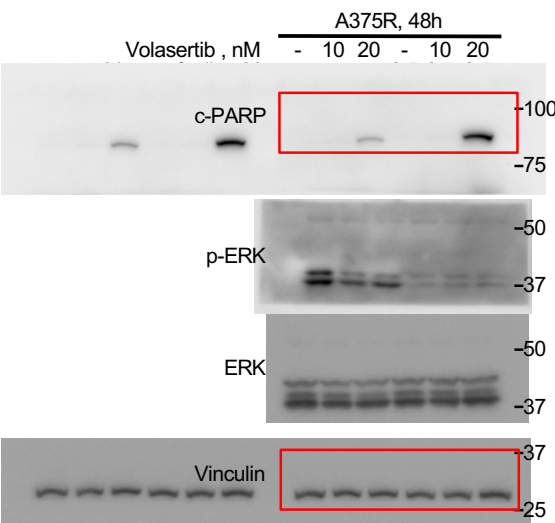

Supplementary Figure 1C

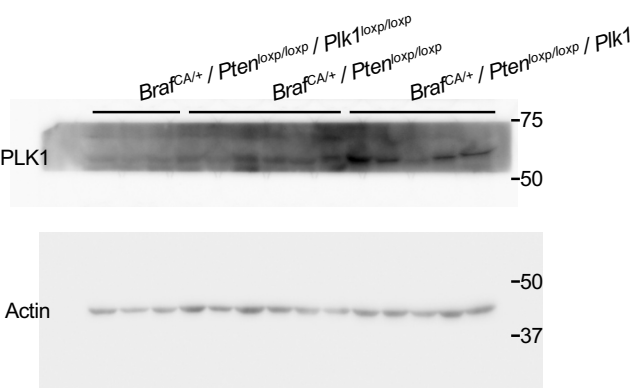

Supplementary Figure 1I

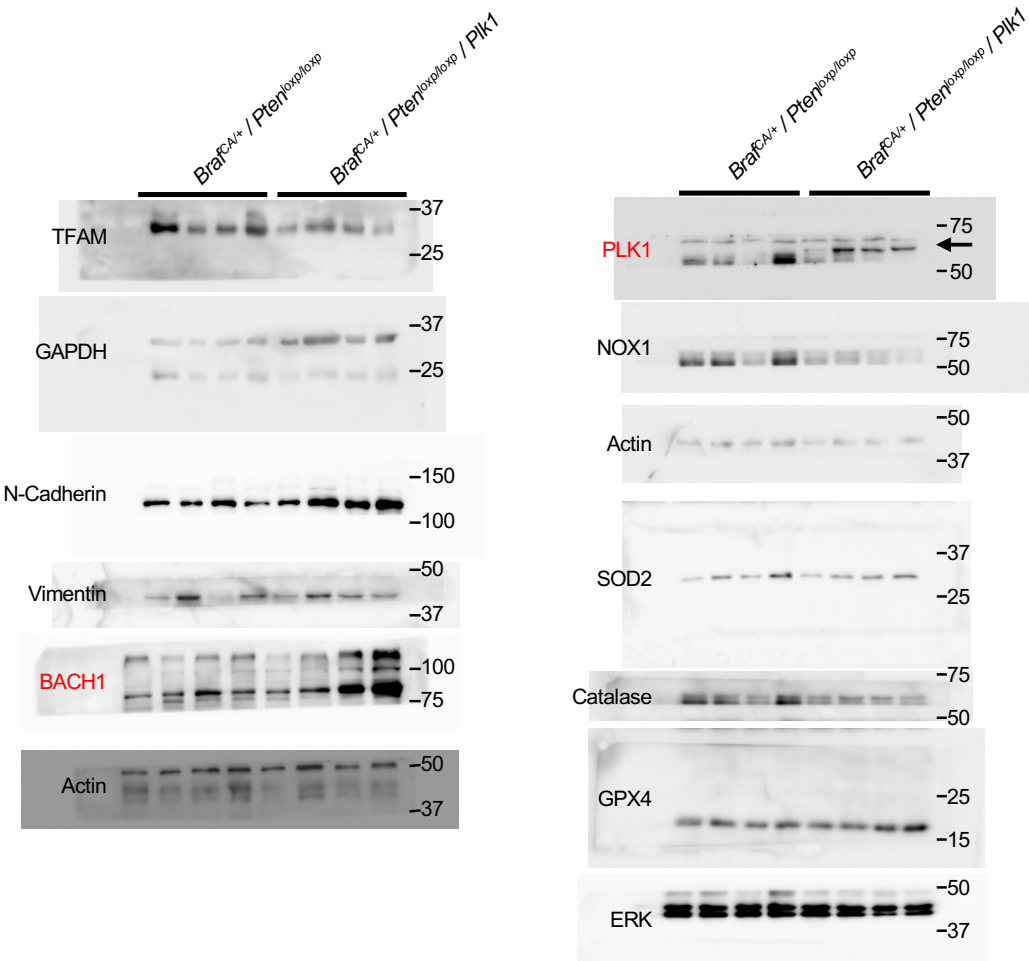

Supplementary Figure 2A

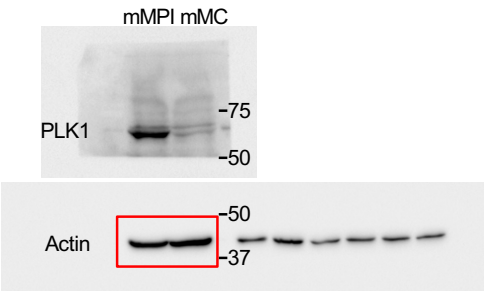

Supplementary Figure 2E

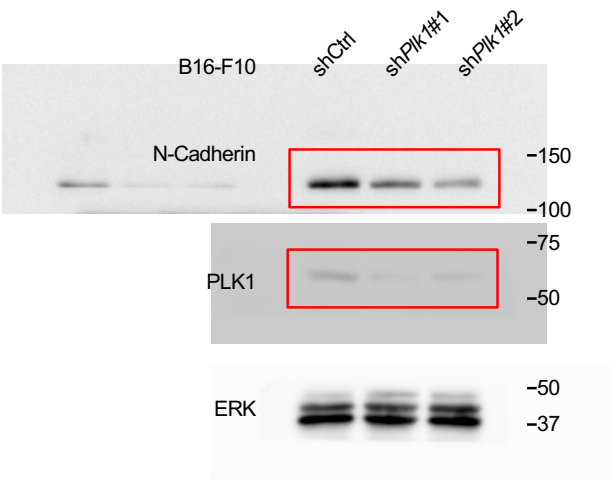

Supplementary Figure 2N

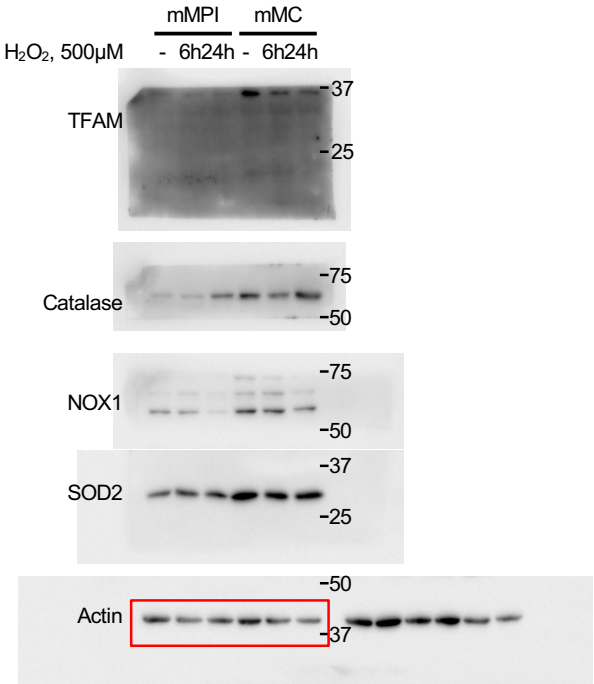

Supplementary Figure 3K

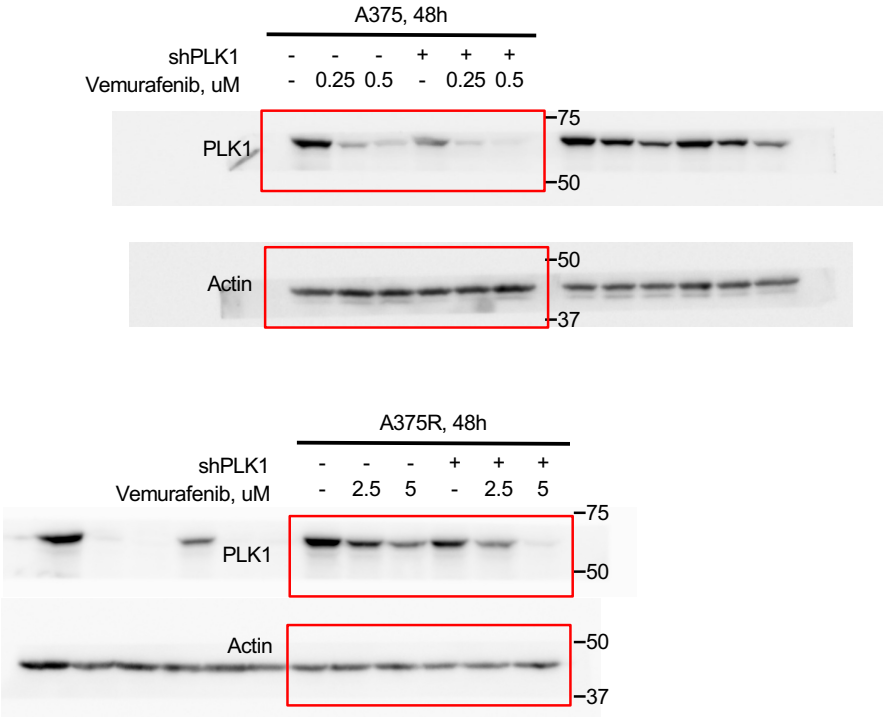

Supplementary Figure 4C

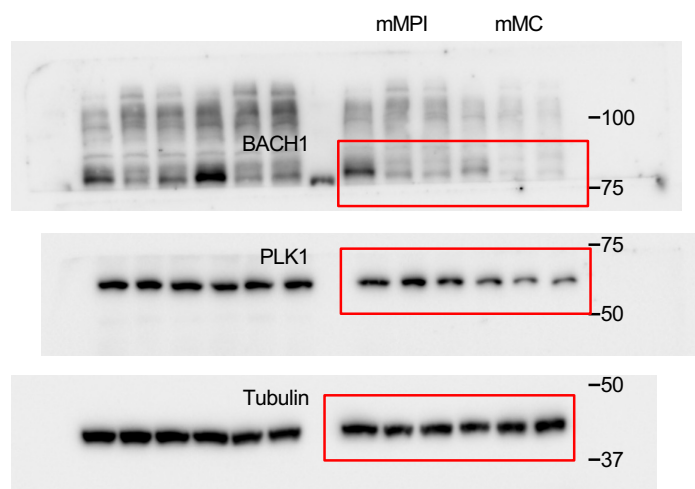

Supplementary Figure 4O

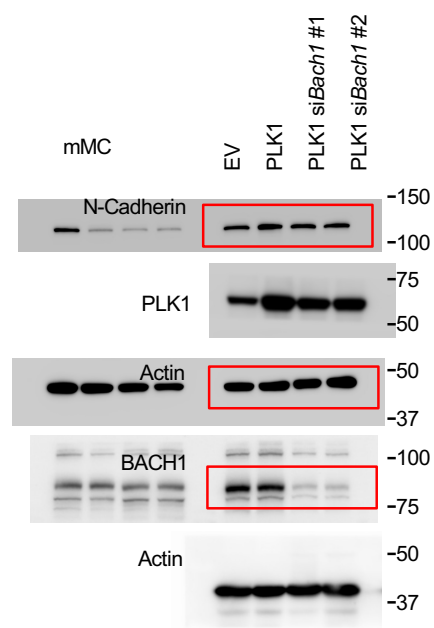

Supplementary Figure 5A

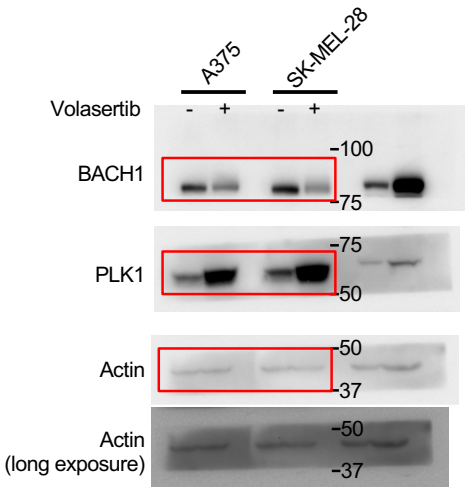

Supplementary Figure 5B

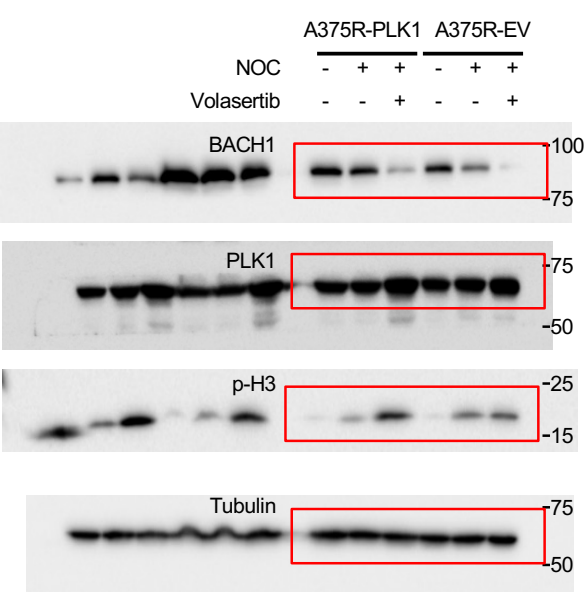

Supplementary Figure 6E

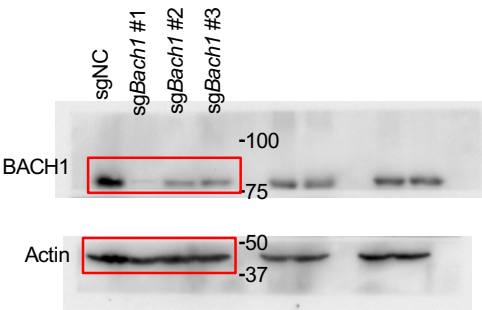

Supplementary Figure 6I

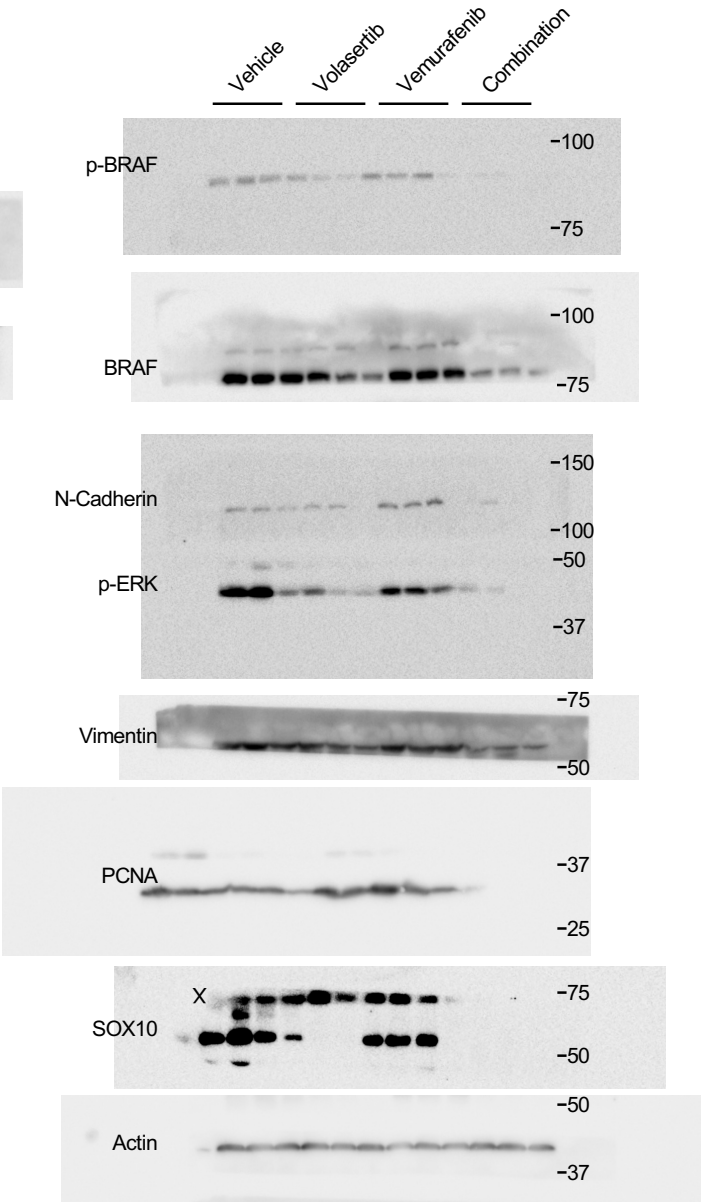

**Supplement:** S1 Raw image

How the deposited data were processed for this re-analysis (not part of the article)

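RNA was measured by sequencing in 11 melanomas of mice, 6 of the genotype BrafCA/+ / Ptenloxp/loxp (control tumors) and 5 of the genotype BrafCA/+ / Ptenloxp/loxp / Plk1 (Plk1 tumors), each from a different mouse, 40 days after 4-OHT. The authors deposited 1 table of raw read counts per gene, not normalized, with 1 column per tumor and the length of each gene. The submitters' processing notes name fastp, STAR and the genome build mm10. Their versions, the counting tool and the annotation release are not given in the sources used here. The counts are whole numbers for 54532 genes, and the columns sum to 17014948 to 22265632 counts per tumor.

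Control and Plk1 tumors were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's default filter on low counts and robust dispersions, with genotype as the only term. The filter kept 16819 genes. P-values were adjusted after Benjamini and Hochberg, with a threshold of 0.05, and the biological coefficient of variation was 0.602. DESeq2 1.42.0, which the paper names, was run with its Wald test as an alternative. Levels are CPM from TMM-normalized libraries, log2 values have a prior count of 2, and list scores are the mean centred log2 CPM of a list's members in a tumor. A single level or score was compared by an exact permutation test, two-sided, over all 462 splits of the tumors into 6 and 5. This test of list scores was added after the data were seen.

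Gene lists were tested with camera of limma 3.58.1, with a preset inter-gene correlation of 0.01, and p-values were adjusted over 37 lists. Camera with an estimated correlation, fry and a ranking test with fgsea 1.28.0 (signal-to-noise, 10000 permutations) were run beside it. The lists are the nuclear-encoded subunits of oxidative phosphorylation, the protein genes of the mitochondrial genome, mitochondrial and cytosolic ribosomal proteins, mitochondrial DNA maintenance, mitochondrial import, the tricarboxylic acid cycle, glycolysis, epithelial-mesenchymal transition, melanoma state, proliferation, MYC targets, MAP kinase output, antioxidant defense, BACH1 or NRF2 targets, NADPH oxidases, interferon-stimulated genes, cytokines, hypoxia, immediate early genes, and markers of melanocytes, Schwann cells, fibroblasts, macrophages, dendritic cells, T and NK cells, B cells, neutrophils, mast cells, endothelium, pericytes, keratinocytes, adipocytes, skeletal muscle and red blood cells. These were written from general knowledge, so the transition and oxidative phosphorylation lists are not the Hallmark sets. The members of KRAS_SIGNALING_UP and REACTIVE_OXYGEN_SPECIES were taken from S1 Data.

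The named genes are those the paper names for these tumors, including Fig 1N, S1I Fig and S1 Table, whose values in the paper's tables had been seen. The rule also took the 10 genes with the largest rise and the 10 with the largest fall, and up to 4 members of each list, among genes past edgeR's adjusted threshold. Since edgeR called no gene, these were taken from the calls of DESeq2 and the smallest p-values, and were chosen after their values were seen.

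The alternatives were DESeq2's size factors, no filter on low counts, the DESeq2 test and each tumor left out in turn. Others were the series of numbers in the tumors' names (00xx and 49xx, called tag series here) as a covariate and each series alone. The rest were the level of Xist as a covariate, removal of a trend with gene length, nuclear protein-coding genes only, the other list tests and other rankings. Added after the data were seen were the skeletal muscle score, or the keratinocyte and skeletal muscle scores, as covariates, and leaving out the 3 tumors with a mitochondrial share of counts above 5%. The tests were tried on simulated counts with the spread of these tumors. There edgeR recovered 14% of 2-fold changes and 78% of 4-fold changes, with 3 false calls, and DESeq2 34% and 86%, with 50 false calls.

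The patient data, the cell line experiments and the other assays of the paper were not analysed here. Variants, splicing and the transgene's own sequence were left out, since the counts per gene do not hold them. For the groups of other splits, 100 splits were drawn for edgeR and 50 for DESeq2.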

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

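The test of oxidative phosphorylation subunits within REACTIVE_OXYGEN_SPECIES, the fits with muscle and keratinocyte scores as covariates, the fits without 3 tumors and the permutation of list scores were chosen after the data were seen, and the other composition tests after marker levels but before their own results.

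Lower genes of oxidative phosphorylation in Plk1 tumors had a median log2 fold change of -0.73. A trend with gene length as the whole cause is argued against, since 0% of 10000 random lists matched on length and expression had a median as low. Their central range, -0.35 to -0.14, was itself below 0, so the trend can account for part of the fall. With the skeletal muscle score as a covariate the median was -0.67 (-0.76 to -0.56 with single tumors left out), so little of the fall went with that score. A score of markers measures muscle content only roughly, so skeletal muscle in the tumor pieces as a cause stays open. Chance is unlikely but not excluded, as only the real split of the 100 drawn gave a median as large (0.73, highest other split 0.67), and not every split was drawn. A loss of all mitochondrial transcripts alike stays open (exact permutation p = 0.712 for the mitochondrial-genome score minus the nuclear-encoded score), as does an effect of Plk1.

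Higher genes of epithelial-mesenchymal transition had a median of 0.56. A trend with gene length is argued against (0% of 10000 matched lists as high, central range -0.11 to 0.06). With the fibroblast score as a covariate, the median of members outside the fibroblast markers went from 0.52 to 0.28 (0.20 to 0.40 with single tumors left out). Part of the rise thus goes with that score. A score of markers measures fibroblast content only roughly, so a higher share of fibroblasts as the whole cause stays open. Chance cannot be excluded, as 11 of 100 splits gave a median as large, with 0.56 for the real split and 0.81 for the highest of the others. A lower share of the main cell type cannot be told apart, since the skeletal muscle score minus the macrophage score varied too much between tumors (exact permutation p = 0.472).

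No gene passed edgeR's adjusted p of 0.05, with 980 higher and 1381 lower at an unadjusted p under 0.05 and 305 called by DESeq2. Different amounts of keratinocyte and muscle RNA are a candidate explanation, since 885 genes passed with both scores as covariates, 195 of them among the 305, all in the same direction. For those 885 genes chance is unlikely, as only the real split of the 100 drawn gave as many (highest other split 143). Chance stays possible for the 2361 genes at an unadjusted p (6 of 100, highest other 5288) and the 305 genes of DESeq2 (4 of 50, highest other 2222). For the 0 genes without covariates the splits decide nothing, since each of the 100 gives at least 0, but the split with the most, 1521 genes, sets WT_4949, WT_4958, KI_0006, KI_4976 and KI_4980, the 5 tumors highest in Krt14, against the other tumors and points to a structure of the samples.

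Single tumors stood apart in 7 of 90 groups examined, where chance gives about 5%. The mitochondrial share of counts was 9.66% in KI_0001, against at most 3.14% in the other Plk1 tumors. In log2 CPM, KI_0001 was at 4.84 for Vcl (next 5.60), 7.26 for Cat (next 6.57) and 4.77 for Mfsd4a (next 4.38). Tfam was at 5.96 in WT_0002 (next 5.68), Serpine1 at 1.69 in WT_4958 (next 3.56) and Twnk at 4.98 in KI_4980 (next 4.64). Lists that the paper discusses little were higher in Plk1 tumors, with medians of 0.79 for dendritic cell markers, 0.83 for inflammatory cytokines and chemokines, 0.48 (0.31 without KI_4975) for NADPH oxidase subunits, of which the paper discusses NOX1, not tested here, and 0.33 for dedifferentiated or invasive melanoma state genes (0.21 and not called without KI_4976). None of the 4 passed limma's camera with an estimated correlation (adjusted p = 0.0838, 0.0688, 0.258 and 0.136 with an estimated correlation, in that order).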

How the results depend on the processing

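The fits with muscle and keratinocyte scores and without the 3 tumors with a high mitochondrial share were chosen after the data were seen. The medians of the oxidative phosphorylation and KRAS_SIGNALING_UP lists kept their direction under every alternative run and lost their call only with an estimated correlation. Apart from fry, the kept calls take genes as nearly independent, with a preset correlation of 0.01. The estimated correlation was 0.61 for the subunits and 0.02 for KRAS_SIGNALING_UP. Keeping these calls therefore says little about replication between tumors, above all for the subunits. The 16 main results kept direction and side of the threshold with DESeq2's size factors and with nuclear protein-coding genes only, and the 12 that were run did so with the tag series or the Xist level as a covariate. For every change below the cause was not tested, except that single tag series hold fewer tumors. No paired analysis was possible because the groups share no replicate numbers. The enrichment of oxidative phosphorylation among lower genes has no edgeR value, since 0 genes were lower (1381 at an unadjusted p under 0.05, 174 by DESeq2). In simulated counts with the spread of these tumors edgeR recovered 14% of 2-fold and 78% of 4-fold changes. The simulated genes varied independently of each other, unlike those of the tumors. The simulation therefore does not decide whether the number of tumors accounts for the 0 calls.

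With DESeq2, 131 genes were higher and 174 lower, 83 and 41 of them at least 2-fold, and Plk1 passed at 1.31. Without a filter on low counts, genes higher at an unadjusted p under 0.05 numbered 1742. In the series 49xx alone, genes lower at an unadjusted p under 0.05 numbered 857, 0 oxidative phosphorylation subunits passed when adjusted over the list alone by edgeR (64 with all tumors), and REACTIVE_OXYGEN_SPECIES did not pass at -0.24. In the series 00xx alone, 158 were higher and 300 lower at an unadjusted p, 0 subunits passed by edgeR, and the transition list, at 0.11, and REACTIVE_OXYGEN_SPECIES, at -0.11, did not pass. REACTIVE_OXYGEN_SPECIES also did not pass without the length trend, at -0.11, nor as an enrichment score ranked by log2 fold change, at -1.10. With an estimated correlation the lists of oxidative phosphorylation (-0.73), transition (0.56), KRAS_SIGNALING_UP (0.35) and REACTIVE_OXYGEN_SPECIES (-0.13) did not pass, and with fry the lists of transition (0.56) and REACTIVE_OXYGEN_SPECIES (-0.13) did not.

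With the skeletal muscle score as a covariate, genes higher at an unadjusted p under 0.05 numbered 1963. With the keratinocyte and muscle scores these numbered 2579 and genes lower at an unadjusted p under 0.05 numbered 2144. At an adjusted p under 0.05, genes higher in Plk1 tumors then numbered 548 and genes lower in Plk1 tumors 337, with 379 and 102 of them at least 2-fold, and Plk1 passed at 1.20. Without the 3 tumors, 1 gene was higher, by at least 2-fold, Plk1 was 0.71, and REACTIVE_OXYGEN_SPECIES did not pass at -0.21.

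These reversed. Cat was -0.0043 with DESeq2's size factors, -0.0020 with DESeq2, -0.028 with the tag series as a covariate, -0.13 in 49xx and -0.0084 with protein-coding genes. The BACH1 or NRF2 targets were 0.027 without a filter, 0.038 in 49xx, 0.12 in 00xx, 0.016 with Xist, 0.025 without the length trend and 0.034 with the muscle score. Endothelial markers were 0.12 with the tag series, 0.49 in 49xx, 0.33 with Xist, 0.54 with the muscle score and 0.50 with both scores. Immediate early genes were -0.27 in 49xx, -0.13 with both scores and -0.20 without the 3 tumors. Ppargc1a was 0.20 in 49xx, and Pparg 0.065 in 00xx and 0.33 without the 3 tumors. In 00xx the mitochondrial genome's genes were 0.40, melanocyte markers -0.074, fibroblast markers -0.14, B cell markers -0.022, mast cell markers -0.62 and pericyte markers -0.17. Without the length trend Timm21 was 0.0044 and adipocyte markers -0.016. Skeletal muscle markers were 0.10 with the muscle score and 0.024 with both, where melanocyte markers were -0.11 and keratinocyte markers -0.048.

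With single tumors left out, 638 (without KI_4975) to 1174 genes were higher and 871 (without KI_4976) to 1633 lower at an unadjusted p, 43 to 68 subunits passed over the list alone, and Plk1 was 0.92 (without KI_0001) to 1.45. REACTIVE_OXYGEN_SPECIES was -0.23 to -0.12 and passed only without WT_4949 or KI_0001, and its enrichment score was -1.98 to -1.23, and did not pass in 7 of 11 fits. The ranges that crossed 0 were -0.69 to 0.46 for Pparg (above 0 without WT_4958), -0.84 to 0.0062 for Ppargc1a (without WT_0002), -0.21 to 0.15 for Cat, -0.069 to 0.058 for BACH1 or NRF2 targets, -0.15 to 0.83 for melanocyte, -0.26 to 0.19 for endothelial, -0.17 to 0.89 for keratinocyte and -0.16 to 0.29 for adipocyte markers, and -0.22 to 0.30 for immediate early genes.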

Differences from the paper's values

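Plk1 mRNA in Plk1 tumors was 2.47-fold that in control tumors in the RNA-seq counts, and the paper's value by qPCR is about 4-fold. The assays differ, and so may the tumors, since the paper's panel has 5 replicates and the sources used here do not say whether they are tumors that were sequenced. Of the alternatives set before the data were examined, the paper's value was less than 1.5 times the fold, the bound used here for a difference, without WT_4971 (2.67), without KI_4980 (2.73) and in the tag series 00xx alone (3.55). All of these are still below the paper's value. The bound was passed under DESeq2's size factors, no filter on low counts, DESeq2, any other tumor left out, the tag series as a covariate, the series 49xx alone (1.85), the Xist level, removal of the length trend (2.65) and nuclear protein-coding genes only.

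The 21 log2 fold changes of S1 Table were each within 0.028 of the paper's. The enrichment scores were 2.61 for KRAS_SIGNALING_UP (the paper's is 2.61), -1.52 for REACTIVE_OXYGEN_SPECIES (the paper's is -1.65), 2.80 for the transition list (the paper's is 2.84) and -3.65 for oxidative phosphorylation (the paper's is -3.61). Each lay within 1 SD of its values with single tumors left out (0.0932, 0.212, 0.177 and 0.113 in that order). The transition and oxidative phosphorylation lists used here are not the Hallmark sets. By edgeR 0 of the 21 genes passed an adjusted p of 0.05, with 21 at an unadjusted p under 0.05. DESeq2, the tool the paper's methods name, called all 21 at the paper's thresholds, and edgeR with the keratinocyte and skeletal muscle scores as covariates, chosen after the values were seen, called 19 and dropped 2.

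The paper names the reactive oxygen species pathway as markedly repressed among all Hallmark sets. In the paper's own table it ranks 10 from the lowest of 50 sets, and oxidative phosphorylation ranks 1. Here its median log2 fold change was -0.13 (adjusted p = 0.042 from limma's camera, adjusted p = 0.399 with an estimated correlation), or -0.23 without KI_0001, and the call was kept only without WT_4949 or KI_0001 when single tumors were left out.

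In Fig 1N the paper shows Cdh2 higher and Timm21 and Tfam lower by qPCR. The RNA-seq log2 fold changes had the same signs but did not pass edgeR or DESeq2, with 1.08 for Cdh2 (adjusted p = 0.237 from DESeq2), -0.21 for Timm21 (0.713, and -0.11 without WT_0002) and -0.27 for Tfam (0.254). The other genes of Fig 1N that the paper shows as changed, Vcl, Itgb2, Ccl2, Abca6, Aldh1l2, Ndufa5, Ndufab1 and Twnk, were called by DESeq2 in the paper's direction. The paper describes the genes of Fig 1N as top-regulated in this RNA-seq, so these calls are not independent evidence.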

Other observations

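The covariate fit and the test of subunits within REACTIVE_OXYGEN_SPECIES given in this part were chosen after the data were seen.

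Markers of several immune cells had higher estimates in Plk1 tumors. Of 15 dendritic cell markers 14 were above 0, with a median of 0.79 (adjusted p = 9.41e-08 from limma's camera, adjusted p = 0.0838 with an estimated correlation). Ccr7, the receptor that guides dendritic cells to lymph nodes, had a log2 fold change of 2.02 (standard error 0.52, adjusted p = 0.0144 from DESeq2), and H2-Eb1, a class II molecule, one of 0.79 (both chosen after their values were seen). All 19 macrophage and monocyte markers were above 0, with a median of 1.01 (adjusted p = 4.75e-08, adjusted p = 0.319 with an estimated correlation), and score differences of 0.01 in the tag series 00xx and 1.74 in the series 49xx. Without KI_4975 their median was 0.60. The 20 T and NK cell markers had a median of 0.68 (adjusted p = 0.000142, adjusted p = 0.37 with an estimated correlation). The 7 red blood cell genes had a median of 0.89 (adjusted p = 0.00314, adjusted p = 0.128 with an estimated correlation). Markers of B cells (0.50, adjusted p = 0.0634 from limma's camera), neutrophils (0.86, 0.143) and mast cells (0.26, 0.161) did not pass. With single tumors left out these medians were 0.39 (without KI_0001) to 0.94 (without WT_4957), 0.52 (without KI_4976) to 1.29 (without WT_4949) and 0.035 (without WT_4958) to 0.48 (without WT_0002). B cell markers passed without WT_0007, WT_4957, KI_0001 or KI_4980, neutrophil markers without KI_4975 and mast cell markers without WT_0002 or KI_0001. By edgeR 0 of the markers of these cells passed an adjusted p under 0.05. At an unadjusted p under 0.05, 8 dendritic cell, 4 macrophage and 3 red blood cell genes were higher, and 5 dendritic cell markers rose when adjusted over the list alone. DESeq2 called 2 dendritic cell markers.

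Genes of the dedifferentiated or invasive melanoma state had a median of 0.33 over 17 members (adjusted p = 0.0314 from limma's camera, adjusted p = 0.136 with an estimated correlation), among them Axl, a receptor tyrosine kinase, at 0.82 (chosen after its value was seen). Without KI_4976 the median was 0.21 and the call was lost. Schwann and nerve cell markers had a median of 0.63 (adjusted p = 0.0024, adjusted p = 0.391 with an estimated correlation), or of 0.34 without KI_0001. Melanocyte lineage markers (0.38, adjusted p = 0.161), pericyte and smooth muscle markers (0.56, 0.0873), adipocyte markers (0.04, 0.365) and immediate early genes (0.04, 0.471) did not pass by limma's camera. Endothelial markers did not pass either (0.238), and their median, -0.04, has the opposite sign to the test's direction. Single tumors moved all of these. Pericyte and smooth muscle markers were at 0.030 without KI_0001 and 0.72 without KI_4980, and passed without WT_0002, WT_0007 or KI_4980. Melanocyte markers were at -0.15 without KI_4980 and 0.83 without WT_4949, and passed in 4 of 11 fits. The medians were -0.26 (without WT_4949) to 0.19 (without WT_0002) for endothelial markers, -0.16 (without WT_4949) to 0.29 (without WT_0002) for adipocyte markers and -0.22 (without KI_0001) to 0.30 (without WT_4958) for immediate early genes, and an adjusted p under 0.05 came without WT_0007 for the first and without KI_4975 for the other 2. The largest rise among genes called by DESeq2 was that of Alppl2, an alkaline phosphatase, with a log2 fold change of 4.73 (standard error 1.61), which rests on KI_4980 at 1248 CPM, KI_0006 at 504 and KI_4976 at 112, against 2.29 in KI_0001 and 10.1 in KI_4975, while control tumor WT_0007 was at 66.2.

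All 11 tumors had between 6487 and 30508 counts of Xist, the RNA of the inactive X chromosome, and 0 counts of the Y-linked genes Kdm5d, Eif2s3y, Uty and Ddx3y. The paper's methods mention mice of both sexes and the labels give none for these tumors.

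A higher share of macrophages was tested as the cause of the higher KRAS_SIGNALING_UP genes. The median was 0.35, and 0.30 with the macrophage score as a covariate (0.23 to 0.30 with single tumors left out), so little of the rise went with that score. A score of markers measures macrophage content only roughly, so a higher share of macrophages as a cause stays open. Of the 100 splits drawn only the real one gave a median as far from 0, at 0.352. The next, at -0.351, set WT_0007, WT_4949, WT_4957, WT_4958 and WT_4971 against WT_0002 and all Plk1 tumors. That split is nearly the real one with its groups swapped, so its closeness says little about chance. Not every split was drawn, so these splits do not exclude chance. The exact permutation test of the list's score, chosen after the data were seen, gave p = 0.00433 (adjusted p = 0.0267). Camera with an estimated correlation gave an adjusted p of 0.0657.

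The lower REACTIVE_OXYGEN_SPECIES genes may owe their call to the 3 oxidative phosphorylation subunits in that list. Without them the median was -0.12 and the adjusted p 0.165, but removing 3 other members at random ended the call in 40.6% of 1000 draws, so this stays open. Chance cannot be excluded, as 23 of 100 splits gave a median as large (0.13 for the real split, 0.24 for the highest of the others).

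With the keratinocyte and skeletal muscle scores as covariates, edgeR called 31 oxidative phosphorylation subunits and 17 mitochondrial ribosomal proteins lower, and 20 transition genes, 12 macrophage markers and 21 KRAS_SIGNALING_UP genes higher, with 2 KRAS_SIGNALING_UP genes lower. It called 0 REACTIVE_OXYGEN_SPECIES genes, against 1 by DESeq2 and, without covariates, 11 at an unadjusted p under 0.05.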
